# Effects of FGF21, soluble TGFBR2, and environmental temperature on metabolic dysfunction in lipodystrophic mice

**DOI:** 10.1172/jci.insight.194882

**Published:** 2025-07-15

**Authors:** Jessica N. Maung, Yang Chen, Keegan S. Hoose, Rose E. Adler, Hadla Hariri, Mia J. Dickson, Taryn A. Hetrick, Gabriel A. Ferguson, Rebecca L. Schill, Hiroyuki Mori, Romina M. Uranga, Kenneth T. Lewis, Isabel D.K. Hermsmeyer, Donatella Gilio, Christopher de Solis, Amber Toliver, Noah Davidsohn, Elif A. Oral, Ormond A. MacDougald

**Keywords:** Bone biology, Metabolism, Adipose tissue, Bone marrow, Obesity

## Abstract

Metabolic health is influenced by adipose tissue, and obesity and lipodystrophy are characterized by inflammation and metabolic dysfunction. Whereas obesity and lipodystrophy treatments involve pharmacological approaches and lifestyle changes, these therapies require long-term, repeated dosing and are not successful for all patients. Gene therapy with targets such as FGF21 and soluble TGF-β receptor 2 (sTGFBR2) provides an alternative approach, specifically in lipodystrophy. Preclinical experiments in mice housed at 22°C are confounded by a mild cold stress not generally experienced by humans, which can negatively affect translation of metabolic therapeutics. In this study, we investigated effects of FGF21/sTGFBR2 combination gene therapy on obese and lipodystrophic mice and how housing temperature influences therapeutic efficacy. In obese mice, FGF21/sTGFBR2 improved insulin resistance and hyperlipidemia more dramatically at warmer temperatures. In lipodystrophic mice on a high-fat diet, combination therapy required adipose tissue to improve insulin resistance at 30°C, whereas FGF21 alone improved insulin resistance at 22°C. Transcriptomic analyses revealed that lipodystrophic mice had upregulated hepatic cell proliferation and fibrosis pathways and that FGF21 promoted hepatic metabolism. Thus, metabolic dysfunction caused by lipodystrophy is improved by targeting FGF21 and TGFB signaling, but effectiveness in preclinical models may be dependent upon environmental temperature and presence of adipose tissue.

## Abstract 2

<span>FGF21/sTGBFR2 gene therapy improves insulin resistance and hyperlipidemia in preclinical models of obesity and lipodystrophy, but effectiveness in these models are dependent on environmental temperature.</span>

## Introduction

Metabolic health is largely dictated by the amount, location, and function of adipose tissues. Obesity is a medical condition characterized by an excessive accumulation of body fat and often is estimated clinically with waist-to-hip ratio and other measurements (1). It has become a global health concern, with prevalence rates of obesity rising steadily — current estimates are that more than 600 million adult individuals have obesity (2). Obesity is linked to a range of metabolic dysfunctions, including insulin resistance, hypertension, dyslipidemia, and an increased risk of type 2 diabetes, heart disease, and certain cancers (3). At the other extreme, lipodystrophy syndromes are rare, heterogeneous disorders characterized by partial or complete loss of adipose tissues (4). Whereas clinical prevalence of lipodystrophy is about 1 in 20,000 individuals, its genetic prevalence may be as high as 1 in 7,000 (5, 6). With a paucity of adipose tissue in which to store excess energy, lipids instead accumulate ectopically in tissues such as liver, muscle, and pancreas, resulting in metabolic dysfunctions similar to those seen in obesity, including insulin resistance, dyslipidemia, and fatty liver disease (7).

Current treatments for both obesity and lipodystrophy often include pharmacological approaches in addition to lifestyle modifications. For obesity, drugs such as glucagon-like peptide-1 (GLP-1) receptor agonists promote satiety, reduce appetite, and enhance insulin secretion to stimulate weight loss, improve metabolism, and reduce cardiovascular disease (8–11). However, these drugs can also have side effects, including gastrointestinal perturbations and hypotension (12). Patients with lipodystrophy often have low concentrations of leptin in circulation, and leptin replacement therapy is used to manage metabolic dysfunctions associated with leptin deficiency and hyperphagia (13–15). Recombinant leptin therapy helps improve insulin sensitivity, reduce circulating triglyceride concentrations, and decrease liver volume in patients with lipodystrophy; however, leptin therapy does not adequately address all the metabolic perturbations for reasons that are incompletely understood (13). Treatment of metabolic dysfunctions associated with both obesity and lipodystrophy is typically long-term, with some therapies potentially being lifelong. Leptin replacement therapy requires daily subcutaneous injections, whereas GLP-1 receptor agonists are administered at least once weekly. Novel therapies with an extended duration of action and reduced frequency of administration are crucial for improving patient compliance and outcomes, in addition to providing alternative therapies for patients in which current treatments are ineffective or too expensive. Gene therapy, which offers the potential for sustained therapeutic effects, represents a promising approach for providing long-term treatment solutions specifically for lipodystrophy (16).

In recent years, 2 proteins delivered via gene therapy have shown potential for treatment of metabolic dysfunction. First, FGF21 is an endocrine factor, produced and secreted primarily by the liver, that acts at numerous sites, such as adipose tissues and bone, to regulate energy balance, glucose and lipid metabolism, and insulin sensitivity (17, 18). Second, soluble TGF-β receptor 2 (sTGFBR2) binds to TGFB1 ligands and prevents their interaction with cell surface receptors, thus repressing physiological processes, such as immune response, tissue repair, fibrosis, and cell growth (19, 20). Studies have shown that FGF21 gene therapy reduces body weight, adipose tissue hypertrophy and inflammation, and hepatic steatosis, and improves insulin sensitivity, with sustained effects present for over 1 year in obese mice (21, 22). In mice fed a high-fat diet (HFD), combined gene therapy with FGF21 and sTGFBR2 effectively mitigated 4 age-related diseases: obesity, type 2 diabetes, heart failure, and renal failure (23). Potential of these factors to improve metabolic dysfunction in lipodystrophic mice has also been explored. Although metabolic benefits of FGF21 were dependent on presence of adipose tissue in aP2-SREBP1c lipodystrophic mice, an FGF21 analog improved insulin sensitivity and adipocyte gene expression in seipin-deficient lipodystrophic mice (24, 25). In contrast, inhibition of TGFB signaling more effectively alleviated abnormal glucose and lipid metabolism in aP2-SREBP1c lipodystrophic mice than in obese mice (26). Taken together, combination gene therapy of FGF21 and sTGFBR2 has the potential to improve metabolic conditions associated with lipodystrophy.

It is important to note that FGF21 and sTGFBR2 therapies have been tested in mice housed at ~22°C, a temperature comfortable for humans but below the murine thermoneutral zone of ~30°C (27). Humans typically live within thermoneutral temperatures because of thermostats controlling room temperature and ease of adjusting warmth with clothing (27). Mice undergo nonshivering thermogenesis at standard housing temperatures, resulting in elevated energy expenditure, altered metabolic profiles, and increased food intake and physical activity (28, 29). Mice housed at thermoneutrality also have improved immune response, lower heart rate, and decreased bone mineral density (27, 30). Variations in housing temperatures can lead to differences in baseline physiology and treatment efficacies; a previous study found that the degree of weight loss after treatments like GLP-1 and FGF21 in mice varied based on housing temperatures and that drug efficacy could not be predicted based on housing temperature (31). These data underscore the importance of testing preclinical treatments at a variety of housing temperatures to uncover therapeutic effects that might otherwise be missed. In our study, we investigated effects of housing temperatures of 22°C, 26°C, and 30°C with or without gene therapy administration. The intermediate temperature of 26°C was chosen because many universities utilize 26°C housing rooms as an intermediate between ambient temperature and mouse thermoneutrality, and some strains of mice can have a lower thermoneutral point closer to 26°C, with some researchers affirming that 30°C is too warm for mouse studies (32). Overall, mice prefer to live at environmental temperatures between 26°C and 29°C, even if that is not their physiological thermoneutral point (33).

In the present investigation, our overarching goal was to explore the potential of FGF21/sTGFBR2 gene therapy in improving lipodystrophy-associated metabolic dysfunction. First, to evaluate the best experimental conditions for these studies, we tested effects of 3 housing temperatures on efficacy of FGF21/sTGFBR2 gene therapy in obese mice. Then, we evaluated whether FGF21 alone or FGF21/sTGFBR2 combination therapy improved metabolic dysfunction associated with lipodystrophy in an adipocyte-specific lamin A/C–knockout (*Lmna*^ADKO^) mouse model (34). We were particularly interested in effects of gene therapy on insulin resistance, hepatic steatosis, and bone mass, as these variables have been shown to be altered with FGF21 treatment. In diet-induced obese mice, we found that FGF21/sTGFBR2 had greater improvements on insulin sensitivity and hyperlipidemia at warmer temperatures (i.e., 26°C and 30°C). Furthermore, we found that FGF21/sTGFBR2 gene therapy was dependent on adipose tissue to improve insulin resistance in lipodystrophic mice housed at 30°C, but FGF21 alone improved insulin resistance in lipodystrophic mice at 22°C. FGF21/sTGFBR2 or FGF21 alone was sufficient to reduce hepatic steatosis in lipodystrophic mice, and dual FGF21/sTGFBR2 therapy reduced cortical bone volume fraction. RNA-sequencing (RNA-Seq) revealed that livers of lipodystrophic mice had increased expression of pathways associated with cell proliferation and fibrosis and that FGF21 increased pathways associated with hepatic mitochondrial metabolism and protein translation. Taken together, these experiments suggest that targeting FGF21 and TGFB1 may have utility for treatment of metabolic dysfunction associated with lipodystrophy and that murine housing temperature is an important variable to consider when studying therapeutic metabolic endpoints.

## Results

### FGF21/sTGFBR2 combination therapy reduces body weight, improves insulin sensitivity, and reduces plasma triacylglycerol in HFD-fed mice, with greater effects at 26°C and 30°C than at 22°C.

To investigate impacts of environmental temperature on metabolic effects of FGF21/sTGFBR2 in obese mice, 8-week-old female C57BL/6J mice were housed at 22°C, 26°C, or 30°C and maintained on a 60% HFD for 8 weeks. Mice were then administered vehicle, or adeno-associated viruses (AAVs) expressing FGF21 and sTGFBR2 (Figure 1A). FGF21/sTGFBR2 viral transduction elevated circulating FGF21 and sTGFBR2 for the duration of the experiment for all environmental temperatures (Figure 1, B and C). Supraphysiological concentrations of FGF21/sTGFBR2 reduced body weights, with greatest effects observed in mice housed at 26°C or 30°C (Figure 1, D–F). Core body temperature was increased by FGF21/sTGFBR2 therapy in all 3 housing conditions (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.194882DS1). Insulin tolerance tests conducted 6 weeks after transduction with AAV revealed improved insulin sensitivity across all housing temperatures (Figures 1, G–I). Furthermore, plasma TAG concentrations were reduced at 26°C and 30°C at 4, 6 (Supplemental Figure 1, D and E), and 8 weeks posttreatment (Figure 1J). Daily food intake was reduced in mice housed at higher temperatures, as reported previously (Supplemental Figure 1F) (35). These data indicate that FGF21/sTGFBR2 universally blocks diet-induced obesity; however, because circulating TAG is increased at higher environmental temperatures, improvements to hyperlipidemia with FGF21/sTGFBR2 are more striking at thermoneutrality.

### FGF21/sTGFBR2 decreases adiposity, plasma TAG concentrations, and plasma insulin concentrations more effectively at 26°C and 30°C.

Ten weeks of FGF21/sTGFBR2 combination therapy blocked the weight gain observed in vehicle-administered controls, with larger differences observed in mice housed at 26°C or 30°C (Figure 2A). Posterior subcutaneous white adipose tissue (psWAT) weight was decreased in transduced mice across all housing temperatures (Figure 2B). Brown adipose tissue (BAT) weights were also lower in mice treated with FGF21/sTGFBR2, with substantial changes at 30°C, in part because thermoneutrality increased BAT weight in controls (Figure 2C). Due to the decrease in weights of BAT with treatment, we performed histological analyses to investigate potential changes in BAT whitening. BAT was more whitened in mice housed at warmer temperatures, and FGF21/sTGFBR2 restored a BAT-like phenotype with the most improvement at 30°C (Figure 2D). FGF21/sTGFBR2 slightly decreased diaphragm, kidney, and gastrocnemius weights but did not change weights of other organs, including brain, spleen, lungs, and heart (Supplemental Figure 2, A–G). To understand what tissues were most transduced with AAV, we performed a quantitative PCR to recognize a unique AAV DNA sequence in liver, psWAT, and BAT. All tissues were transduced with AAV after treatment, but liver had the highest amount of transduction compared with psWAT and BAT, with increased expression at 30°C (Supplemental Figure 2H). Differences were not observed in fed plasma glucose concentrations (Figure 2E). However, plasma TAG and insulin concentrations were decreased by FGF21/sTGFBR2, particularly at 26°C and 30°C (Figure 2, F and G). Plasma adiponectin concentrations were not changed by treatment but decreased at higher housing temperatures (Supplemental Figure 2, I and J). Tibial cortical bone variables were influenced by housing temperature — thermoneutrality increased cortical thickness, area, and perimeter and decreased cortical bone volume fraction and mineral density (Figure 2, H–J, and Supplemental Figure 3, A and B). FGF21/sTGFBR2 increased cortical thickness (Figure 2H) and perimeter (Supplemental Figure 3A) mostly at 26°C, and cortical area (Figure 2I) was elevated at all temperatures, with the largest induction by FGF21/sTGFBR2 at 26°C. Whereas trabecular bone parameters were mostly unchanged with treatment, trabecular connectivity density was decreased with FGF21/sTGFBR2 at warmer temperatures (Supplemental Figure 3, C–I). Taken together, these data suggest that elevated concentrations of FGF21/sTGFBR2 decrease diet-induced adiposity, improve metabolic dysfunction associated with obesity, and increase certain cortical bone variables, particularly when mice are at warmer environmental temperatures.

### FGF21/sTGFBR2 decreases liver weights and liver TAG concentrations in HFD-fed mice, with greater effects at 26°C and 30°C.

Elevated circulating concentrations of FGF21/sTGFBR2 reduced liver weights, with greatest effects occurring in mice housed at 26°C or 30°C (Figure 3A). Hepatic TAG content increased at warmer temperatures, which made suppression of hepatic lipid by FGF21/sTGFBR2 at 30°C more striking (Figure 3B). Furthermore, histology of liver tissue showed an accumulation of lipid droplets in obese mice, with elevated steatosis observed more at 26°C and 30°C. FGF21/sTGFBR2 treatment partially alleviated effects of HFD, as number and size of hepatic lipid droplets were decreased across all temperatures (Figure 3C). We observed minimal collagen deposition in obese mice as visualized by Picrosirius red — this is likely due to an inadequate length of HFD (36). This collagen deposition was not substantially altered by FGF21/sTGFBR2 (Figure 3D). These data suggest that FGF21/sTGFBR2 treatment is more effective in combating hepatic steatosis in obese mice at higher environmental temperatures.

### FGF21/sTGFBR2 requires adipose tissue to increase insulin sensitivity in HFD-fed mice at thermoneutrality.

Obesity and lipodystrophy exhibit overlapping metabolic dysfunctions, including insulin resistance and hepatic steatosis (2, 4, 5). To investigate whether metabolic improvements observed in obese mice with FGF21/sTGFBR2 are also observed with lipodystrophy, we studied *Lmna*^ADKO^ lipodystrophic mice in which *Lmna* is knocked out of adipocytes. Our previous findings suggest that FGF21/sTGFBR2 treatment is more effective in obese mice at warmer temperatures; thus, for this experiment we housed female control and lipodystrophic mice at thermoneutrality (30°C). We further challenged their metabolic state by feeding a 60% HFD for 4 weeks. Mice were then administered vehicle or AAVs expressing FGF21 and sTGFBR2 (Figure 4A). At 12 weeks after treatment, concentrations of FGF21 and sTGFBR2 were elevated in control and lipodystrophic mice (Figure 4, B and C). Lipodystrophic mice had an increase in endogenous FGF21 and had a disproportionate increase in plasma FGF21 compared with controls (Figure 4B). Body weight, fat mass, and lean mass were decreased 12 weeks after transduction in both genotypes (Figure 4, D–F). Plasma TAG and glucose concentrations were lowered 4 weeks after treatment in fasted control and lipodystrophic mice (Figure 4, G and H). Whereas FGF21/sTGFBR2 increased insulin sensitivity in controls, this dual therapy did not alter insulin sensitivity in lipodystrophic mice (Figure 4I). These data indicate that though FGF21/sTGFBR2 alters body composition and reduces circulating TAG and glucose similarly in control and lipodystrophic mice, adipose tissue is required for FGF21/sTGFBR2 to improve insulin resistance at thermoneutrality.

### FGF21/sTGFBR2 decreases adiposity and partially improves metabolic dysfunction in control and lipodystrophic mice at thermoneutrality.

Mice were euthanized 12 weeks after transduction (Figure 4A), and FGF21/sTGFBR2 reduced body weights in control and *Lmna*^ADKO^ mice (Figure 5A). Adipose tissue weights in control mice decreased after FGF21/sTGFBR2 treatment (Figure 5, B–D). Although lipodystrophic mice had exceedingly low amounts of psWAT, parametrial white adipose tissue (pmWAT), and BAT, adiposity was decreased further by FGF21/sTGFBR2 (Figure 5, B–D). Whereas spleen and heart weights were increased in lipodystrophic mice, FGF21/sTGFBR2 did not alter spleen or heart weights in either genotype (Figure 5, E and F). Kidney weights were decreased after FGF21/sTGFBR2 therapy (Supplemental Figure 4A), but there were no changes in diaphragm or gastrocnemius weights regardless of genotype or treatment. A decrease in brain weight was observed with genotype (Supplemental Figure 4, B–D). Changes were also not observed with treatment or genotype in hematopoiesis at euthanasia as assessed by circulating populations of red blood cells, white blood cell populations, or platelets (Supplemental Figure 5). Differences were also not observed in fed plasma glucose concentrations at euthanasia (Figure 5G). Plasma TAG concentrations were elevated by lipodystrophy, but FGF21/sTGFBR2 did not decrease TAG concentrations in fed lipodystrophic mice 12 weeks posttreatment (Figure 5H). Furthermore, plasma insulin concentrations were also higher in lipodystrophic mice compared with controls in vehicle-treated groups, and FGF21/sTGFBR2 decreased circulating insulin in both genotypes (Figure 5I). Lipodystrophic mice had no detectable circulating adiponectin, and FGF21/sTGFBR2 did not alter adiponectin expression in both genotypes (Supplemental Figure 4, E and F). Similar to the pattern of adiponectin expression, lipodystrophic mice did not have detectable plasma leptin, and the treatment only decreased leptin concentrations in control mice (Supplemental Figure 4G). We also analyzed bone variables and found that FGF21/sTGFBR2 did not affect trabecular or cortical characteristics (Supplemental Figure 6) except for causing a decrease in trabecular connectivity density (Supplemental Figure 6E) and cortical bone volume fraction (Supplemental Figure 6L). We next analyzed regulated and constitutive bone marrow adipose tissues (rBMAT, cBMAT, respectively) (37) and observed that rBMAT in the proximal tibia was depleted in lipodystrophic mice compared with controls (Figure 5, J and K), as observed previously (34). FGF21/sTGFBR2 decreased volume of rBMAT in obese control mice, and the very low amounts of rBMAT in lipodystrophic mice were not altered further by combination therapy (Figure 5, J and K). In obese control mice, cBMAT located in the distal tibia was not altered by FGF21/sTGFBR2 therapy (Figure 5, J and L). In lipodystrophic mice, cBMAT was essentially undetectable by osmium-nanoCT in control and FGF21/sTGFBR2 groups (Figure 5, J and L). In summary, at thermoneutrality FGF21/sTGFBR2 more effectively improves metabolic parameters in HFD-fed obese mice than in HFD-fed mice with lipodystrophy, and FGF21/sTGFBR2 decreases quantity of rBMAT only in mice with diet-induced obesity.

### FGF21/sTGFBR2 treatment reduces liver weight, total hepatic TAG amount, and liver collagen deposition in lipodystrophic mice housed at 30°C.

*Lmna*^ADKO^ mice had greater liver weights than control mice regardless of treatment, but FGF21/sTGFBR2 reduced liver weights in both control and *Lmna*^ADKO^ mice (Figure 6A). Hepatic TAG content was significantly elevated in lipodystrophic mice relative to controls (Figure 6B). However, transduction with FGF21/sTGFBR2 did not reduce TAG amount normalized to protein content in either genotype (Figure 6B). Notably, a reduction in total hepatic TAG content after normalization to liver weight was observed in control and lipodystrophic mice at 30°C (Figure 6C). Histology of liver tissue showed a decrease in the number of lipid droplets with FGF21/sTGFBR2 treatment in control mice but not in lipodystrophic mice (Figure 6D). Furthermore, liver collagen deposition, visualized by Picrosirius red staining, was higher in lipodystrophic mice, and this hepatic fibrosis was visually and quantitatively reduced following transduction with FGF21/sTGFBR2 in both genotypes (Figure 6, E and F). In summary, FGF21/sTGFBR2 reduced liver weights, hepatic TAG amount, and liver fibrosis in lipodystrophic mice housed at 30°C.

### FGF21 improves insulin sensitivity of lipodystrophic mice housed at 22°C.

Previous studies have tested multiple therapeutic combinations with FGF21 or FGF21 alone and have found that FGF21 alone is sufficient to improve insulin sensitivity and reduce obesity in HFD-fed mice (23). We were particularly interested in effects of FGF21 alone because multiple studies reported that FGF21 alone as a gene therapy slows aging-related functional decline and improves metabolic dysfunction and is safe in larger animals, including dogs and nonhuman primates (22, 38, 39). In lipodystrophic mice housed at 30°C, FGF21/sTGFBR2 decreased body weight and liver TAG but did not improve insulin sensitivity. To determine if insulin sensitivity of *Lmna*^ADKO^ mice is influenced by FGF21 treatment at standard environmental temperature, we housed control and lipodystrophic mice at 22°C and fed them an HFD for 4 weeks before FGF21 administration (Figure 7A). Similar to our previous findings at 30°C, lipodystrophic *Lmna*^ADKO^ mice had higher circulating concentrations of endogenous FGF21 at 22°C and a disproportionate increase in plasma FGF21 after transduction compared with controls (Figure 7B). Whereas lipodystrophic mice had reduced body weight and fat mass at 22°C, elevated concentrations of FGF21 did not decrease body weight or fat mass further in these mice (Figure 7, C and D). However, lean mass was decreased in control and lipodystrophic mice after FGF21 administration (Figure 7E). Glucose and insulin tolerance tests conducted 7 to 8 weeks after transduction with FGF21 revealed improved glucose and insulin sensitivity in control and *Lmna*^ADKO^ mice at 22°C (Figure 7, F and G). To investigate whether FGF21 influences energy expenditure in lipodystrophic mice, we performed indirect calorimetry on a subset of *Lmna*^ADKO^ mice. FGF21 treatment in lipodystrophic mice did not alter energy expenditure, fat oxidation, and distance traveled during light and dark cycles (Figure 7, H–J). These data suggest that adipose tissue is not required for FGF21 to improve insulin sensitivity in mice housed at 22°C.

### FGF21 does not improve hyperlipidemia or hyperinsulinemia of lipodystrophic mice housed at 22°C.

Mice from Figure 7 were analyzed after euthanasia. Eight weeks after FGF21 transduction at 22°C reduced body weights but not weights of psWAT, pmWAT, retroperitoneal WAT (rpWAT), or perirenal WAT (prWAT) in control or lipodystrophic mice (Figure 8, A–C, and Supplemental Figure 7, A and B). As expected, all these variables including BAT were reduced in *Lmna*^ADKO^ mice regardless of treatment. Although FGF21 reduced BAT weights in controls, treatment had little effect on BAT in lipodystrophic mice (Figure 8D). Although lipodystrophic mice had greater spleen and heart weights and smaller tibia lengths than controls, there were no changes in weights of heart, kidney, diaphragm, lungs, brain, spleen, or tibia lengths after FGF21 treatment regardless of genotype (Figure 8E and Supplemental Figure 7, C–H). Circulating TAG and insulin concentrations were elevated in *Lmna*^ADKO^ mice, but FGF21 did not alter concentrations of glucose, TAG, or insulin in control or *Lmna*^ADKO^ mice at 22°C (Figure 8, F–H). Both adiponectin and leptin were undetectable in lipodystrophic mice, and the treatment did not affect amounts of either adipokine regardless of genotype (Figure 8I and Supplemental Figure 7, I and J). Taken together, these data suggest that FGF21 does not alter adiposity or improve metabolic dysfunction of lipodystrophic mice housed at 22°C.

### FGF21 treatment alone reduces liver weight, total hepatic TAG, and liver collagen deposition in lipodystrophic mice housed at 22°C.

*Lmna*^ADKO^ mice had greater liver weights than control mice, and FGF21 administration reduced liver weights in control and *Lmna*^ADKO^ mice when housed at 22°C (Figure 9A). Hepatic TAG content was higher in lipodystrophic mice than controls, but it was not reduced by FGF21 transduction (Figure 9B). Similar to our experiment at 30°C, a decrease in total hepatic TAG was observed in lipodystrophic mice at 22°C when normalized to total liver weight (Figure 9C). Histology of liver tissue showed that number and size of lipid droplets were substantially greater in lipodystrophic mice compared with controls (Figure 9D). However, FGF21 did not visually reduce lipid droplet accumulation in controls and lipodystrophic mice (Figure 9D). Liver collagen stained by Picrosirius red was higher in lipodystrophic mice than control mice at 22°C, and this hepatic fibrosis was reduced visually and quantitatively by FGF21 treatment (Figure 9, E and F). These data suggest that, as observed in Figure 6 for dual treatment at 30°C, FGF21 administration reduces liver weights, hepatic TAG amount, and collagen deposition in lipodystrophic mice housed at 22°C.

### Bulk RNA-Seq analyses of livers reveal that FGF21 decreases hepatic cell proliferation and fibrosis in lipodystrophic mice housed at 22°C.

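Liver RNA of 24 libraries was analysed, 7 from vehicle-treated control mice, 3 from FGF21-treated control mice, 6 from vehicle-treated *Lmna* ADKO mice, and 8 from FGF21-treated *Lmna* ADKO mice. By the paper's timeline, female mice housed at 22°C had eaten the high-fat diet for 4 weeks before transduction and were euthanized 8 weeks after it. The library labels name the treated groups a rescue, which was read as FGF21. Counts on *Fgf21* do not set these groups apart from vehicle. Libraries are numbered here within each group, in the order of their animal numbers. The authors deposited the number of reads they counted on each gene, without normalization, for 23972 genes. Between 19863304 and 21510054 reads per library were counted on genes. The median per group was 20875929 for vehicle-treated controls, 20835245 for FGF21-treated controls, 21017120 for vehicle-treated *Lmna* ADKO mice, and 20939291 for FGF21-treated *Lmna* ADKO mice. Counts were scaled by edgeR's TMM method, and each gene was tested in 1 fit of the 4 groups with edgeR's quasi-likelihood test. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg over all genes) with a fold change above 1.5 in either direction. For GSEA, genes were ranked by the signed square root of that test's F statistic, and fgsea gave a normalized enrichment score (NES) and an adjusted p for each of 1030 Reactome sets with 8 to 500 tested genes, from permutations of genes and not of libraries. Of these sets, 24 were listed before the data were examined as the nearest to the pathways the paper names. The level of a listed set in a library is the mean, over its genes with a mean log2 CPM of at least 0, of each gene's log2 CPM minus its mean over all libraries. These levels were compared with exact two-sided permutation tests, and their p-values were adjusted over the 96 comparisons of 24 sets in 4 contrasts. Of the 96, 19 had a raw p under 0.05 and 14 had an adjusted p under 0.05.

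*Lmna*, which *Adipoq*-Cre deletes in adipocytes and not in hepatocytes, was detected in every library. Its level was 18.6 ± 2.47 CPM (SD, n = 7) in vehicle-treated controls and 26.7 ± 2.57 CPM (SD, n = 6) in vehicle-treated *Lmna* ADKO livers, a log2 fold change of 0.52 (standard error 0.121, adjusted p = 0.00322 from edgeR). In a principal component analysis of the 12661 genes with a mean log2 CPM above 0, the first component held 35.5% of the variance, and every control library lay at a higher value on it than every *Lmna* ADKO library. The second component held 20.5% of the variance. On it, *Lmna* ADKO FGF21 library 7 (72.8), control FGF21 library 3 (56.0), and control vehicle library 3 (16.4) lay apart from the other 21 libraries, which ranged from -25.7 to 8.89. In these libraries, log2 CPM relative to the genotype's median fell with exonic gene length, with slopes per log2 of length of -0.333, -0.293, and -0.153, whereas slopes in the other libraries ranged from -0.11 to 0.13.

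**Figure D1:**
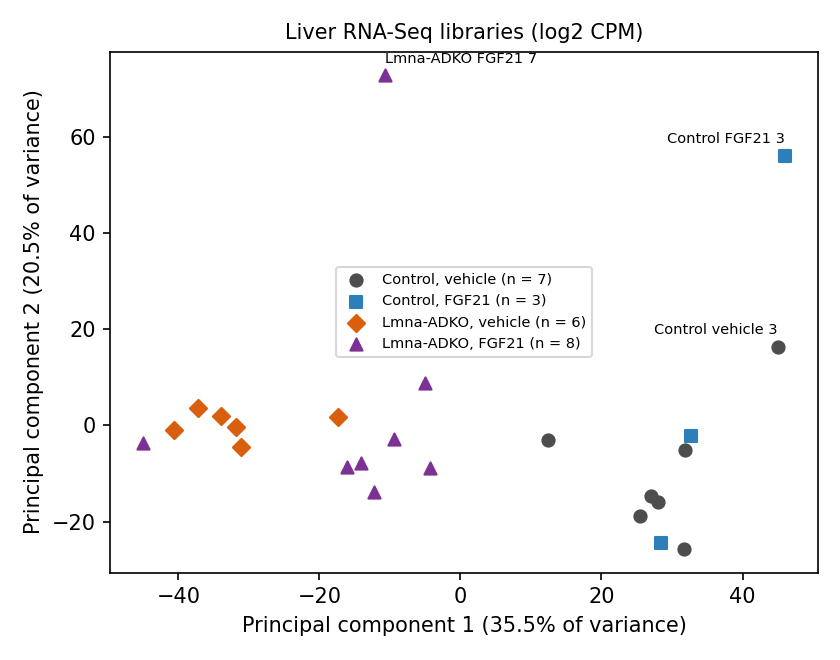
Principal component 1 (horizontal axis, 35.5% of variance) and principal component 2 (vertical axis, 20.5% of variance) of log2 CPM in the 24 liver libraries, 1 point per library, coloured by group. The 3 libraries named in the plot lie above the other 21 on component 2.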

To investigate hepatic molecular changes that occur with lipodystrophy and FGF21 treatment, bulk RNA-Seq analyses were performed, and data were analyzed using gene set enrichment analysis (GSEA) to identify transcriptomic patterns (Figure 10A). First, we were interested in how lipodystrophy affects the hepatic transcriptome. Lipodystrophic mouse livers had upregulation of cell proliferation and fibrosis, with increased regulation of the G2M checkpoint, spindle assembly, DNA replication, and fibroblast proliferation (Figure 10, B and C). In addition to increased hepatic steatosis, this signature may partially explain the large increase in liver weights at baseline in lipodystrophic mice. Furthermore, cholesterol homeostasis and sterol biosynthesis were increased, supporting the observed increased hepatic steatosis. 

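In vehicle-treated mice, the set G2 M Checkpoints had an NES of 2.45 in *Lmna* ADKO livers relative to controls (adjusted p = 6.31e-08 from fgsea), with 43 of its 54 tested genes higher. Its level was higher in each of the 6 *Lmna* ADKO libraries than in all 7 control libraries, by 0.361 on average on the log2 scale (exact permutation test, p = 0.000583, the smallest that 6 against 7 allow; adjusted p = 0.0112). Mitotic Prometaphase, the set nearest to spindle assembly, had an NES of 2.31 (adjusted p = 6.56e-08, 77 of 100 genes higher). DNA Replication had an NES of 1.89 (adjusted p = 0.000971, 62 of 99 genes higher). For fibrosis, the NES was 1.99 for Collagen formation (adjusted p = 0.000566, 42 of 63 genes higher) and 2.12 for Extracellular matrix organization (adjusted p = 7.36e-09, from the smallest p of 1e-10 that was computed). Levels of Collagen formation were higher by 0.503, in 5 of 6 *Lmna* ADKO libraries above every control (exact permutation test, p = 0.00233; adjusted p = 0.0249). Fibroblast proliferation has no listed set and was not analysed here. The alternative that moved these results most was a camera test with the correlation between genes estimated from the data, under which 0 of the 24 listed sets passed in any contrast, against 13 of 24 in vehicle-treated mice here and 14 of 24 at an unadjusted p under 0.05.

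After FGF21, the difference between genotypes had an NES of 2.10 for G2 M Checkpoints (adjusted p = 0.000316), 2.04 for Mitotic Prometaphase (adjusted p = 0.00011), 1.93 for Collagen formation (adjusted p = 0.00198), and 1.87 for Extracellular matrix organization (adjusted p = 1.71e-05). DNA Replication had an NES of 1.78 (adjusted p = 0.00324), which was 1.19 and no longer past the threshold without control FGF21 library 1. The level of G2 M Checkpoints was higher by 0.249 in all 8 *Lmna* ADKO libraries than in the 3 controls (exact permutation test, p = 0.0242; adjusted p = 0.137). Levels of the other sets named here were higher too and did not pass the adjustment in exact permutation tests. The adjusted p was 0.0774 for Mitotic Prometaphase, 0.515 for DNA Replication, 0.323 for Collagen formation, and 0.291 for Extracellular matrix organization.

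Among single genes in vehicle-treated mice, *Mcm3*, a replication licensing gene on chromosome 1 of GRCm38 from 20802968 to 20820312, rose from 4.83 ± 0.157 CPM (SD, n = 7) to 8.12 ± 1.15 CPM (SD, n = 6), a log2 fold change of 0.75 (standard error 0.115, adjusted p = 3.73e-05 from edgeR). *Dbf4* had a log2 fold change of 1.25 (adjusted p = 6.35e-05 from edgeR). *Tnc*, which encodes the matrix protein tenascin C on chromosome 4 from 63959785 to 64047015, rose from 1.31 ± 0.264 to 4.54 ± 1.17 CPM, a log2 fold change of 1.79 (standard error 0.189, adjusted p = 2.17e-07 from edgeR). *Col27a1* had a log2 fold change of 1.72 (adjusted p = 1.25e-05 from edgeR).

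**Figure D2:**
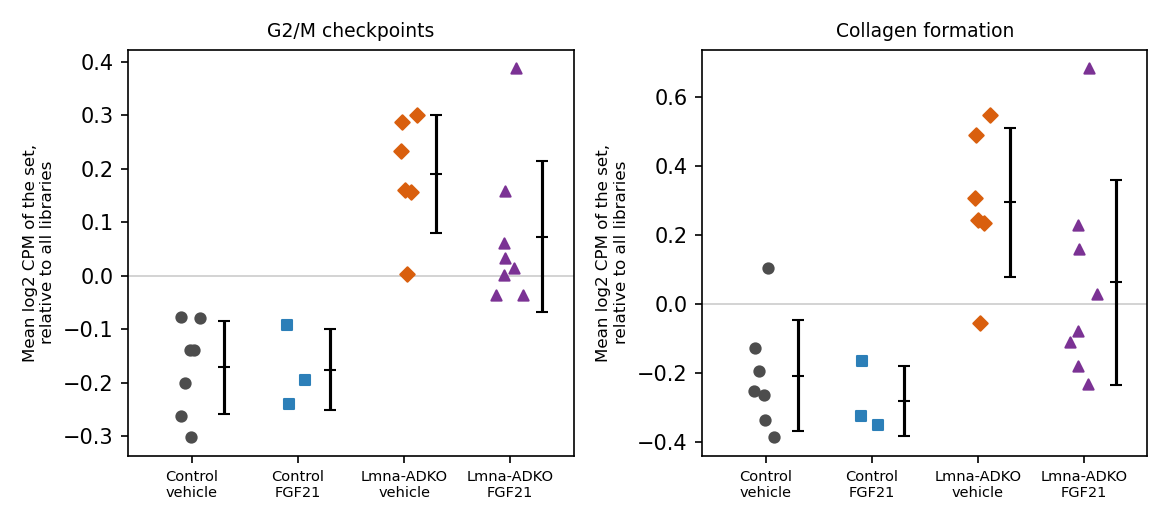
Levels of the Reactome sets G2 M Checkpoints (left) and Collagen formation (right) in each library, as mean log2 CPM of the set relative to all libraries; points are libraries of the 4 groups, and the bars beside them are the mean and SD. For G2 M Checkpoints, all 6 vehicle-treated *Lmna* ADKO libraries lie above all 7 vehicle-treated control libraries.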

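Cholesterol biosynthesis had an NES of 2.20 in *Lmna* ADKO livers relative to controls after vehicle (adjusted p = 0.000224 from fgsea), with 19 of 22 genes higher and a median log2 fold change of 0.75. After FGF21, the NES was 2.65 (adjusted p = 6.11e-09), with 20 of 22 genes higher and a median log2 fold change of 1.08. With vehicle, 4 of 6 *Lmna* ADKO libraries lay above every control, and the mean difference of 0.724 did not pass the adjustment (exact permutation test, p = 0.0181; adjusted p = 0.109). With FGF21, all 8 *Lmna* ADKO libraries lay above the 3 controls, by 1.06 on average (exact permutation test, p = 0.00606, the smallest that 8 against 3 allow; adjusted p = 0.0416). *Hmgcs1*, on chromosome 13 of GRCm38 from 119690379 to 119708260, encodes the synthase that makes HMG-CoA. It rose from 76.7 ± 21.8 CPM (SD, n = 7) to 233 ± 96.0 CPM (SD, n = 6) with vehicle, a log2 fold change of 1.60 (standard error 0.262, adjusted p = 0.000161 from edgeR). *Mvd* had a log2 fold change of 1.68 with vehicle (adjusted p = 0.000316 from edgeR) and 2.12 with FGF21 (adjusted p = 0.00338 from edgeR). Triglyceride Biosynthesis had an NES of 2.40 with vehicle (adjusted p = 1.79e-06, 31 of 39 genes higher) and 2.39 with FGF21 (adjusted p = 7.65e-06, 27 of 39 genes higher).

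**Figure D3:**
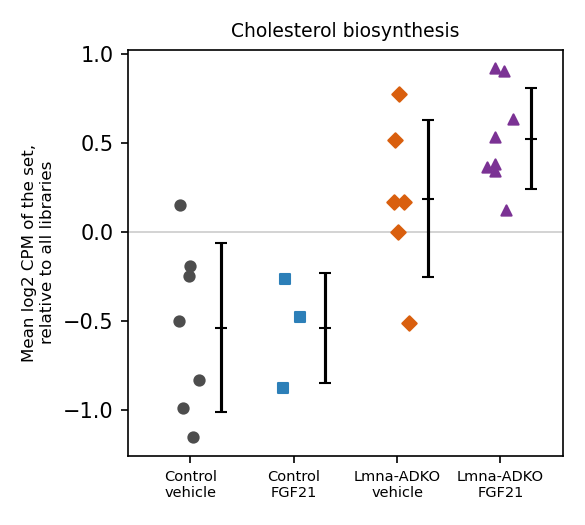
Level of the Reactome set Cholesterol biosynthesis in each library, as mean log2 CPM of the set relative to all libraries; points are libraries of the 4 groups, and the bars beside them are the mean and SD. All 8 FGF21-treated *Lmna* ADKO libraries lie above the 3 FGF21-treated control libraries.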

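With vehicle, Interferon alpha beta signaling had an NES of -1.79 in *Lmna* ADKO livers (adjusted p = 0.0289 from fgsea), with 9 of 12 genes lower. Without *Lmna* ADKO vehicle library 4 the NES was -1.66 and not past the threshold, as in 4 of the 13 fits that left out 1 library. Its level was lower in all 6 *Lmna* ADKO libraries than in all 7 controls, with a mean difference of -0.244 (exact permutation test, p = 0.000583; adjusted p = 0.0112). Interferon gamma signaling had an NES of -1.87 (adjusted p = 0.00126, 52 of 90 genes lower). Its level differed by -0.147 and did not pass the adjustment, with 4 of 6 *Lmna* ADKO libraries below all controls (exact permutation test, p = 0.053; adjusted p = 0.254). *Irf9*, on chromosome 14 of GRCm38 from 55603571 to 55610030, encodes a transcription factor of the interferon response. It had 43.4 ± 3.41 CPM (SD, n = 7) in controls and 28.9 ± 3.61 CPM (SD, n = 6) in *Lmna* ADKO livers, a log2 fold change of -0.59 (standard error 0.0872, adjusted p = 2.61e-05 from edgeR). Log2 fold changes were -0.44 for *Stat2* (adjusted p = 0.00116 from edgeR) and -0.57 for *Ifnar2* (adjusted p = 0.00177 from edgeR). The listed sets nearest to leukocyte movement and to tumor necrosis factor did not pass the threshold. Chemokine receptors bind chemokines had an NES of 1.20 (adjusted p = 0.329, 29 of 56 genes higher), and TNF signaling had an NES of -1.03 (adjusted p = 0.566, 2 of 9 genes higher).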

Immune response was mixed in lipodystrophic mice compared with controls when treated with vehicle: interferon-α and -β responses were downregulated, but macrophage migration and TNF signaling were increased. 

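Eukaryotic Translation Elongation, the listed set nearest to cytoplasmic translation, had an NES of -2.73 in *Lmna* ADKO livers relative to controls with vehicle, with 101 of 116 genes lower and a median log2 fold change of -0.26 (adjusted p = 7.36e-09 from fgsea). All 6 *Lmna* ADKO libraries lay below the control median, with a mean difference of -0.253 (exact permutation test, p = 0.00466; adjusted p = 0.0416). With FGF21, the NES was -3.39 (adjusted p = 4.48e-09), with 106 of 116 genes lower and a median log2 fold change of -0.45. That NES fell to -1.13, not past the threshold, without control FGF21 library 3, and the mean difference in level of -0.421 was not larger than the spread between libraries (exact permutation test, p = 0.133; adjusted p = 0.355). Mitochondrial translation had an NES of -2.17 with FGF21 (adjusted p = 1.62e-05, 74 of 87 genes lower), which was 1.57 without control FGF21 library 3. *Eef2*, on chromosome 10 of GRCm38 from 81176631 to 81182498, encodes elongation factor 2. With vehicle it had 1633 ± 119 CPM (SD, n = 7) in controls and 1260 ± 76.9 CPM (SD, n = 6) in *Lmna* ADKO livers, a log2 fold change of -0.37 (standard error 0.107, adjusted p = 0.0162 from edgeR). *Rps28* had a log2 fold change of -0.66 with FGF21 (adjusted p = 0.0197 from edgeR), which was -0.32 and not past the threshold without control FGF21 library 3.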

Protein translation was also downregulated in lipodystrophic mice regardless of treatment.

Next, the impact of FGF21 was examined. 

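In control mice, Chemokine receptors bind chemokines, the listed set nearest to leukocyte migration, had an NES of 1.48 for FGF21 relative to vehicle and did not pass the threshold (adjusted p = 0.236 from fgsea), with 35 of 56 genes higher. All 3 FGF21-treated libraries lay above the vehicle median, and the mean difference of 0.184 was within the spread between libraries (exact permutation test, p = 0.117; adjusted p = 0.355). In *Lmna* ADKO mice, Interferon alpha beta signaling had an NES of 1.57 (adjusted p = 0.202), with 8 of 12 genes higher. Its level was higher by 0.0776, in 7 of 8 FGF21-treated libraries above the vehicle median (exact permutation test, p = 0.0599; adjusted p = 0.26). Interferon gamma signaling had an NES of 1.43 in *Lmna* ADKO mice (adjusted p = 0.15), with 63 of 90 genes higher. This set passed the threshold when genes were ranked by the DESeq2 Wald statistic (NES 1.62), among genes kept by edgeR's filterByExpr (NES 1.64), and among libraries with 4-digit numbers alone (NES 2.33). It also passed without *Lmna* ADKO vehicle library 1 (NES 2.10) and without *Lmna* ADKO FGF21 library 4 (NES 1.81), and with genes ranked by log2 fold change its NES was -0.81.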

FGF21 transduction led to an upregulation of immune response pathways, such as increased leukocyte migration in control mice and enhanced interferon-α and -γ responses in *Lmna*^ADKO^ mice (Figure 10, D and E). 

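Respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins, the Reactome set nearest to oxidative phosphorylation, had an NES of 3.00 for FGF21 relative to vehicle in control mice, with 91 of 101 genes higher (adjusted p = 4.29e-09 from fgsea). In *Lmna* ADKO mice, its NES was 1.91, with 81 of 101 genes higher (adjusted p = 0.00124). Respiratory electron transport, the set nearest to the electron transport chain, had an NES of 2.91 in controls (adjusted p = 4.29e-09) and 1.87 in *Lmna* ADKO mice (adjusted p = 0.00854). Mitochondrial translation had an NES of 2.42 in controls (adjusted p = 5.57e-08) and 1.98 in *Lmna* ADKO mice (adjusted p = 0.000887). In each genotype, leaving out 1 library reversed the direction of these sets. Without control FGF21 library 3, the NES in controls was -2.00 for the respiratory set with ATP synthesis, -2.08 for Respiratory electron transport, and -2.21 for Mitochondrial translation. Without *Lmna* ADKO FGF21 library 7, the NES in *Lmna* ADKO mice was -1.44, -1.46, and -1.25 for the same sets in that order. The level of the respiratory set with ATP synthesis differed by 0.204 between FGF21 and vehicle in controls, with 2 of 3 FGF21-treated libraries above the vehicle median (exact permutation test, p = 0.375; adjusted p = 0.656). In *Lmna* ADKO mice it differed by 0.0631, with 4 of 8 above the vehicle median (exact permutation test, p = 0.836; adjusted p = 0.992). With the per-library slope on gene length as a covariate, an alternative chosen after the data were examined, the NES of that set was 0.946 in controls and -1.28 in *Lmna* ADKO mice.

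**Figure D4:**
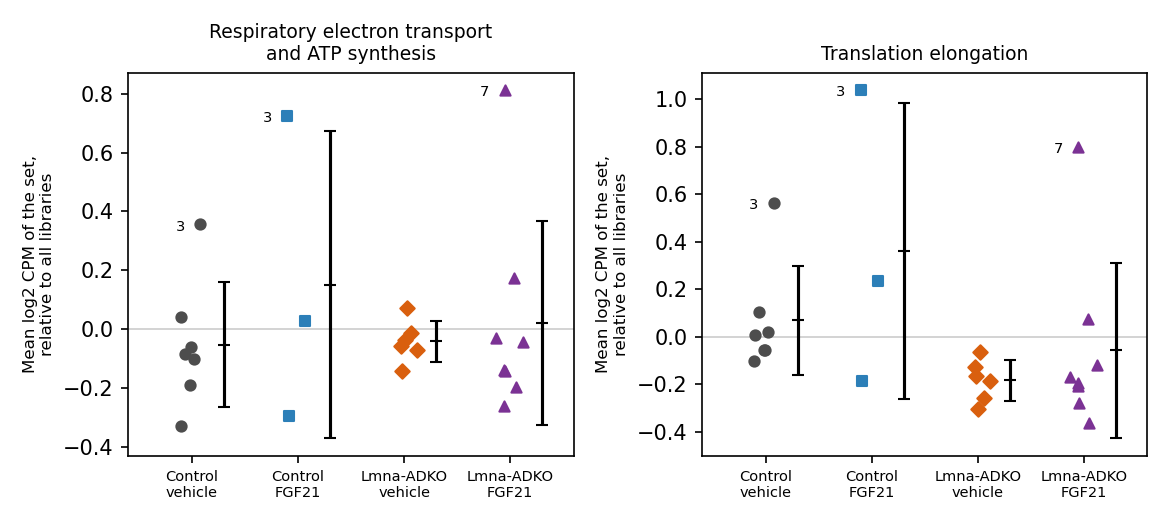
Levels of the Reactome sets for respiratory electron transport with ATP synthesis (left) and for translation elongation (right) in each library, as mean log2 CPM of the set relative to all libraries; points are libraries of the 4 groups, and the bars beside them are the mean and SD. The numbered points are control vehicle library 3, control FGF21 library 3, and *Lmna* ADKO FGF21 library 7, which lie apart on principal component 2.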

Mitochondrial activity was also upregulated in both genotypes after FGF21 treatment, as evidenced by increased expression in gene sets related to oxidative phosphorylation, the electron transport chain, and mitochondrial translation (Figure 10, D and E). Additionally, FGF21 promoted protein translation and metabolic processes in livers of control and lipodystrophic mice, including amino acid metabolism and sterol biosynthesis (Figure 10, D and E). 

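Eukaryotic Translation Elongation had an NES of 3.25 for FGF21 relative to vehicle in control mice, with 103 of 116 genes higher and a median log2 fold change of 0.38 (adjusted p = 4.29e-09 from fgsea). Its NES was -1.22 without control FGF21 library 3. In *Lmna* ADKO mice, its NES was 2.48, with a median log2 fold change of 0.20 (adjusted p = 2.06e-08), and without *Lmna* ADKO FGF21 library 7 it was 0.88. The mean difference in level was 0.294 in controls (exact permutation test, p = 0.267; adjusted p = 0.515) and 0.126 in *Lmna* ADKO mice (exact permutation test, p = 0.584; adjusted p = 0.849). Metabolism of amino acids and derivatives had an NES of 1.25 in controls, not past the threshold (adjusted p = 0.365), and passed it without control FGF21 library 1 (NES 1.85). It was in the other direction with the number series of the animals as a covariate (NES -1.17). In *Lmna* ADKO mice, this set had an NES of 1.87 (adjusted p = 9.1e-05, 124 of 182 genes higher), which was 1.51 and not past the threshold without *Lmna* ADKO vehicle library 3. Cholesterol biosynthesis in *Lmna* ADKO mice had an NES of 2.18 (adjusted p = 0.000712, 19 of 22 genes higher). The level of that set was higher in 7 of 8 FGF21-treated libraries than the vehicle median, by 0.338 on average (exact permutation test, p = 0.105; adjusted p = 0.355). In controls, the NES of Cholesterol biosynthesis was -0.81 (adjusted p = 0.958, 7 of 22 genes higher) and was 0.89 without control FGF21 library 3. The interaction of genotype and treatment for Cholesterol biosynthesis had an NES of 1.99 (adjusted p = 0.0129), which was 1.49 and not past the threshold without control FGF21 library 3.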

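In FGF21-treated control mice relative to vehicle, Signaling by NOTCH had an NES of -1.09 and did not pass the threshold (adjusted p = 0.645 from fgsea), with 41 of 72 genes lower. Its level differed by -0.0668, with 2 of 3 FGF21-treated libraries below the vehicle median (exact permutation test, p = 0.292; adjusted p = 0.55). Without control FGF21 library 1 the set passed the threshold (NES -1.55), and without control FGF21 library 3 it was in the other direction (NES 0.95). Organelle biogenesis and maintenance, the listed set nearest to the assembly of organelles, had an NES of 1.04 (adjusted p = 0.726), with 145 of 266 genes higher. It passed the threshold as higher without control FGF21 library 1 (NES 1.61) and without control FGF21 library 2 (NES 1.50), and as lower without control FGF21 library 3 (NES -1.48). Chromatin organization had an NES of -1.62 (adjusted p = 0.00421), with 137 of 209 genes lower, and did not pass without control FGF21 library 3 (NES -1.07), as in 3 of the 10 fits that left out 1 library.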

Several pathways were downregulated following FGF21 transduction in control mice, including Notch signaling and organelle assembly (Figure 10D). In contrast, in lipodystrophic mice, FGF21 transduction led to downregulation of cell proliferation and fibrosis, with a decrease in the regulation of G2M checkpoint, mitotic spindle, DNA replication, and E2F target pathways (Figure 10E). 

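For FGF21 relative to vehicle in *Lmna* ADKO mice, G2 M Checkpoints had an NES of -2.20 (adjusted p = 0.000236 from fgsea), with 38 of 54 genes lower and a median log2 fold change of -0.12. Across the 14 fits that left out 1 library, this NES stayed between -2.35 and -1.89. The level of the set was below the vehicle median in 7 of 8 FGF21-treated libraries, and the mean difference of -0.117 was not larger than the spread between libraries (exact permutation test, p = 0.12; adjusted p = 0.355). Mitotic Prometaphase, nearest to the mitotic spindle, had an NES of -1.64 (adjusted p = 0.023, 65 of 100 genes lower). It did not pass the threshold in 8 of the 14 fits that left out 1 library, with an NES of -1.15 without *Lmna* ADKO vehicle library 3. E2F mediated regulation of DNA replication had an NES of -1.71 and did not pass (adjusted p = 0.0919, 18 of 28 genes lower), but passed in 4 of the 14 fits, with an NES of -1.95 without *Lmna* ADKO vehicle library 4. DNA Replication had an NES of -0.90 (adjusted p = 0.925, 43 of 99 genes lower), and its direction changed in 7 of the 14 fits, to 0.94 without *Lmna* ADKO FGF21 library 6. For fibrosis, Collagen formation had an NES of -1.81 (adjusted p = 0.0181, 42 of 63 genes lower), which was -1.46 and not past the threshold without *Lmna* ADKO vehicle library 6. Extracellular matrix organization had an NES of -1.59 (adjusted p = 0.00633, 146 of 228 genes lower), which was -1.26 and not past the threshold without *Lmna* ADKO FGF21 library 2. Collagen formation did not pass in 5 and Extracellular matrix organization in 4 of the 14 fits. At the other end, all without *Lmna* ADKO FGF21 library 3, the NES was -2.425 for Collagen formation, -2.264 for Extracellular matrix organization, and -1.982 for Mitotic Prometaphase. Of the 24 listed sets, 10 passed the threshold in this contrast, 5 without *Lmna* ADKO FGF21 library 2, and 14 without *Lmna* ADKO FGF21 library 3. Among libraries with 4-digit numbers alone, 4 with FGF21 and 5 with vehicle, 14 passed. In control mice, G2 M Checkpoints was not among the sets past the threshold, and its interaction of genotype and treatment did not pass either (adjusted p = 0.311).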

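The interaction of genotype and treatment compares the response to FGF21 in *Lmna* ADKO mice with that in control mice. Respiratory electron transport with ATP synthesis had an interaction NES of -2.38 (adjusted p = 5.97e-07 from fgsea), a smaller response in *Lmna* ADKO mice for 90 of 101 genes. The interaction NES was -2.29 for Respiratory electron transport (adjusted p = 6.34e-06), -1.70 for Mitochondrial translation (adjusted p = 0.0338), and -2.04 for Eukaryotic Translation Elongation (adjusted p = 6.53e-05). Without control FGF21 library 3, these interactions had the opposite sign, with an NES of 2.37 for the set with ATP synthesis, 2.31 for Respiratory electron transport, 2.34 for Mitochondrial translation, and 2.27 for Eukaryotic Translation Elongation. That of Mitochondrial translation was also not past the threshold in 12 of the 24 fits that left out 1 library. Of the 24 listed sets, 6 passed the threshold for FGF21 relative to vehicle in controls, and 11 passed without control FGF21 library 1. At an unadjusted p under 0.05, 8 passed in controls and 17 in *Lmna* ADKO mice. Of 80 splits of the same libraries, 59 gave as many sets as the real one in controls, 43 as many in *Lmna* ADKO mice, and 69 as many for the interaction. No comparison of set levels between FGF21 and vehicle, in either genotype, had an adjusted p under 0.26.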

In summary, FGF21 treatment increases hepatic immune response, mitochondrial activity, and lipid metabolism across genotypes. The reduction by FGF21 of liver weights and fibrosis in lipodystrophic mice can be explained, in part, by decreased cell proliferation and fibrosis pathways.

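In the *Lmna* ADKO mice, the marker lists for proliferation (26 genes) and fibrosis (20 genes), written before the data were examined, had median log2 fold changes of -0.31 and -0.28 for FGF21 relative to vehicle. Of the proliferation genes, 25 were lower, and 0 had an adjusted p under 0.05 over all genes or adjusted over the list alone. Of the fibrosis genes, 18 were lower, and 0 passed either adjustment. Over all genes in this contrast, 1608 had an unadjusted p under 0.05. The level of the proliferation list was below the vehicle median in 7 of 8 FGF21-treated libraries, with a mean difference of -0.304 (exact permutation test, p = 0.218; adjusted p = 0.394 over 76 comparisons of lists). The level of the fibrosis list was below it in 7 of 8 libraries as well, with a mean difference of -0.274 (exact permutation test, p = 0.17; adjusted p = 0.347). From the lower expression of cell proliferation and fibrosis pathways after FGF21 in *Lmna* ADKO livers, the paper proposes a partial explanation for the reduction of liver weights and fibrosis.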

## Discussion

Given the unmet clinical need for patients with *LMNA*-induced lipodystrophy, we designed this study to explore the impact of a gene treatment using viral mediated delivery of FGF21 and sTGFBR2 in a preclinical model of *LMNA*-induced lipodystrophy created in our lab. To understand the impact of this therapy, we simultaneously treated obese mice. Both the obesity and lipodystrophy groups were housed at different environmental temperatures to ensure that metabolic dysfunction was uncovered in both disease states. First, we found that in HFD-induced obesity, warmer environmental housing temperatures improved effectiveness of FGF21/sTGFBR2 in decreasing body weight, improving insulin resistance, reducing plasma TAG, and decreasing hepatic steatosis. Part of this greater efficacy at warmer housing temperatures was due to elevated baseline metabolic dysfunction in mice housed at 26°C and 30°C, as reflected in body weight, circulating TAG, and liver TAG in vehicle-treated mice. This finding is consistent with previous literature showing decreased energy expenditure and increased weight gain, glucose intolerance, and hyperlipidemia in mice housed at 30°C (27, 40, 41). FGF21 administration to HFD-induced obese mice caused similar decreases in weight loss at 22°C and 30°C (31). This study (31) differed in design from ours in that we used female mice rather than male, and we used an AAV to continuously deliver mouse FGF21/sTGFBR2; they used human FGF21 administered twice daily subcutaneously for 3 weeks. The previous study (31) did find that FGF21-treated mice housed at 22°C had higher energy expenditure than mice housed at 30°C, which we did not explore in our study. Although prior work suggested effects of human FGF21 on mice were independent of environmental temperature (31), our results suggest that with FGF21/sTGFBR2 administration to obese mice, housing temperatures of 26°C or 30°C may be better than 22°C to detect metabolic effects and to mimic human thermoneutral conditions.

We also characterized on HFD-fed lipodystrophic mice the effects of FGF21/sTGFBR2 combination therapy at 30°C or FGF21 alone at 22°C. Gene therapy did not restore normal adipose tissue function in lipodystrophic mice as measured by adiponectin and leptin secretion in circulation, perhaps due to the exceedingly low remaining adipocyte number. We observed that FGF21/sTGFBR2 treatment in control and lipodystrophic *Lmna*^ADKO^ mice housed at thermoneutrality reduced circulating TAG and glucose 4 weeks posttransduction but did not improve insulin resistance in lipodystrophic mice. However, FGF21 administration alone at 22°C did improve insulin resistance in *Lmna*^ADKO^ mice, but not other metabolic parameters, suggesting that FGF21 potentially interacts with nonshivering thermogenesis mechanisms to improve insulin sensitivity in these mice (42). The interplay between temperature and BAT may explain why metabolic improvements are observed under certain conditions. In our studies of obese mice, we saw that FGF21/sTGFBR2 treatment restored a BAT-like phenotype at warmer temperatures, which is a likely contributor to the observed metabolic improvements. However, lipodystrophic mice have reduced BAT, and we only see an improvement in metabolism in treated lipodystrophic mice housed at 22°C, highlighting the possibility of functional BAT or thermogenic WAT in lipodystrophic mice housed at 22°C versus 30°C. Support for this idea comes from investigation of global *Bscl2*-KO (seipin) mice. In this model of lipodystrophy, an FGF21 analog, LY2405319, improved insulin sensitivity in young mice housed at 22°C (25). In contrast, but similar to our findings at 30°C, adipose tissue was required for FGF21 to reduce circulating insulin concentrations in aP2-nSREBP1c lipodystrophic mice fed a normal chow diet, which was proposed to result from impaired FGF21 signaling in lipodystrophic adipose tissue (24). This study differed from ours in a number of respects. In addition to the genetic modification causing the lipodystrophy, *nSREBP1c* overexpression versus *Lmna* deficiency, aP2 (i.e., *Fabp4*) drives *Cre* expression more broadly than *Adipoq*, including in adipose tissue macrophages (43), providing one possible reason that the phenotype of aP2-nSREBP1c mice is more extreme than *Lmna*^ADKO^ mice (44). Expression of nuclear SREBP1c from the aP2 locus caused perinatal distension of the abdomen, interscapular humps, and impaired growth, with some pups dying prior to weaning. As adults, the mice had severe hepatic steatosis and hyperinsulinemia (44). Another factor that may have influenced differences between studies is background mouse strain. aP2-nSREBP1c mice are on an FVB background (45), which have about 60 genetic variants that directly affect protein structure or mRNA stability, and provide resistance to diet-induced obesity, whereas *Lmna*^ADKO^ mice are on a C57BL/6J background, which also has genetic variants that affect protein function but that increase susceptibility to diet-induced obesity (46, 47). These studies suggest in addition to environmental temperature, other variables, including the genetic basis for lipodystrophy, background strain, and diet, may influence metabolic benefits of FGF21.

The necessity for functional adipose tissue to mediate effects of FGF21 is also illustrated by observations that insulin sensitivity did not improve after FGF21 administration in HFD-induced obese mice with an adipocyte-specific knockout of the coreceptor for FGF signaling, β-Klotho (48). This raises the possibility that *Lmna*^ADKO^ lipodystrophic mice, when housed at 30°C, could have a defect in FGF21 signaling in adipose tissue, which may explain the increased insulin sensitivity. FGF21 signaling in nonadipose organs may also contribute to improvements in insulin sensitivity in lipodystrophic mice at 22°C, especially signaling in liver and muscle. Consistent with this notion, expression of *Fgfr2* and *Fgfr4* is decreased in vehicle-treated *Lmna*^ADKO^ livers relative to controls, suggestive of an FGF21 signaling defect. 

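*Fgfr2*, on chromosome 7 of GRCm38 from 130162451 to 133123350, had 32.2 ± 6.12 CPM (SD, n = 7) in vehicle-treated control livers and 25.2 ± 3.16 CPM (SD, n = 6) in vehicle-treated *Lmna* ADKO livers. Its log2 fold change was -0.35 (standard error 0.125), with an adjusted p = 0.0534 from edgeR over all genes and p = 0.0192 in an exact two-sided permutation test of log2 CPM. Over the alternatives, its adjusted p from edgeR or DESeq2 ranged from 0.0165 to 0.319, and under DESeq2 with all groups it was 0.0278. *Fgfr2* passed 0.05 in 5 of the 13 fits that left out 1 library, with a log2 fold change from -0.40 without *Lmna* ADKO vehicle library 1 to -0.28 without control vehicle library 2. *Fgfr4*, on chromosome 13 from 55152640 to 55168759, had 30.7 ± 2.47 CPM (SD, n = 7) in controls and 24.4 ± 1.87 CPM (SD, n = 6) in *Lmna* ADKO livers, a log2 fold change of -0.33 (standard error 0.0937, adjusted p = 0.0149 from edgeR). An exact permutation test of *Fgfr4* gave p = 0.00175. With the number series as a covariate, the log2 fold change of *Fgfr4* was -0.34, with an adjusted p of 0.0536 from edgeR in a range over alternatives of 0.000145 to 0.0536. The fold change of each gene was below 1.5. *Klb*, which encodes the coreceptor β-Klotho, had 32.8 ± 2.68 CPM (SD, n = 7) in controls and 27.3 ± 2.40 CPM (SD, n = 6) in *Lmna* ADKO livers, a log2 fold change of -0.26 (standard error 0.138, adjusted p = 0.227 from edgeR; exact permutation test, p = 0.00466). In a fit of the vehicle groups alone, *Klb* passed 0.05 (adjusted p = 0.0242 from edgeR, in a range over alternatives of 0.00475 to 0.42). From the lower *Fgfr2* and *Fgfr4*, the paper proposes a defect in FGF21 signaling.

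**Figure D5:**
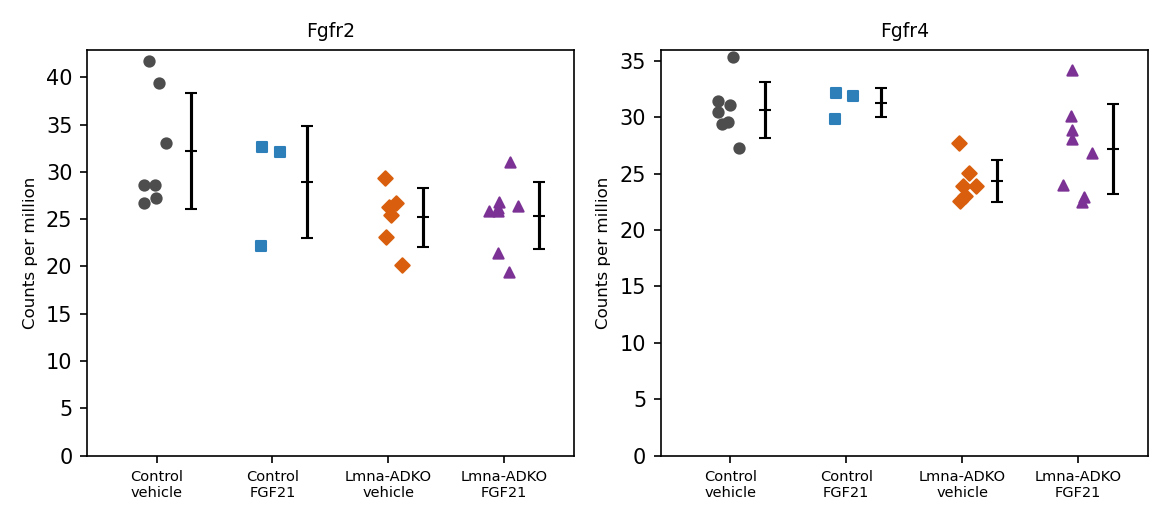
CPM of *Fgfr2* (left) and *Fgfr4* (right) in each library; points are libraries of the 4 groups, and the bars beside them are the mean and SD. Vehicle-treated controls average 32.2 CPM for *Fgfr2* and 30.7 CPM for *Fgfr4*, and vehicle-treated *Lmna* ADKO livers 25.2 and 24.4 CPM.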

Our study does differ from previous studies of FGF21 in lipodystrophy in that 1) AAV gene therapy was used to administer FGF21, 2) our model of lipodystrophy used an *Adipoq-*Cre driver to knock out *Lmna*, which is expressed specifically in adipocytes and marrow adipogenic lineage progenitors (49), 3) *Lmna*^ADKO^ mice were on a C57BL/6J background whereas aP2-nSREBP1c were on an FVB background, 4) *Lmna*^ADKO^ mice were on an HFD, and 5) we investigated effects at 22°C and 30°C housing temperatures. Taken together, in our model of *Lmna*^ADKO^ lipodystrophy, adipose tissue is required to mediate metabolic improvements after FGF21 administration at housing temperatures of 30°C, but not 22°C, which adds to the complex and at times contradictory literature on metabolic improvements with FGF21 treatment of preclinical models of lipodystrophy.

We observed widespread transcriptomic changes in response to lipodystrophy in this study, with 1,953 differentially expressed genes between vehicle-treated lipodystrophic and control livers and 888 genes that differed between FGF21-treated lipodystrophic and control livers. 

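Between vehicle-treated *Lmna* ADKO and control livers, 2033 of the 23972 genes were differentially expressed, of which 1227 were higher and 806 lower in *Lmna* ADKO livers. The smallest adjusted p was 1.98e-09. Between FGF21-treated *Lmna* ADKO and control livers, 387 genes were called higher and 303 lower. Of the genes called in these comparisons, 512 were called in both, 511 of them in the same direction. Among called genes with a mean log2 CPM of at least 0, the values of the compared groups did not overlap for 859 of 1514 genes with vehicle and for 454 of 608 genes with FGF21. For a single gene taken at random, chance gives no overlap in either direction with a probability of 0.00117 with vehicle (6 against 7 libraries) and 0.0121 with FGF21 (8 against 3). These genes had already been called as different, so their share without overlap is not a separate test. The alternative that moved the vehicle count most, the adjusted p threshold without the fold threshold, gave 3623 genes. With FGF21, leaving out control FGF21 library 3 gave 339 genes, and leaving out *Lmna* ADKO FGF21 library 7 gave 1149. The animals' numbers have 3 or 4 digits, and 6 of 7 vehicle-treated controls have 3 digits, whereas 5 of 6 vehicle-treated *Lmna* ADKO mice have 4. With this number series as a covariate, 1604 genes were called with vehicle and 503 with FGF21. Among FGF21-treated mice with 4-digit numbers alone, 4 *Lmna* ADKO and 3 control libraries, 308 genes were called.

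With vehicle, *Cidea*, which was at or under 3 counts in every control library, was at least 134-fold higher in *Lmna* ADKO livers. *Sprr1a* had a log2 fold change of 6.44, and of 7.43 without control vehicle library 4. *Cyp2c69* fell by 6.40 on the log2 scale. *Cyp3a44* was at least 52.6-fold lower with vehicle and fell by 6.82 with FGF21, or by 4.54 without control FGF21 library 1. Reads of *Cyp3a44* may be shared with the paralogs *Cyp3a16*, *Cyp3a41a*, and *Cyp3a41b*, which fell by 8.50, 7.14, and 7.98 with FGF21, or by 9.85, 8.36, and 8.75 without *Lmna* ADKO FGF21 library 8. Without control FGF21 library 1, *Cyp3a16* fell by 7.88 and *Cyp3a41a* fell by 6.50.

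**Figure D6:**
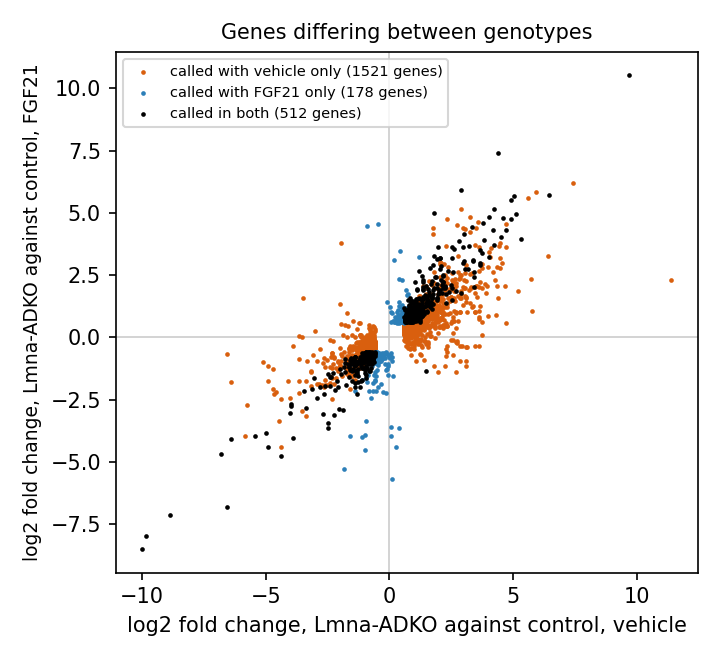
Log2 fold change of *Lmna* ADKO relative to control livers with vehicle (horizontal axis) and with FGF21 (vertical axis), 1 point per gene called in at least 1 of the comparisons, coloured by where it was called. The 512 genes called in both are shown in black.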

Livers from lipodystrophic mice had increased GSEA pathway expression related to cell proliferation and fibrosis, and decreased protein translation, and multiple changes in opposing directions related to immune response and metabolism. 

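Of the 24 listed Reactome sets, 9 were higher and 4 lower past the threshold in *Lmna* ADKO relative to control livers with vehicle, and 9 were higher and 5 lower with FGF21. Among 80 splits of the same libraries, the real one included, 2 gave as many sets with vehicle and 13 with FGF21, so the number with FGF21 is not beyond what chance gives. By fry, a rotation test that allows for correlation between genes, 10 passed with vehicle and 7 with FGF21. With genes ranked by log2 fold change in place of the test statistic, 5 and 3 passed. Among FGF21-treated libraries with 4-digit numbers alone, 9 passed. E2F mediated regulation of DNA replication had an NES of 1.98 with vehicle (adjusted p = 0.00219 from fgsea, 22 of 28 genes higher). With FGF21, its NES was 1.80 (adjusted p = 0.0139), which was 1.55 and not past the threshold without *Lmna* ADKO FGF21 library 7. The set Fatty acid, triacylglycerol, and ketone body metabolism had an NES of 1.95 with vehicle (adjusted p = 0.000998, 55 of 87 genes higher) and 1.78 with FGF21 (adjusted p = 0.00418, 49 of 87 genes higher). *Lamb3* rose from 4.69 ± 1.55 CPM (SD, n = 7) to 49.9 ± 27.8 CPM (SD, n = 6) with vehicle, a log2 fold change of 3.41 (standard error 0.367, adjusted p = 2.09e-06 from edgeR). *Tgfbr2*, the gene of the receptor whose soluble form is the other therapy of the study, had a log2 fold change of 0.91 with vehicle (standard error 0.113, adjusted p = 2.46e-06 from edgeR) and 0.71 with FGF21 (adjusted p = 0.00376 from edgeR).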

To our knowledge, this is the first RNA-Seq dataset to profile differences in the liver transcriptome in a mouse model of partial lipodystrophy, in which effects on the liver are likely secondary to metabolic dysfunction resulting from loss of adipose tissue. Interestingly, FGF21 had minor effects on hepatic gene expression, with 42 differentially expressed genes between FGF21 and vehicle control livers, and only 5 genes differentially expressed between FGF21 and vehicle lipodystrophic livers. 

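Between FGF21-treated and vehicle-treated control livers, 13 genes were differentially expressed, 12 higher and 1 lower, and 1476 had an unadjusted p under 0.05. Leaving out 1 library gave between 3 genes (without control FGF21 library 2) and 26 genes (without control vehicle library 6). DESeq2 on all groups called 38 genes, 12 of them among the 13, and with the number series as a covariate 0 were called. Between FGF21-treated and vehicle-treated *Lmna* ADKO livers, 0 genes were differentially expressed, and the smallest adjusted p was 0.331. Without *Lmna* ADKO FGF21 library 3, 61 genes were called. DESeq2 on all groups called 15 genes in this comparison. The interaction of genotype and treatment called 1 gene, *Rasd1*, and 1165 genes had an unadjusted p under 0.05. Without control FGF21 library 1, 0 genes were called for the interaction, and without *Lmna* ADKO FGF21 library 7, 5 were.

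*Rasd1* had 0.578 ± 0.0973 CPM (SD, n = 7) in vehicle-treated controls and 3.02 ± 1.39 CPM (SD, n = 3) in FGF21-treated controls, a log2 fold change of 2.38 (standard error 0.328, adjusted p = 0.00142 from edgeR). Its interaction had a log2 fold change of -2.81 (standard error 0.423, adjusted p = 0.00679 from edgeR). *Mfsd2a* rose from 75.6 ± 20.2 CPM (SD, n = 7) to 228 ± 10.8 CPM (SD, n = 3), a log2 fold change of 1.59 (standard error 0.235, adjusted p = 0.00436 from edgeR). *Arrdc3* was the gene called lower, with a log2 fold change of -1.55 (adjusted p = 0.0366 from edgeR), which was -1.29 without control FGF21 library 2. *Gadd45b* had a log2 fold change of 1.58 (adjusted p = 0.0253 from edgeR), 1.32 without control FGF21 library 3. *Map3k6* had 1.73 (adjusted p = 0.0397 from edgeR), 1.38 without control FGF21 library 2. *Arrdc3* did not pass in 6, *Gadd45b* in 7, and *Map3k6* in 8 of the 10 fits that left out 1 library.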

When analyzed with GSEA, FGF21 treatment increased sterol biosynthesis, cholesterol homeostasis, and triacylglycerol metabolism pathways, which was similar to previously published hepatic RNA-Seq of acute FGF21 treatment in diet-induced obese mice (50). 

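In *Lmna* ADKO mice, the NES of Cholesterol biosynthesis for FGF21 relative to vehicle stayed between 1.88 and 2.36 in the 14 fits that left out 1 library. Triglyceride Biosynthesis had an NES of -1.55 in *Lmna* ADKO mice and did not pass the threshold (adjusted p = 0.15 from fgsea, 13 of 39 genes higher). It passed in the negative direction without *Lmna* ADKO FGF21 library 3 (NES -1.84), without *Lmna* ADKO vehicle library 6 (NES -1.93), and among 4-digit libraries alone (NES -1.75). The level of that set was above the vehicle median in 2 of 8 FGF21-treated *Lmna* ADKO libraries, with a mean difference of -0.0868 (exact permutation test, p = 0.158; adjusted p = 0.379). Fatty acid, triacylglycerol, and ketone body metabolism had an NES of -1.38 (adjusted p = 0.198, 37 of 87 genes higher) in *Lmna* ADKO mice and passed in the negative direction with the DESeq2 Wald statistic as the ranking (NES -1.59). For FGF21 relative to vehicle in controls, the sets went the other way and did not pass, with an NES of 1.12 for Triglyceride Biosynthesis (adjusted p = 0.666, 20 of 39 genes higher) and 1.11 for the fatty acid set (adjusted p = 0.638, 44 of 87 genes higher). The level of the fatty acid set differed by -0.0475 in *Lmna* ADKO mice (exact permutation test, p = 0.118; adjusted p = 0.355).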

Transcriptomic analyses of adipose tissue after FGF21 treatment in nonhuman primates also had similar changes to our hepatic RNA-Seq dataset, including increased oxidative phosphorylation, mitochondria, and lipid synthesis pathways (38). 

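*Ppargc1a*, which encodes PGC1α, lies on chromosome 5 of GRCm38 from 51454250 to 51567726. It had 7.02 ± 1.16 CPM (SD, n = 7) in vehicle-treated and 8.26 ± 2.80 CPM (SD, n = 3) in FGF21-treated control livers, a log2 fold change of 0.24 (standard error 0.296, adjusted p = 0.848 from edgeR; exact permutation test, p = 0.458). Without control FGF21 library 1, that log2 fold change of *Ppargc1a* was 0.03, and without control FGF21 library 3 it was 0.48. In *Lmna* ADKO livers, *Ppargc1a* had 7.59 ± 4.43 CPM (SD, n = 6) with vehicle and 7.78 ± 1.72 CPM (SD, n = 8) with FGF21, a log2 fold change of 0.04 (standard error 0.233, adjusted p = 0.978 from edgeR; exact permutation test, p = 0.583). Its direction changed in 4 of the 14 fits that left out 1 library, to -0.09 without *Lmna* ADKO vehicle library 6, whereas without *Lmna* ADKO vehicle library 4 it was 0.41. Reads counted on *Fgf21*, on chromosome 7 from 45613886 to 45615490, gave 4.01 ± 3.18 CPM (SD, n = 7) in vehicle-treated and 4.78 ± 2.29 CPM (SD, n = 3) in FGF21-treated controls (exact permutation test, p = 0.483). In *Lmna* ADKO livers, *Fgf21* had 7.99 ± 2.48 CPM (SD, n = 6) with vehicle and 5.36 ± 2.41 CPM (SD, n = 8) with FGF21 (exact permutation test, p = 0.0659). The log2 fold change of *Fgf21* with treatment was 0.24 in controls, -0.22 without control FGF21 library 3, and 0.72 without control vehicle library 4. It was -0.58 in *Lmna* ADKO mice (adjusted p = 0.73 from edgeR). By the methods, the AAV expresses mouse FGF21 and transduces liver, so reads of the vector may be counted on this gene, and no test here assigns reads to the vector or to the endogenous gene. No rise of *Fgf21* was called where the label was read as FGF21, and the values do not bear out that reading. The sequence carried by the AAV was not analysed here.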

FGF21 is known to induce hepatic expression of PGC1α and its downstream genes, which aligns with our observed increase in mitochondrial gene expression (51). Future investigations of how FGF21 alters fibrosis, protein translation, and cell proliferation in lipodystrophic and control livers could explain the observed decrease in liver size but not hepatic steatosis.

The effects of FGF21 on bone mass and BMAT have been controversial. Early reports suggested that elevated FGF21 as a result of transgenesis, AAV delivery, or injection of recombinant protein in male mice all resulted in loss of bone mass and bone mineral density and increased BMAT, with elevated bone and decreased BMAT observed in *Fgf21*-KO mice (52, 53). Subsequent investigation, however, found that in male diet-induced obese mice, human FGF21 administration did not affect bone loss or BMAT, similar to our results with FGF21/sTGFBR2 combination therapy for trabecular and cortical bone in HFD-fed mice at 22°C (54). Human FGF21 also did not change bone mass in obese nonhuman primates (55). An aging study from the Scherer lab with overexpression of FGF21 from adipocytes found that 1.7 years of elevated circulating FGF21 did not influence bone characteristics, such as tibial length or trabecular and cortical bone mineral density (39).

In our experiments, FGF21/sTGFBR2 administration increased cortical area and thickness only at warmer housing temperatures. We also observed a depletion of tibial rBMAT and cBMAT in HFD-fed *Lmna*^ADKO^ mice housed at 30°C but did not see changes in bone mass, contrary to the mild increase in cortical bone observed previously in female lipodystrophic *Lmna*^ADKO^ mice at 22°C (34). In contrast, loss of marrow adiposity due to expression of diphtheria antigen increased trabecular and cortical bone mass in both sexes (56). Taken together, these data suggest that the mechanism of BMAT loss, in addition to diet and housing temperature, greatly influences whether bone mass is altered. Furthermore, we found that in female diet-induced obese mice housed at 30°C, FGF21/sTGFBR2 treatment decreased the amount of tibial rBMAT, contrary with previous findings that showed no change in femoral rBMAT with FGF21 treatment in male diet-induced obese mice at 22°C (54). Therefore, effects of FGF21 treatment on BMAT are at least partially dependent on housing temperature of mice and could be further confounded by rBMAT location, sex of mice, and HFD duration.

We administered lipodystrophic mice with a dual FGF21/sTGFBR2 treatment or with FGF21 alone. Differential improvements in insulin sensitivity and lipid metabolism were likely due to the 2 housing temperatures evaluated, since room temperature (22°C) versus thermoneutrality (30°C) is known to have a profound effect on the transcriptome of adipose and other tissues (57). FGF21 likely mediates most of the metabolic effects observed due to its known role in liver, adipose, and metabolic homeostasis; FGF21 alone or dual FGF21/sTGFBR2 causes the same degree of weight loss in obese mice (23). However, the added effect of sTGFBR2 cannot be ignored, especially in targeting liver fibrosis in lipodystrophy and in stopping progression of heart failure (23). Future investigations are required to confirm whether sTGFBR2 contributes substantially to improvements to metabolic dysfunction and hepatic steatosis in lipodystrophic mice at different housing temperatures. Another group used a dual gene therapy of human adiponectin and leptin in *ob/ob* mice, which improved metabolic dysfunction, highlighting the potential of this therapeutic approach (58). Furthermore, the McIlroy and Rochford groups have restored human BSCL2 expression in global *Bscl2*-KO mice via AAV, which improved lipodystrophy-associated metabolic issues, an exciting application of gene therapy in lipodystrophy (59, 60).

A limitation of our study is that we only used female mice in our models of obesity and lipodystrophy. It has been shown that effects of FGF21 on energy balance, liver TAG, signaling in WAT, and adiponectin secretion in diet-induced obese mice are sex dependent (50). Thus, future studies are necessary to determine whether FGF21 alone or dual FGF21/sTGFBR2 have different metabolic improvement effects in lipodystrophic male mice. Another limitation is that the utilized lipodystrophic mouse model is a genetic knockout model rather than a missense variant model, which is the genetic basis of disease in patients with lipodystrophy. In conclusion, this study demonstrated that 1) FGF21/sTGFBR2 dual treatment improves metabolic dysfunction more at warmer housing temperatures, 2) FGF21/sTGFBR2 slightly improves metabolic dysfunction in lipodystrophic mice housed at 30°C but not insulin resistance, and 3) FGF21 alone improves metabolic dysfunction in lipodystrophic *Lmna*^ADKO^ mice housed at 22°C and decreases liver weight and fibrosis through effects on the hepatic transcriptome. This investigation contributes to our understanding of gene therapy for obesity and lipodystrophy, and it highlights the importance of environmental housing temperature in determining treatment efficacy in preclinical models of metabolic disease.

## Methods

### Sex as a biological variable.

All mice used in this study were females. Lipodystrophy is more commonly diagnosed in females, and the lipodystrophic mice used in this study have a more severe metabolic phenotype in females (34). Other mouse models of lipodystrophy also have a sexual dimorphic effect on metabolic dysfunction, with both AZIP mice and global *Bscl2*-KO female mice having worsened metabolic parameters compared with males (61, 62). It is unknown whether lipodystrophic male mice would have the same effects of FGF21 or FGF21/sTGFBR2 treatment at different environmental temperatures, which is a limitation of this study and should be evaluated in the future. It has been previously shown that obese male mice benefit metabolically from FGF21/sTGFBR2 administration at a housing temperature of 22°C (23).

### Animals.

C57BL/6J (000664) and *Adipoq*-Cre mice (028020) mice were from The Jackson Laboratory. *Lmna*^fl/fl^ mice had *loxP* sites flanking exons 10 and 11 of the *Lmna* allele (63). Animals described as controls were *Lmna*^fl/fl^ *Adipoq-*Cre^–^, and *Lmna*^ADKO^ were *Lmna*^fl/fl^ *Adipoq*-Cre*^+^*. Control and *Lmna*^ADKO^ mice were 12–14 weeks old at the start of experiments. C57BL/6J mice were 8 weeks old at the start of experiments. Female mice were analyzed throughout these studies. Mice were euthanized by inhaled isoflurane overdose, death was assured via cervical dislocation or bilateral pneumothorax, and adipose depots were dissected as previously described (64). Animals were group-housed at 22°C, 26°C, and 30°C at a relative humidity of 30%–50% with a 12-hour light/12-hour dark cycle and free access to water and food. Mice were fed ad libitum 60% HFD (D12492, Research Diets), and food was changed twice per week. Temperature sensors were implanted intraperitoneally, and core body temperatures were measured with an external scanner. Fat and lean mass was measured in live animals with an EchoMRI-100H (EchoMRI LLC). Daily care of mice was overseen by the Unit for Laboratory Animal Medicine at the University of Michigan.

### AAV administration.

AAV8 vectors were synthesized as previously described, with mouse versions of FGF21 and sTGFBR2 expressed (23). AAV-FGF21/sTGFBR2 or vehicle (PBS pH 7.4 + 0.001% F-68 Pluronic) was delivered via retro-orbital injections. In the temperature efficacy experiments, mice were dosed at 5 × 10^11^ viral genomes per mouse in 50 μL; in the lipodystrophy experiments, mice were dosed at the same concentration but in 100 μL to reduce technical error. All mice were randomized based on weight for each experiment.

### Glucose and insulin tolerance tests.

For glucose tolerance tests, mice were fasted overnight (12–16 hours) and administered an intraperitoneal injection of glucose in water (1 mg/kg body weight). For insulin tolerance tests, mice were fasted 4 hours and administered an intraperitoneal injection of insulin in saline (0.75 U insulin/kg body weight; Eli Lilly and Company). Blood was collected from the tail vein, and glucose concentrations were monitored using a glucometer and Contour Next blood glucose strips (Bayer AG).

### Serum measurements.

Blood was collected from tail vein or at euthanasia via inferior vena cava and was allowed to coagulate on ice for 2 hours. Mice were fasted at bleeds for 4 hours unless otherwise stated in the figure legend. After centrifugation at 2,000*g* for 20 minutes at 4°C, serum was collected and stored at –80°C. ELISA was used to measure circulating concentrations of leptin (900-K76K, Invitrogen), insulin (90080, Crystal Chem), murine FGF21 (MF2100, R&D Systems), and murine sTGFBR2 (ab277719, Abcam). TAG was measured via colorimetric assay (10010303, Cayman Chemical). Serum adiponectin was measured via immunoblot (adiponectin antibody: Sigma-Aldrich A6354; albumin: Thermo Fisher Scientific PA5-27707).

### Complete blood count.

Blood was collected at euthanasia and stored in EDTA-coated tubes. Blood was analyzed by University of Michigan’s Unit for Laboratory Animal Medicine Pathology Core using a Heska Element HT5 Veterinary Hematology Analyzer.

### Liver TAG.

Liver TAG was measured via colorimetric assay according to manufacturer protocol (10010303, Cayman Chemical). Briefly, liver pieces were weighed and minced into small pieces on ice. Minced tissue was homogenized in 2 mL of NP-40 substitute assay reagent containing protease inhibitors, then centrifuged at 10,000*g* for 10 minutes at 4°C, and supernatant was transferred to another tube. Samples were then loaded into a 96-well plate along with TAG standards and an enzyme mixture to result in a coupled enzymatic reaction system to measure glycerol, which was measured at 530–550 nm using a plate reader. For normalization, protein concentrations were determined from liver supernatants via bicinchoninic acid assay (23225, Thermo Fisher Scientific).

### Mouse liver and BAT histology.

After collection, tissues were fixed for 72 hours in 10% neutral-buffered formalin at 4°C. Tissues were rinsed with PBS and dehydrated in a graded series of ethanol washes, processed, paraffin-embedded through the University of Michigan Orthopedic Research Laboratory Histology Core facility, and sectioned at 5 μm thickness. Sections were stained with hematoxylin and eosin as previously described (65) or with Picrosirius red according to manufacturer protocol (24901, Polysciences). Sections were imaged using an inverted ZEISS microscope with a 20× objective.

### Picrosirius red quantification.

Picrosirius red–stained liver sections were analyzed using the Aivia AI-based image analysis software (Leica Microsystems, Inc.). With the guidance of the Michigan Diabetes Research Center Microscopy and Image Analysis Core, Pixel Classifier profiles in Aivia were trained to segment collagen fibers from normal liver tissue. Once the pixel training was optimal, areas of Picrosirius-positive staining were quantified from the images with Aivia’s Recipe Console tool. At least 3 sections per mouse were counted and averaged.

### Quantitative PCR for AAV transduction.

DNA was isolated from psWAT, BAT, and liver using the QIAGEN Puregene Kit. DNA concentrations were normalized to 30 ng/μL, and primers targeting the woodchuck hepatitis virus posttranscriptional regulatory element (FW: 5′-CTTCCCGTATGGCTTTCATTTT-3′, RV: 5′-GCCGTGGCAAGAACTAACCA-3′) were used to amplify DNA with qPCRBIO SyGreen Mix (Innovative Solutions), then detected with a StepOnePlus System (Applied Biosystems). All primers were validated with DNA titration curves prior to use; quantitative PCR product specificities were confirmed by melting curve analysis. Gene expression was calculated using a DNA titration curve within each plate, normalized to reference gene *Hprt* (FW: 5′-TCATTATGCCGAGGATTTGGA-3′, RV: 5′-GCACACAGAGGGCCACAAT-3′), and calculated as change relative to control samples.

### Liver RNA-Seq.

Mouse livers were powdered at –80°C on dry ice, and 50 mg was homogenized in 1 mL RNA STAT-60 (CS110, AMSBIO) on ice. Samples were spun at 12,000*g* for 10 minutes at 4°C to pellet tissue debris. The clear supernatant was pipetted into a new tube, and 200 μL of chloroform was added to the tube and inverted. The samples were spun at 12,000*g* for 10 minutes at 4°C, and the aqueous supernatant was moved to a new tube. Isopropanol was added in equal volume to precipitate RNA overnight at –20°C. Tubes were spun at 12,000*g* for 10 minutes at 4°C to isolate precipitated RNA, and supernatant was removed. RNA pellet was washed with 75% ethanol 3 times. After a final spin at 12,000*g* for 10 minutes at 4°C, the ethanol wash was removed, and the RNA pellet was air-dried for 3 minutes. RNA was resuspended in diethylpyrocarbonate (DEPC)-treated water and quantified via NanoDrop spectrophotometer (Thermo Fisher Scientific).

Samples were sequenced by the University of Michigan Advanced Genomics Core, with libraries constructed and subsequently subjected to 150 paired-end cycles on the NovaSeq 6000 platform (Illumina). Data were prefiltered to remove genes with 0 counts in all samples. Differential gene expression analysis was performed using DESeq2 (66), using a negative binomial generalized linear model (thresholds: linear fold change >1.5 or <–1.5, Benjamini-Hochberg FDR [Padj] < 0.05). Annotation data from ENSEMBL 102 were used, and genes were additionally annotated with Entrez Gene IDs and text descriptions. Functional analysis, including candidate pathways activated or inhibited in comparison(s) and Gene Ontology term enrichments (67), was performed using GSEA (68).

### Bone static histomorphometry.

Tibias of 7-month-old female and male mice were dissected and fixed in 10% formalin (Thermo Fisher Scientific) for 24 hours at 4°C, dehydrated with graded concentrations of ethanol, and processed for nanoCT scanning. For tibial trabecular parameters, a region of interest (ROI) was defined starting at 0.75 mm proximal to the growth plate of femurs and extending 2 mm in the direction of the diaphysis where trabeculae were no longer visible. For tibial cortical parameters, ROI was defined starting at 0.25 mm above the tibia/fibula junction landmark. A region of 0.5 mm in height at midshaft was analyzed. The data analysis and images were generated using Dragonfly software (3D), version 2024 (Comet Technologies Canada Inc.).

### BMAT quantification by osmium staining.

Tibias of 7-month-old female mice were stained with osmium tetroxide for marrow fat analysis as previously described (69). Intact tibias were fixed in 10% formalin for 24 hours at 4°C (Thermo Fisher Scientific) and processed for decalcification in 14% EDTA, pH 7.4, for 14 days. Samples were then transferred to Sorensen’s phosphate buffer pH 7.2 in 1.5 mL microtubes. All subsequent steps were performed in the fume hood. Tibias were stained in 1% osmium tetroxide solution (Electron Microscopy Services) and incubated for 48 hours at room temperature on a rotating wheel. Stained tibias were then washed with Sorensen’s buffer twice for 3 hours and then overnight. Stained tibias were embedded in 1% agarose and processed for scanning. Quantification of marrow adipose tissue volume included the ROIs starting at the growth plate to the tibia/fibula junction (proximal) and tibia/fibula junction to the distal end of the bone (distal). The data analysis and images were generated using Dragonfly software (3D), version 2024.

### NanoCT analysis.

For nanoCT, tibias were immobilized inside a plastic fixture and scanned using a Phoenix Nanotom M nanoCT (Waygate Technologies, Baker Hughes). The x-ray tube was powered to 80 kV and 400 μA, utilized a diamond-coated tungsten target and a 0.381 mm aluminum filter, and was set to a spot size of 0. Imaging was done at either 10 μm or 8 μm voxel size using an exposure time of 500 ms, with 3 frames averaged and 1 skipped for each rotation. The sample stage rotated through 360 degrees and collected 1,000 images per scan. Image acquisition and reconstruction of raw data were performed using Datos x 2 version 2.6.1 (Waygate Technologies, Baker Hughes).

### Indirect calorimetry.

Mice were housed individually and continuously fed a 60% HFD for 3 days, and then the mice were placed into an indirect calorimetry system (Promethion Core, Sable Systems International), where their O_2_ consumption and CO_2_ production, in-cage activities, and food and water intake were measured at room temperature (22°C, 41% humidity) for 3 days (12–12 hours 5:00pm~5:00am dark/light cycles). All animals were continuously maintained on the 60% HFD throughout the experiment and had free access to food and water. Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), and spontaneous motor activity were measured using the Promethion system, an integrated open-circuit calorimeter equipped with an optical beam activity-monitoring device. The Promethion system features high-precision sensors measuring food and water intake and body weight in real time. The system was routinely calibrated each time before the experiment using a standard gas (20.5% O_2_ and 0.5% CO_2_ in N_2_). VO_2_ and VCO_2_ in each cage were sampled sequentially for 30 seconds in 5-minute intervals, and the motor activity was recorded every second in *X*, *Y*, and *Z* dimensions. The air flow rate through the chambers was adjusted at the level to keep the oxygen differential around 0.3% at resting conditions. Respiratory exchange ratio was calculated as VCO_2_/VO_2_. Total energy expenditure, carbohydrate oxidation, and fatty acid oxidation were calculated respectively based on the values of VO_2_ and VCO_2_, without the estimation of protein breakdown (which is usually estimated from urinary nitrogen excretion) (70–76).

### Statistics.

All data were presented as mean ± SD unless noted in the figure legend. Two-way ANOVA with Bonferroni’s post hoc test was performed for all data presented in the study. All analyses were conducted using GraphPad Prism version 10. For statistical comparisons, *P* < 0.05 was considered significant.

### Study approval.

All animal studies were performed in compliance with policies and with the approval of the University of Michigan Institutional Animal Care and Use Committee (Protocol PRO00011544).

### Data availability.

A Supporting Data Values file is contained in the supplement. Liver RNA-Seq data are available through NCBI GEO (accession no. GSE294358).

## Author contributions

JNM, YC, CDS, ND, and OAM conceived the studies and planned the experimental design. JNM, YC, KSH, REA, HH, MJD, TAH, GAF, RLS, HM, RMU, DG, KTL, IDKH, CDS, and AT performed the experiments. JNM, YC, KSH, HH, CDS, EAO, ND, and OAM analyzed the data. JNM, YC, and OAM wrote the manuscript, while all other authors edited and approved the final manuscript. JNM and YC are co–first authors, and authorship order was assigned based on project leadership.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
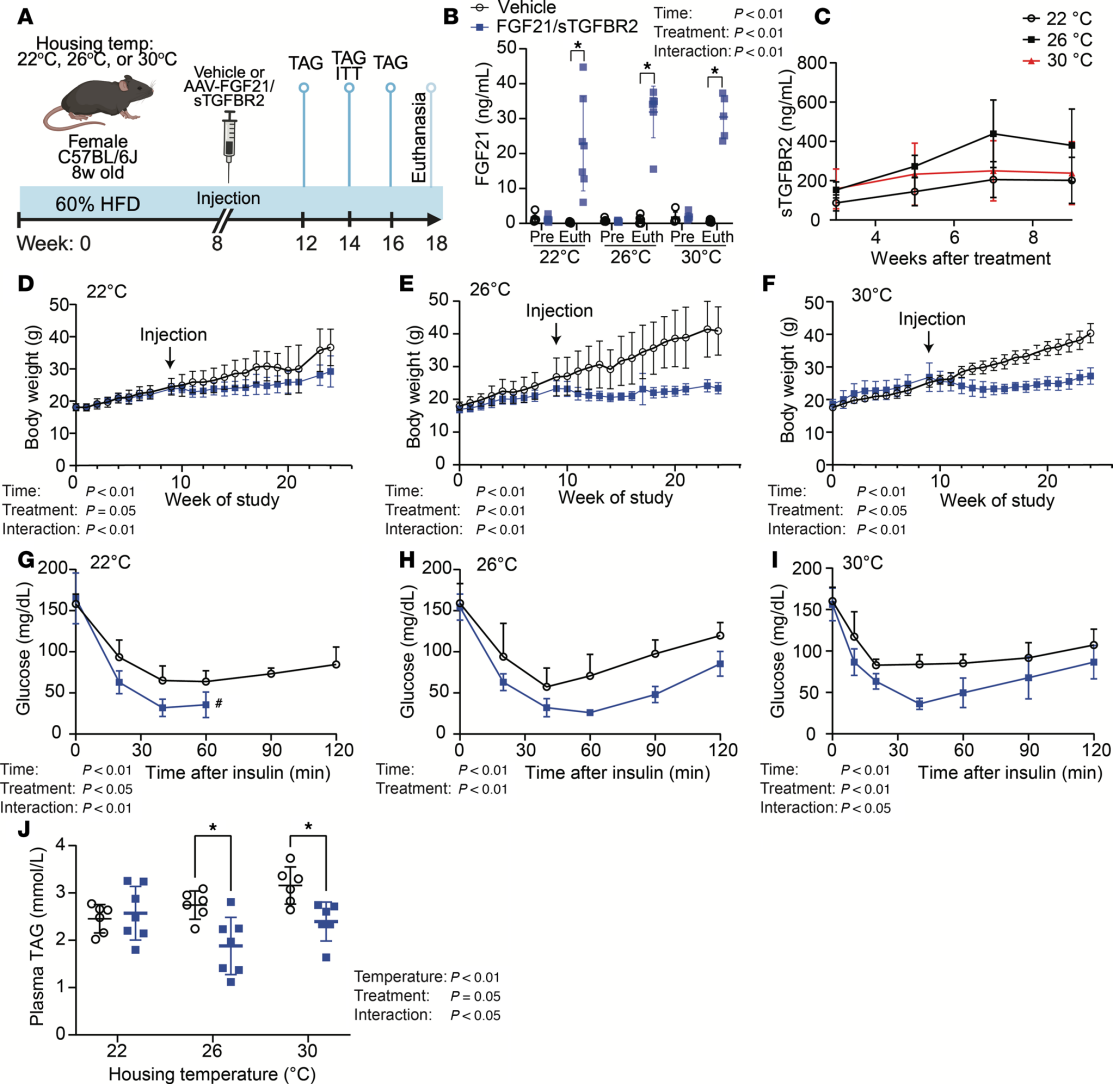
FGF21/sTGFBR2 reduces body weight, improves insulin sensitivity, and reduces plasma TAG in HFD-fed mice, with greatest effects in mice housed at 26°C and 30°C. (**A**) Schematic illustration of housing conditions and experimental timeline. (**B**) Concentrations of FGF21 in plasma pretransduction (Pre) and at euthanasia (Euth). (**C**) Concentrations of sTGFBR2 in plasma 3, 5, 7, and 9 weeks after transduction. Body weight over time in 60% HFD-fed female mice housed at (**D**) 22°C, (**E**) 26°C, or (**F**) 30°C (*n* = 6–7). Insulin tolerance tests (0.75 U/kg) in mice housed at (**G**) 22°C, (**H**) 26°C, or (**I**) 30°C (*n* = 6–7), data presented as mean ± SEM. #Mice in **G** were given intraperitoneal glucose because their blood glucose concentrations dropped below 30 mg/dL. (**J**) Plasma TAG concentrations 8 weeks posttreatment in mice housed at 22°C, 26°C, or 30°C (*n* = 6–7). *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test. TAG, triacylglycerol.

**Figure 2:**
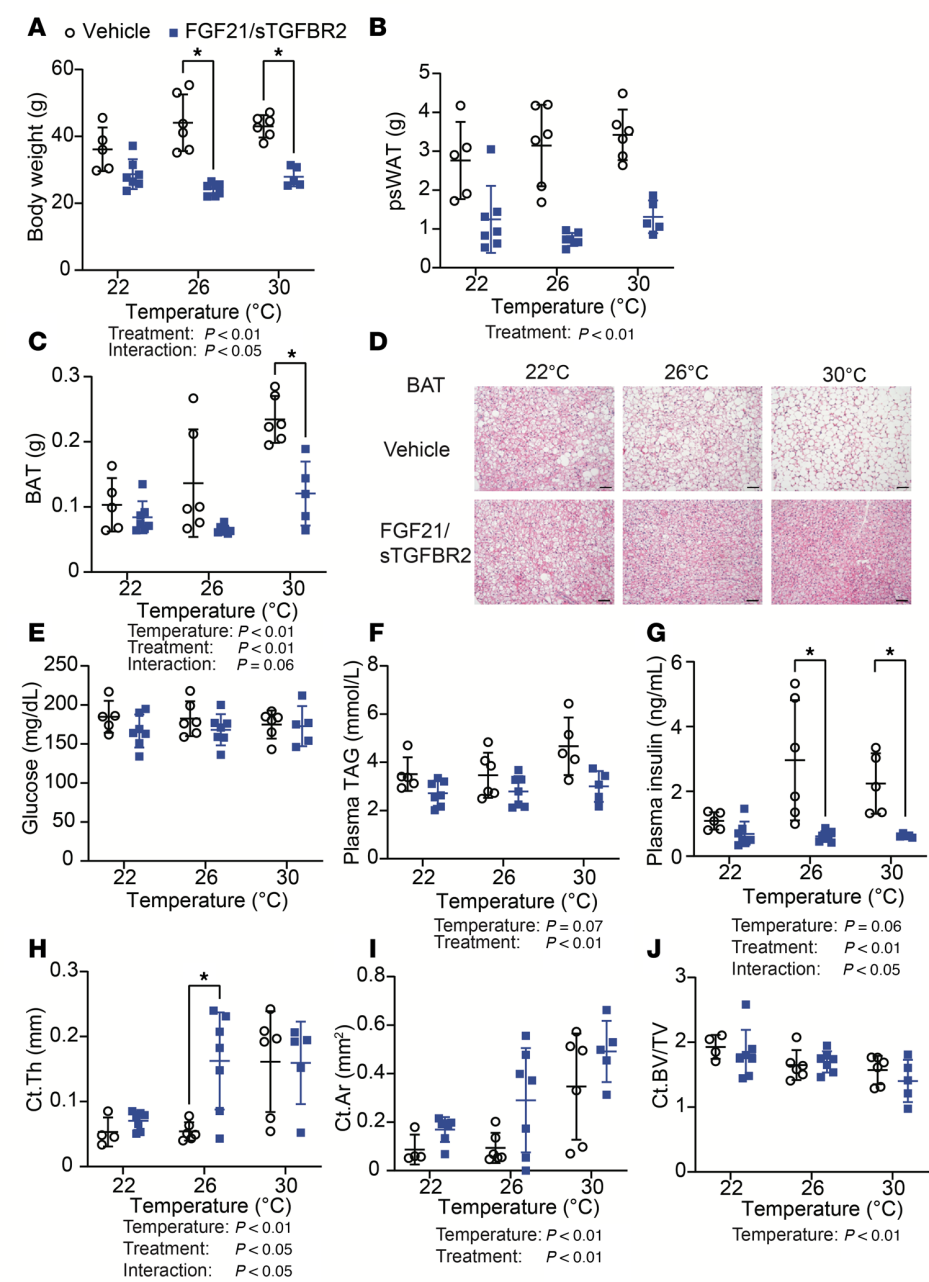
FGF21/sTGFBR2 decreases adiposity and plasma insulin concentrations, with highest efficacy at housing temperatures of 26°C and 30°C. Female mice were euthanized 10 weeks after transduction with FGF21/sTGFBR2 (*n* = 5–7). (**A**) Body weight of mice transduced with FGF21/sTGFBR2 at euthanasia. (**B**) Posterior subcutaneous white adipose tissue (psWAT) and (**C**) brown adipose tissue (BAT) weights. (**D**) Representative histological images of mouse BAT stained with H&E. Scale bar = 50 μm. Fed (**E**) blood glucose concentrations, (**F**) plasma TAG, and (**G**) insulin concentrations prior to euthanasia. Tibial (**H**) cortical thickness (Ct.Th), (**I**) cortical area (Ct.Ar), and (**J**) cortical bone volume fraction (Ct.BV/TV) analyzed via nanoCT. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 3:**
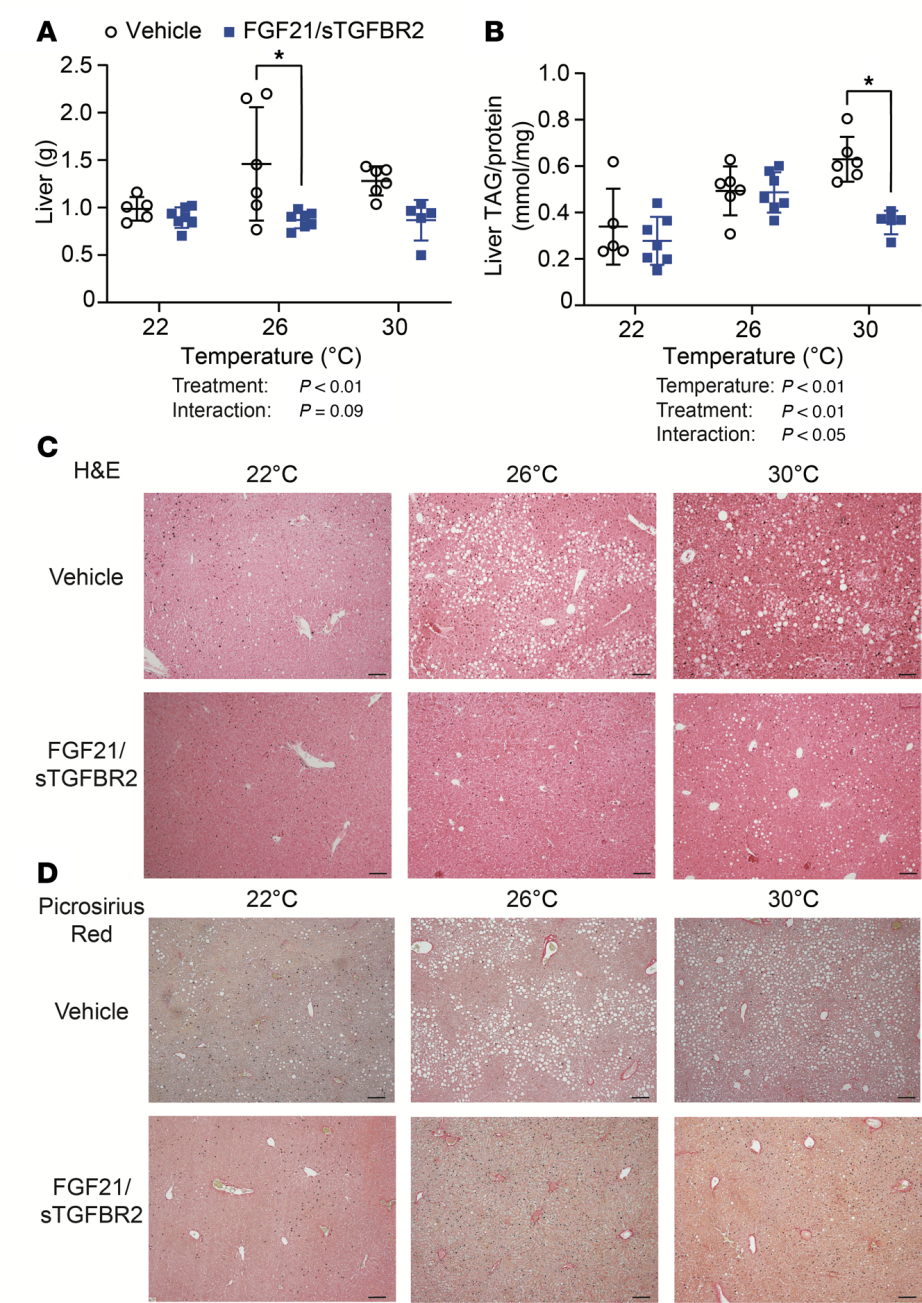
FGF21/sTGFBR2 decreases liver weights and hepatic steatosis, with highest efficacy at housing temperatures of 26°C and 30°C. (**A**) Liver weights in vehicle- and FGF21/sTGFBR2-treated mice at all housing temperatures 10 weeks after transduction (*n* = 6–7). (**B**) Liver TAG concentration normalized to protein amount (*n* = 6–7). (**C**) Representative histological images of mouse livers stained with H&E. Scale bar = 50 μm. (**D**) Representative images of mouse livers stained with Picrosirius red to identify collagen. Scale bar = 50 μm. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 4:**
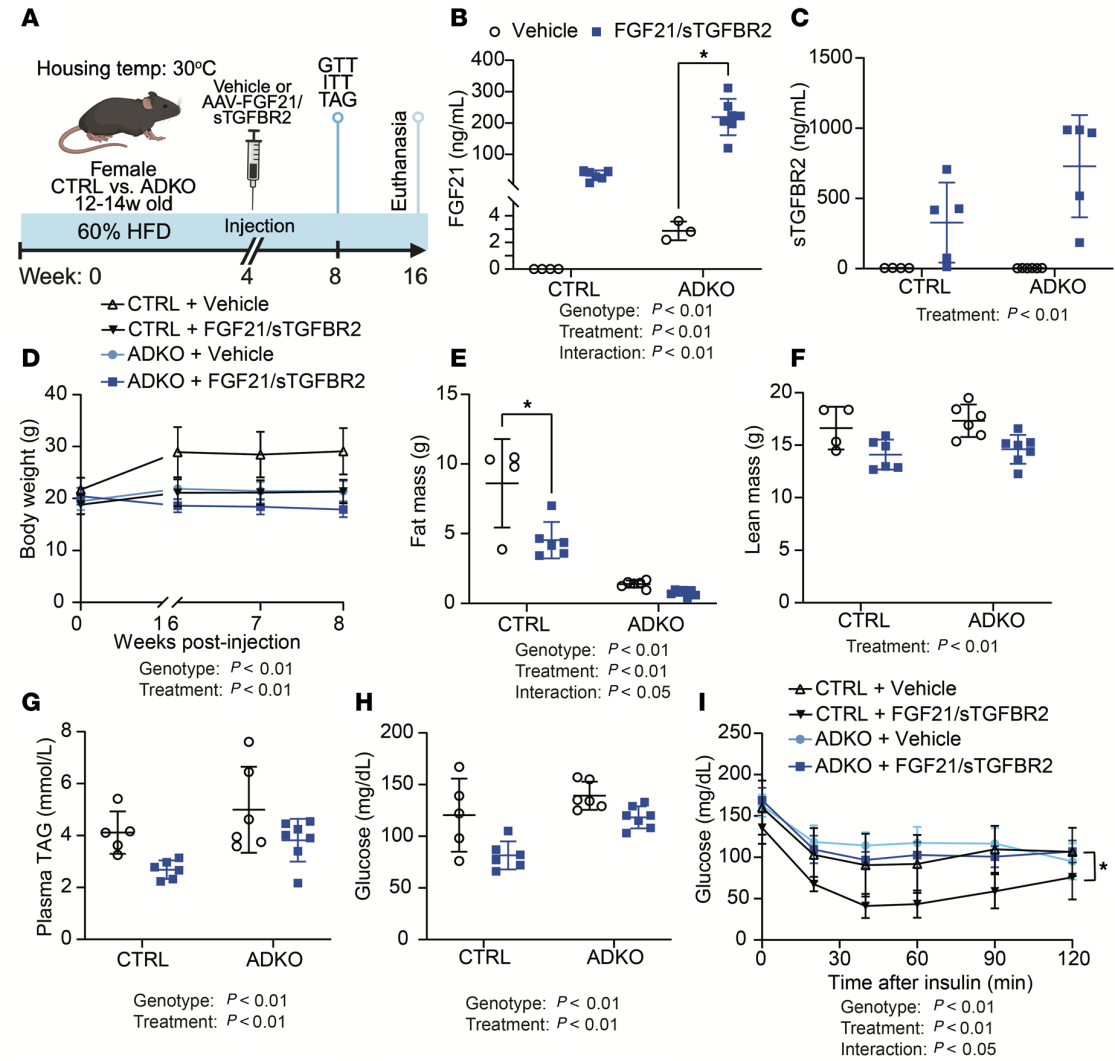
Adipose tissue is required for FGF21/sTGFBR2 to mediate metabolic improvements at thermoneutrality. (**A**) Schematic illustration of housing conditions and experimental timeline; *Lmna*^fl/fl^ = control mice and *Lmna*^ADKO^ = lipodystrophic mice. Plasma (**B**) FGF21 and (**C**) sTGFBR2 concentrations in mice 12 weeks after transduction (*n* = 4–7). (**D**) Body weight in vehicle and FGF21/sTGFBR2 mice 4 weeks after transduction (*n* = 5–7). (**E**) Fat and (**F**) lean mass measured by EchoMRI 4 weeks after transduction (*n* = 4–7). (**G**) Plasma TAG and (**H**) blood glucose concentrations 4 weeks posttreatment (*n* = 5–7). (**I**) Insulin tolerance tests (0.75 U/kg; *n* = 5–7), data presented as mean ± SEM. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 5:**
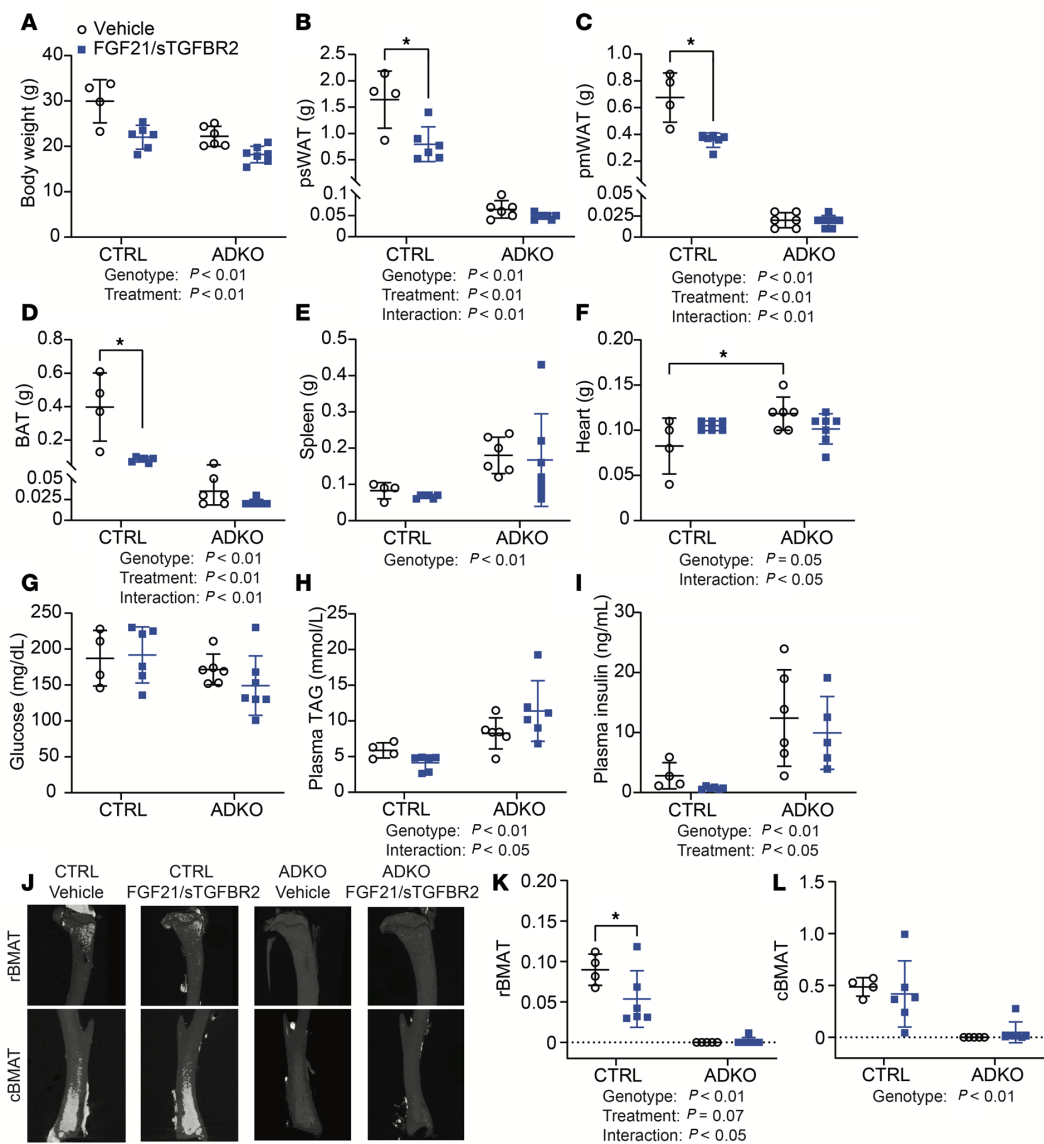
FGF21/sTGFBR2 does not improve metabolic dysfunction of lipodystrophic mice housed at thermoneutrality. Female mice were euthanized 12 weeks after FGF21/sTGFBR2 transduction (*n* = 4–7). (**A**) Body, (**B**) psWAT, (**C**) parametrial white adipose tissue (pmWAT), (**D**) BAT, (**E**) spleen, and (**F**) heart weights in mice at euthanasia. Fed (**G**) blood glucose, (**H**) plasma TAG, and (**I**) plasma insulin concentrations prior to euthanasia. (**J**) Representative tibial osmium-nanoCT images. (**K**) rBMAT normalized to marrow volume. (**L**) cBMAT normalized to marrow volume. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 6:**
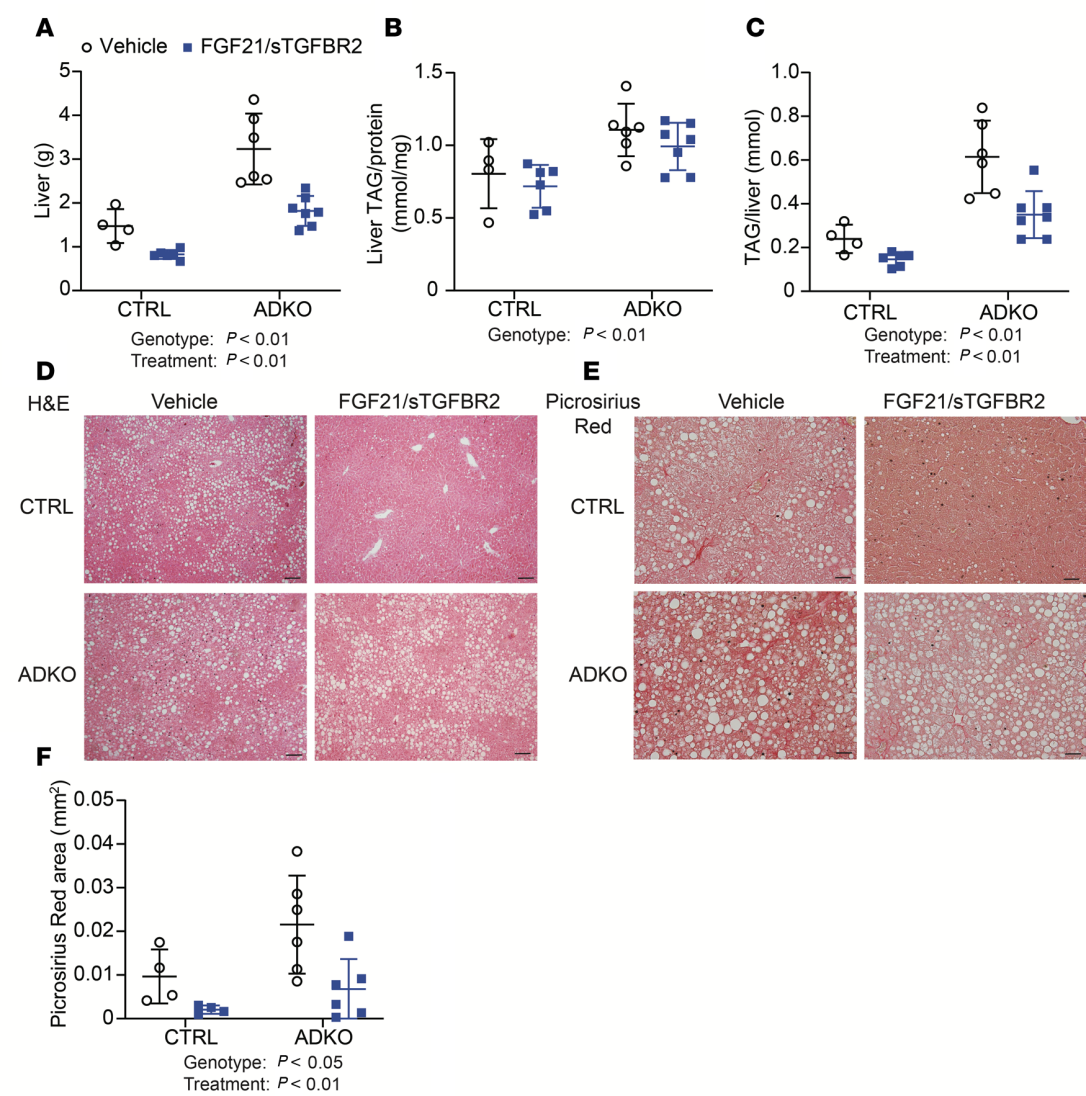
FGF21/sTGFBR2 reduces liver weight, total hepatic TAG, and liver collagen deposition in lipodystrophic mice housed at 30°C. Female mice were euthanized 12 weeks after FGF21/sTGFBR2 transduction (*n* = 4–7). (**A**) Liver weights at euthanasia. (**B**) Liver TAG normalized to protein content. (**C**) TAG amount normalized to total liver weight. (**D**) Representative histological images of mouse livers stained with H&E. Scale bar = 50 μm. (**E**) Representative images of mouse livers stained with Picrosirius red for collagen. Scale bar = 50 μm. (**F**) Machine learning quantification of area stained by Picrosirius red in the liver. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 7:**
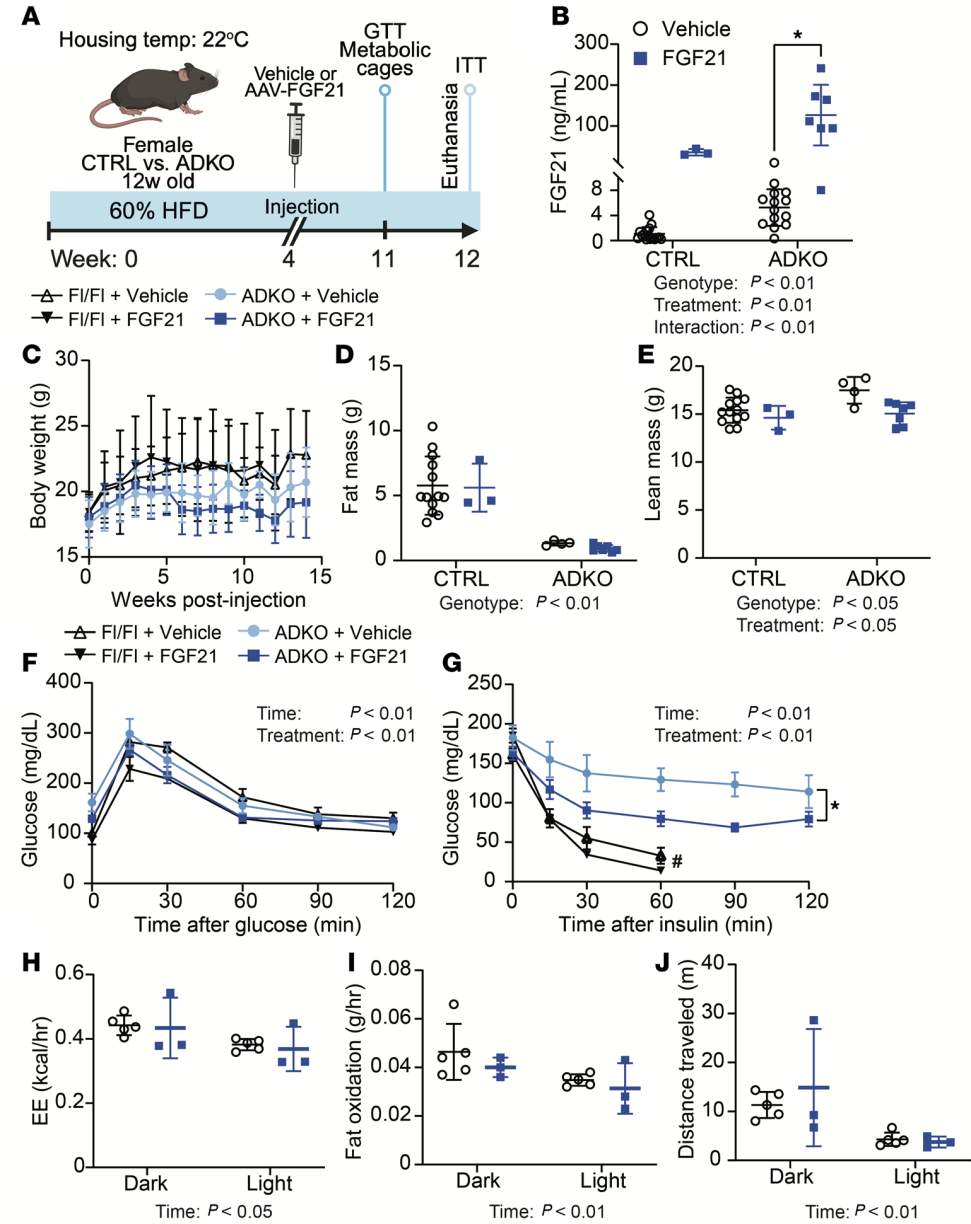
FGF21 improves insulin sensitivity of lipodystrophic mice housed at 22°C. (**A**) Schematic illustration of housing conditions and experimental timeline. (**B**) Plasma FGF21 concentrations 8 weeks post-transduction (*n* = 3–16). (**C**) Body weight, (**D**) fat mass, and (**E**) lean mass measured by EchoMRI 7 weeks posttransduction (*n* = 3–13). (**F**) Glucose tolerance test (1 mg/kg; *n* = 3–13), data presented as mean ± SEM. (**G**) Insulin tolerance test (0.75 U/kg; *n* = 3–13), data presented as mean ± SEM. #Mice in **G** received intraperitoneal glucose because their blood glucose dropped below 30 mg/dL. Indirect calorimetry was measured for 3 days using the Promethion system. (**H**) Energy expenditure (EE) averaged during dark or light cycles, (**I**) fat oxidation averaged during the first 4 hours of dark or light cycles, and (**J**) distance traveled averaged during dark or light cycles. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 8:**
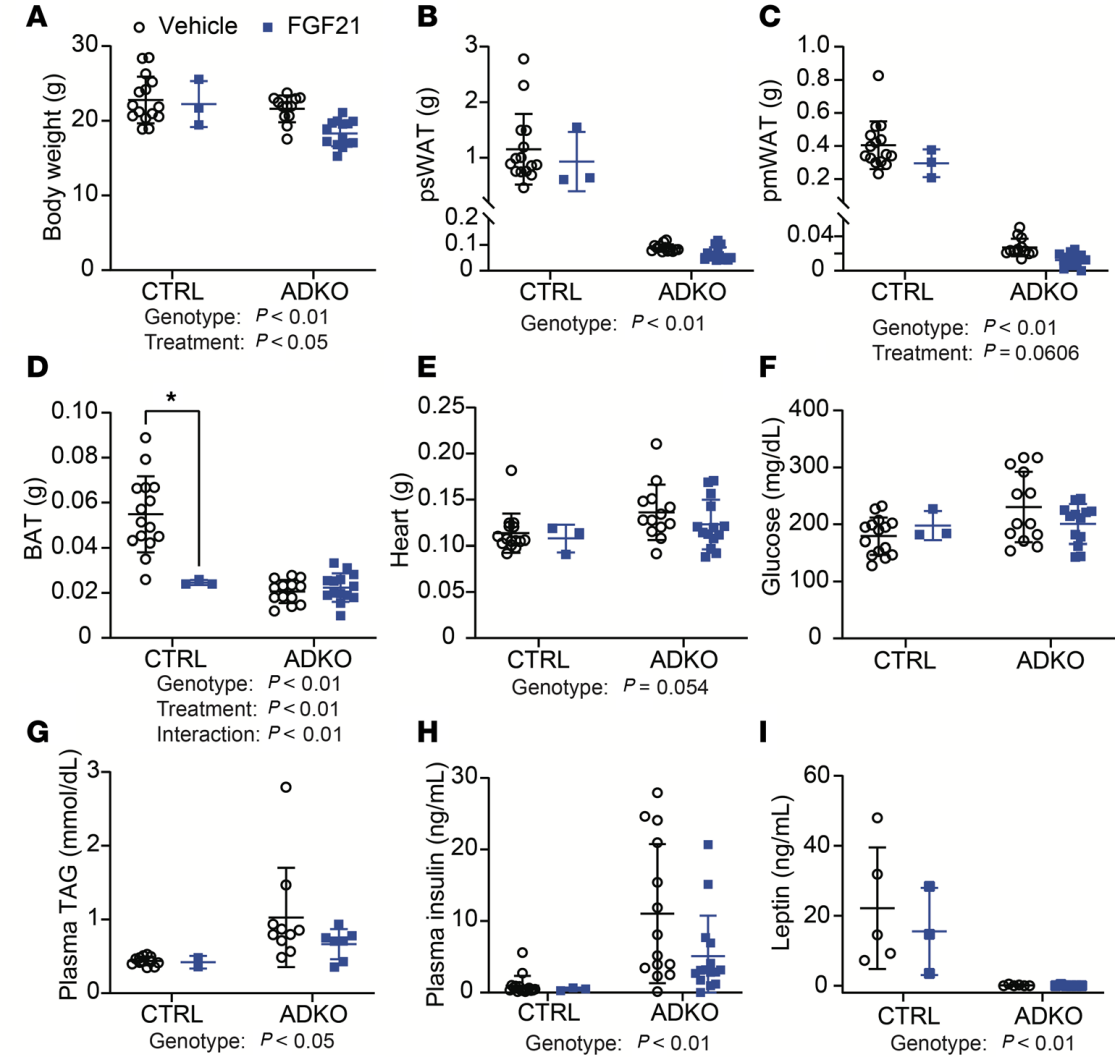
FGF21 does not improve metabolic dysfunction of lipodystrophic mice housed at 22°C. Female mice were euthanized 8 weeks after FGF21 administration (*n* = 3–15). (**A**) Body, (**B**) psWAT, (**C**) pmWAT (**D**) BAT, and (**E**) heart weights at euthanasia. Fed (**F**) blood glucose, (**G**) plasma TAG, (**H**) plasma insulin, and (**I**) plasma leptin concentrations prior to euthanasia. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 9:**
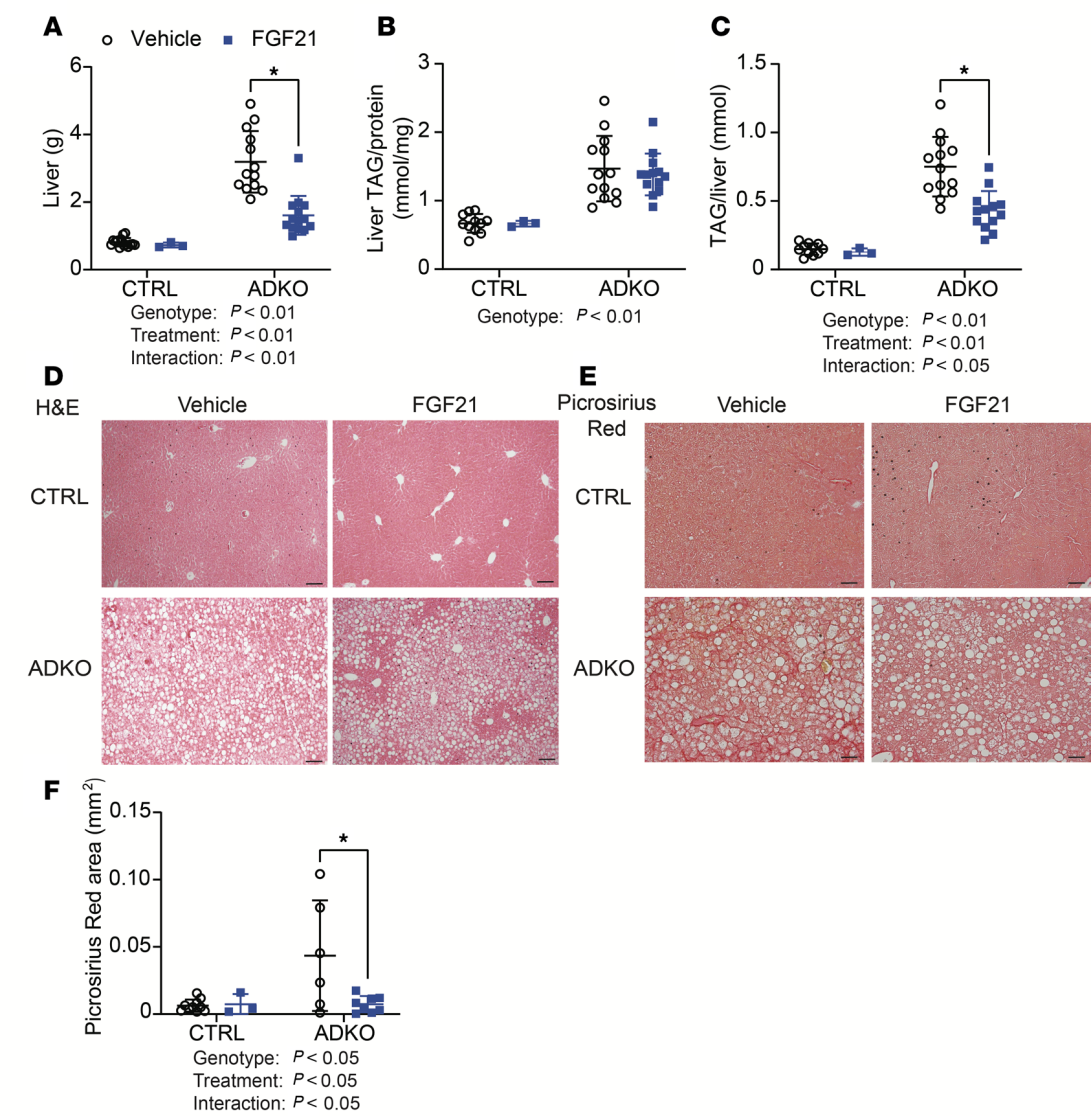
FGF21 reduces liver weight, total hepatic TAG content, and liver collagen deposition in lipodystrophic mice housed at 22°C. Female mice were euthanized 8 weeks after FGF21 administration (*n* = 3–15). (**A**) Liver weights at euthanasia. (**B**) Liver TAG normalized to protein content. (**C**) Total liver TAG normalized to liver weights. (**D**) Representative histological images of H&E-stained mouse livers. Scale bar = 50 μm. (**E**) Representative images of mouse livers stained with Picrosirius red for collagen. Scale bar = 50 μm. (**F**) Machine learning quantification of area stained by Picrosirius red in the liver. *P < 0.05. Statistical analyses were performed using 2-way ANOVA, followed by Bonferroni’s post hoc test.

**Figure 10:**
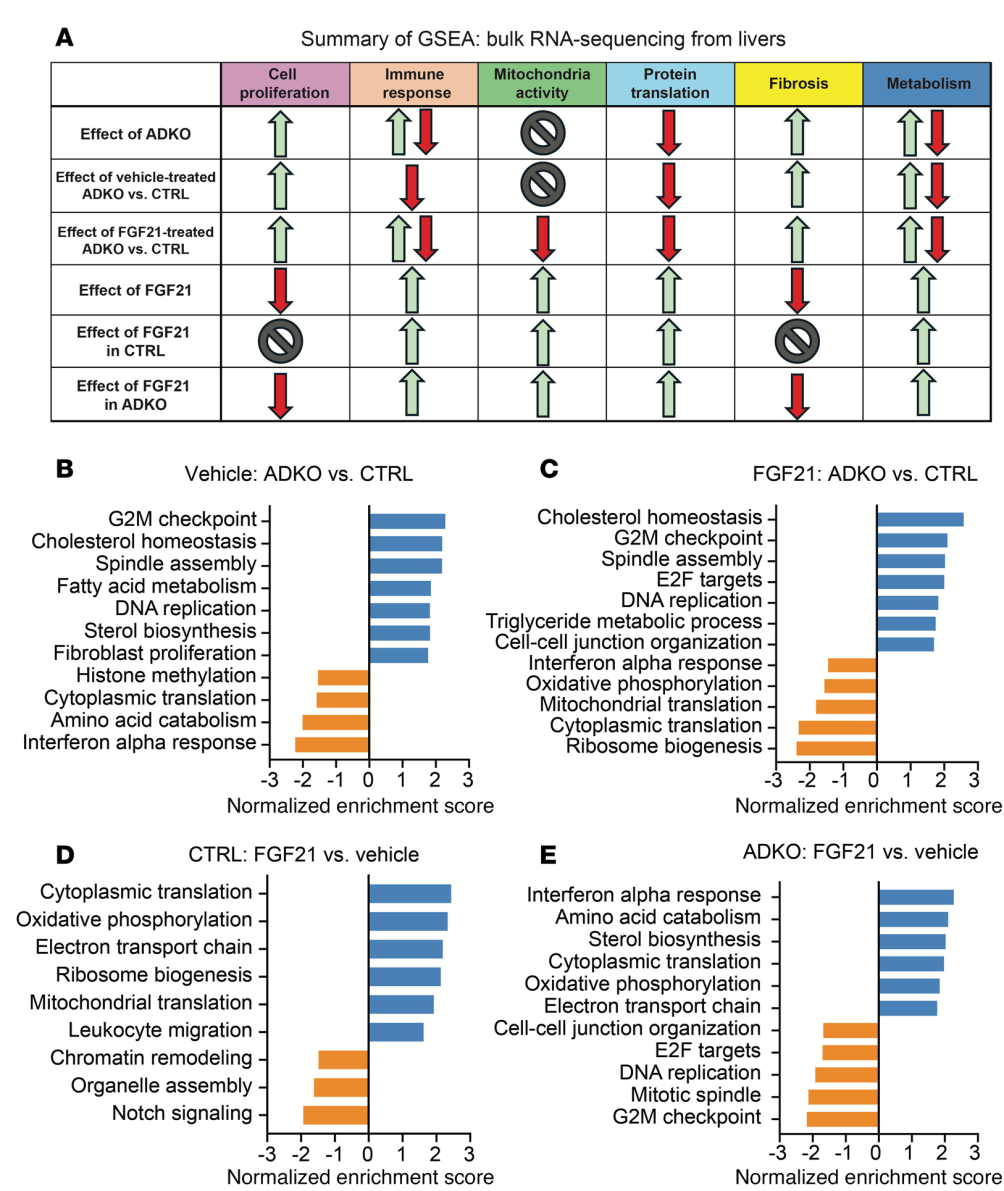
RNA-Seq analyses of livers reveal that livers from lipodystrophic mice have increased cell proliferation and increased fibrosis and that FGF21 treatment increases mitochondrial and translation pathways. (**A**) Summary of key GSEA pathways in hepatic mRNA of CTRL versus ADKO mice 8 weeks after treatment with FGF21 or vehicle. (**B**) GSEA pathways changed in CTRL mice dependent on treatment, padj < 0.05. (**C**) GSEA pathways changed in ADKO mice dependent on treatment, padj < 0.05. (**D**) GSEA pathways changed in vehicle-treated mice dependent on genotype, padj < 0.05. (**E**) GSEA pathways changed in FGF21-treated mice dependent on genotype, padj < 0.05.

# Supplementary material for: Effects of FGF21, soluble TGFBR2, and environmental temperature on metabolic dysfunction in lipodystrophic mice
**Source:** JCI Insight. 2025 Jul 15;10(16):e194882. doi: 10.1172/jci.insight.194882
**Supplement:** Supplemental data

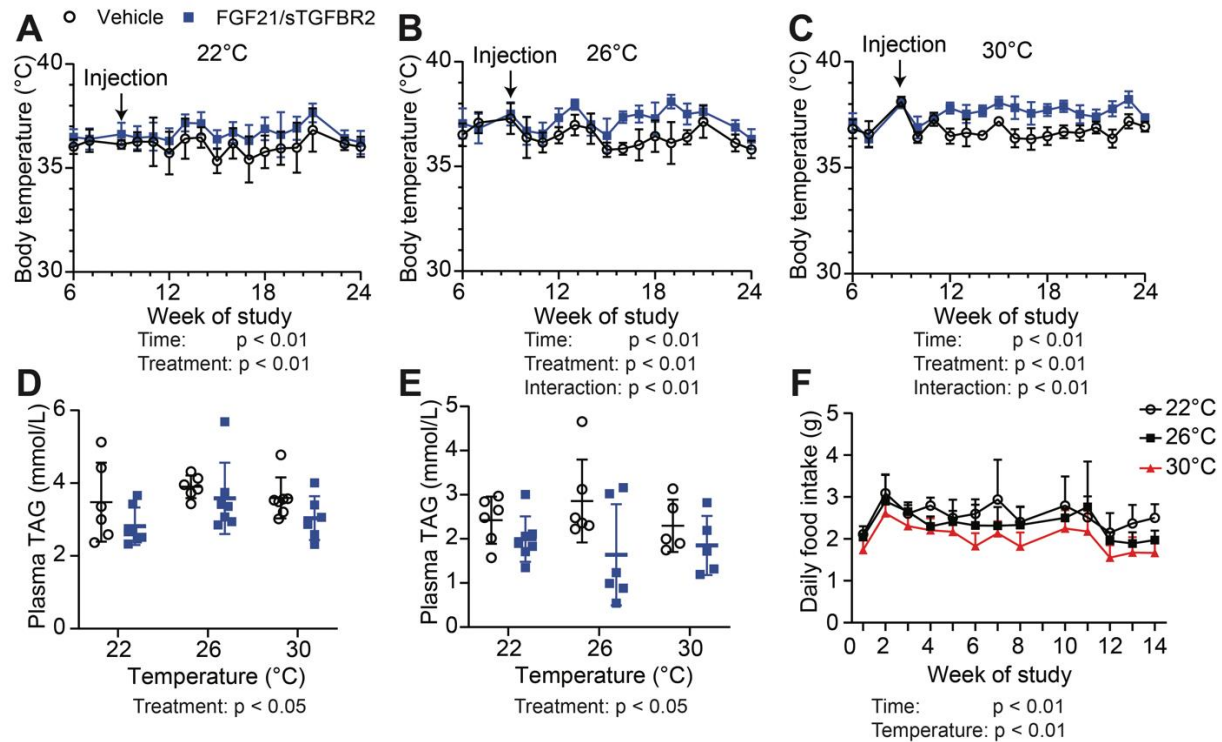

**Figure S1. FGF21/sTGFBR2 reduces plasma TAG concentrations and increases body temperature in high fat diet-fed mice.** Core body temperature over time in HFD-fed female mice housed at (A) 22°C, (B) 26°C and (C) 30°C ( $n = 6-7$ ). Plasma TAG concentrations at (D) four weeks and (E) six weeks post-treatment ( $n = 6-7$ ). (F) Daily food intake in mice at different housing temperatures. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

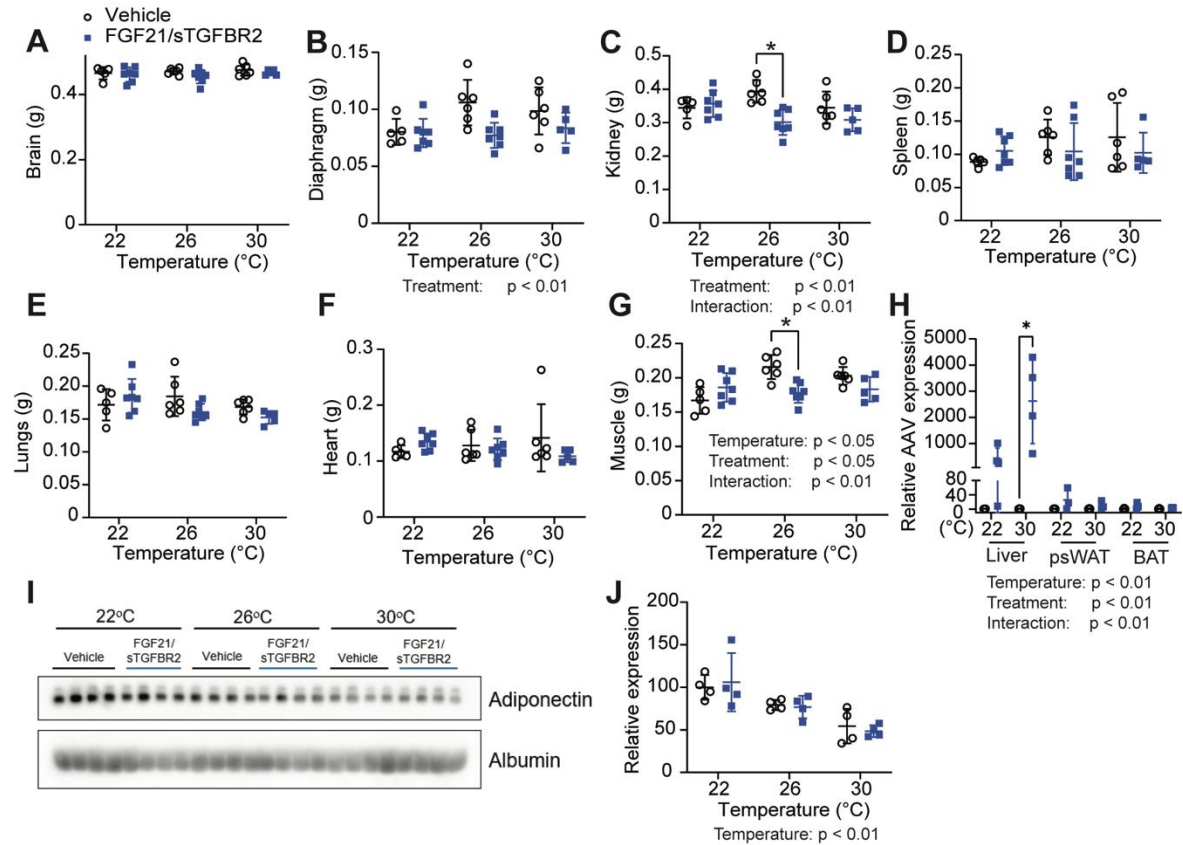

**Figure S2. FGF21/sTGFR2 decreases diaphragm weights and kidney weights in HFD-induced obese mice.** Female mice were euthanized ten weeks after FGF21/sTGFR2 treatment ( $n = 5-7$ ). Weights of (A) brain, (B) diaphragm, (C) kidneys, (D) spleen, (E) lungs, (F) heart, and (G) gastrocnemius muscle. (H) Quantification of AAV transduction in liver, psWAT, and BAT. (I) Plasma adiponectin immunoblot and (J) quantification relative to controls housed at 22°C. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

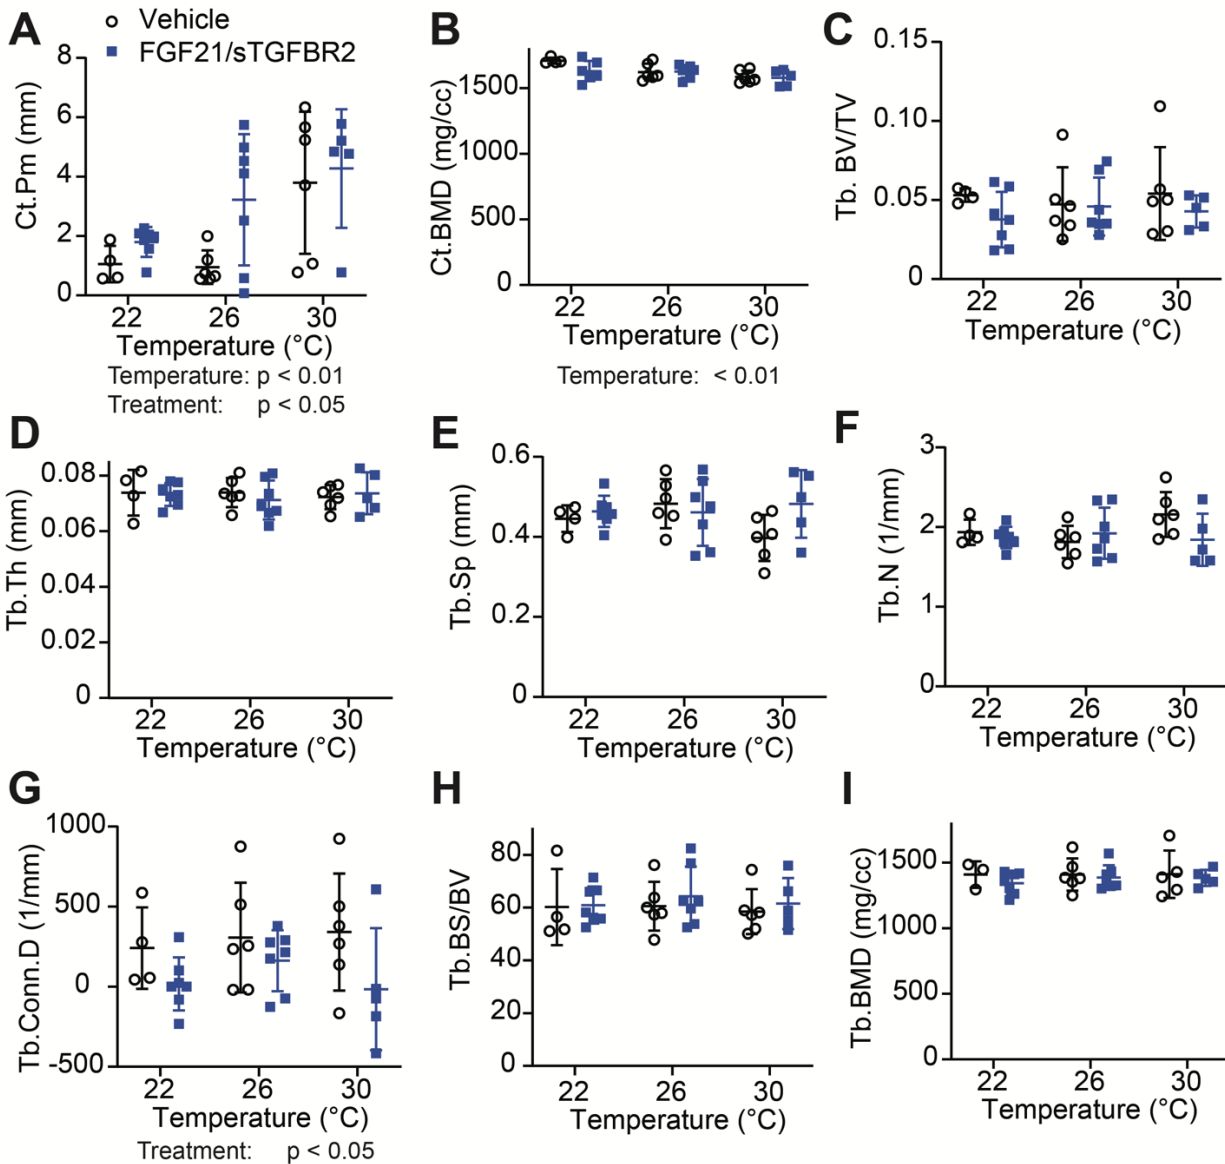

**Figure S3. FGF21/sTGFB2 decreases tibial trabecular connectivity density and increases cortical perimeter.** Female mice were euthanized ten weeks after FGF21/sTGFB2 transduction ( $n = 4-7$ ). Tibias were analyzed by nanoCT. (A) Cortical perimeter (Ct.Pm). (B) Cortical bone mineral density (Bt.BMD). (C) Trabecular bone volume fraction (Tb. BV/TV). (D) Trabecular thickness (Tb.Th). (E) Trabecular separation (Tb.Sp). (F) Trabecular number (Tb.N). (G) Trabecular connectivity density (Tb.Conn.D). (H) Trabecular specific bone surface

(Tb.BS/BV). (I) Trabecular bone mineral density (Tb.BMD). \*P < 0.05. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

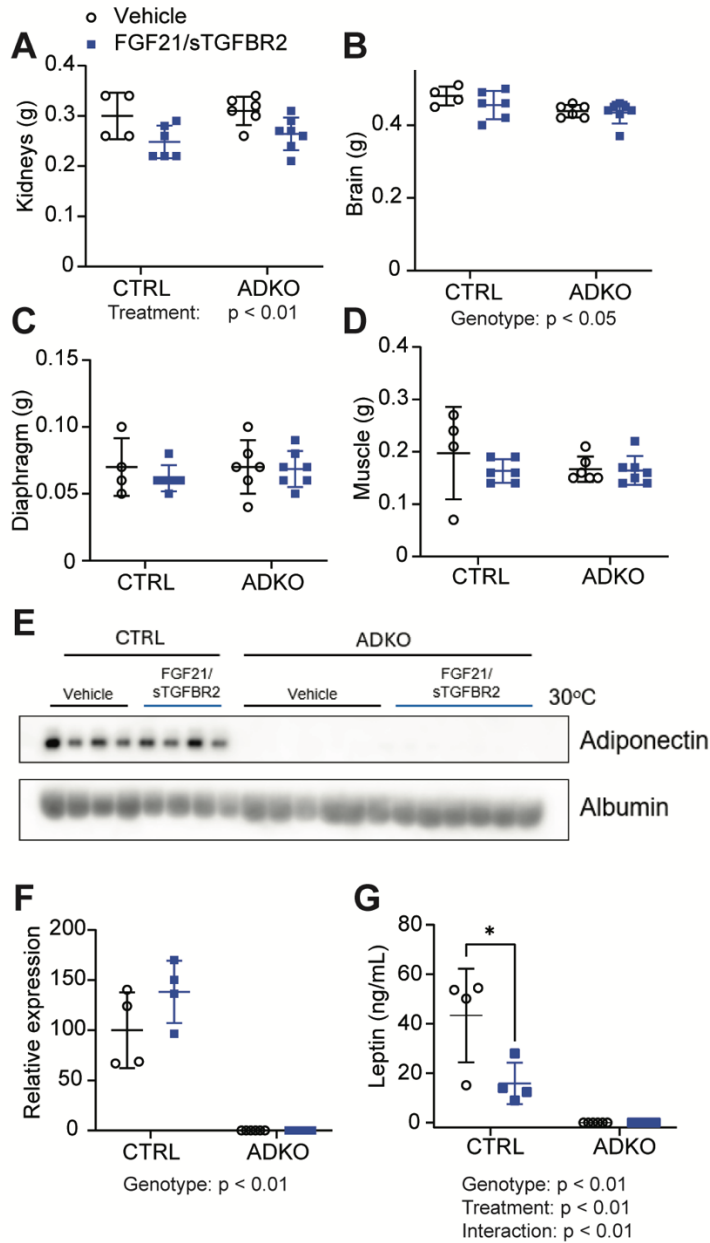

**Figure S4. FGF21/sTGFBR2 decreases kidney weights in lipodystrophic mice housed at 30°C.** Female mice were euthanized 12 weeks after transduction with FGF21/sTGFBR2 (n = 4-7). Weights of (A) kidneys, (B) brain, (C) diaphragm, and (D) gastrocnemius muscle at euthanasia. (E) Immunoblot of plasma adiponectin with (F) quantification. (G) Fed leptin concentrations at euthanasia. \*P < 0.05. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

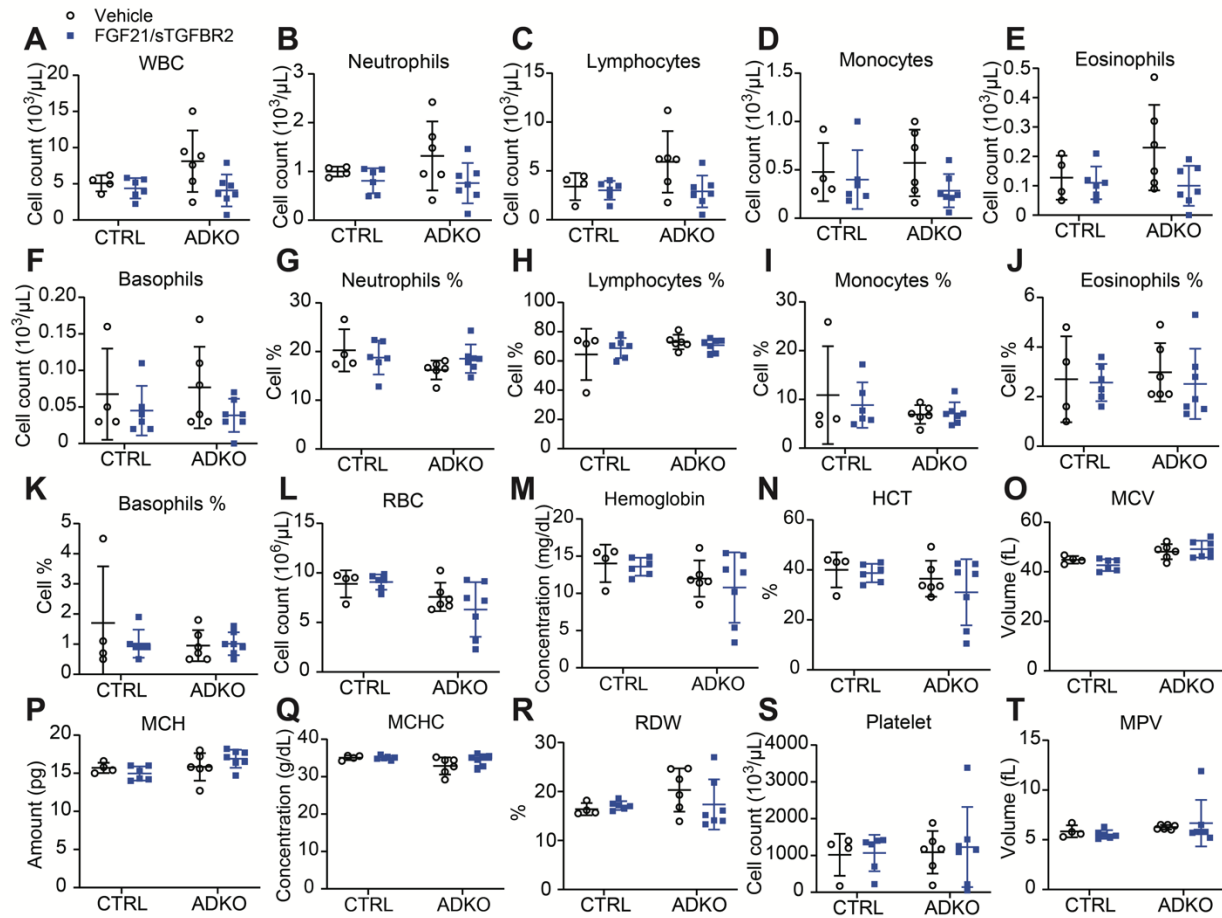

**Figure S5. FGF21/sTGFBR2 does not change complete blood counts in lipodystrophic mice.** Blood was taken at euthanasia 12 weeks after transduction with FGF21/sTGFBR2 ( $n = 4-7$ ). Total cell counts of (A) white blood cells, (B) neutrophils, (C) lymphocytes, (D) monocytes, (E) eosinophils, and (F) basophils. Cellular percentage of (G) neutrophils, (H) lymphocytes, (I) monocytes, (J) eosinophils, and (K) basophils. (L) Red blood cell count. (M) Hemoglobin concentrations. (N) Hematocrit (HCT). (O) Mean corpuscular volume (MCV). (P) Mean corpuscular hemoglobin (MCH) amount. (Q) Mean corpuscular hemoglobin concentrations. (R) Red blood cell distribution width. (S) Platelet count. (T) Mean platelet volume. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

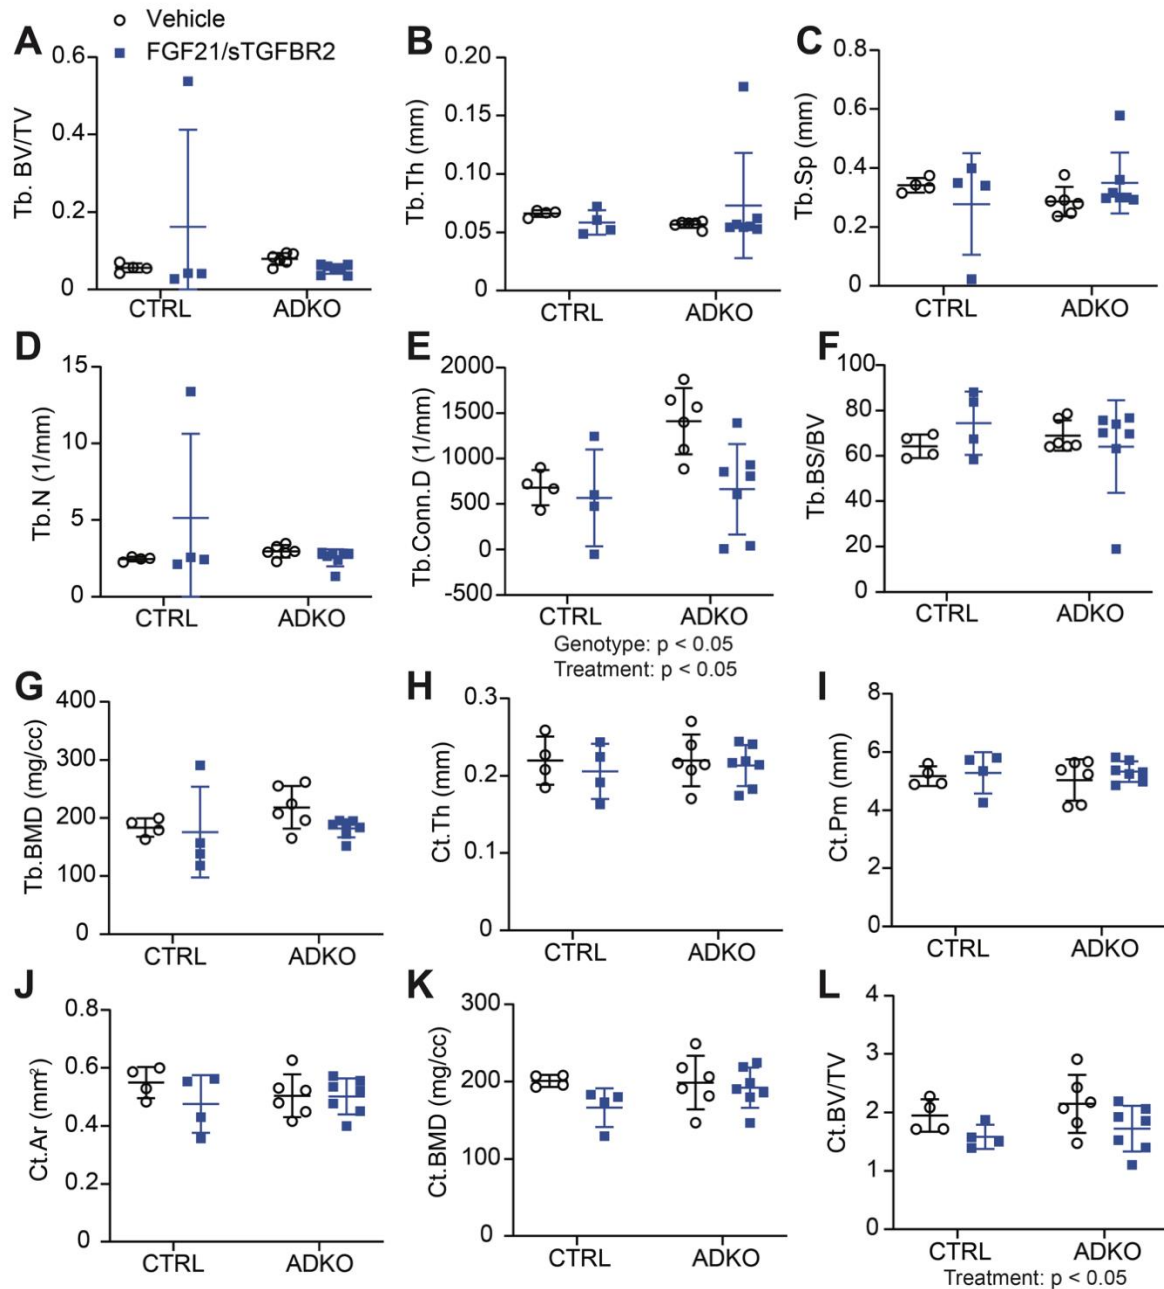

**Fig S6. FGF21/sTGFB2 decreases tibial trabecular connectivity density and cortical bone volume fraction in lipodystrophic mice housed at thermoneutrality.** Female mice were euthanized ten weeks after FGF21/sTGFB2 transduction ( $n = 4-7$ ). Tibias were analyzed by nanoCT. (A) Trabecular bone volume fraction (Tb. BV/TV). (B) Trabecular thickness (Tb.Th). (C) Trabecular separation (Tb.Sp). (D) Trabecular number (Tb.N). (E) Trabecular connectivity density (Tb.Conn.D). (F) Trabecular specific bone surface (Tb.BS/BV). (G) Trabecular bone

mineral density (Tb.BMD). (H) Cortical thickness (Ct.Th). (I) Cortical perimeter (Ct.Pm). (J) Cortical area (Ct.Ar). (K) Cortical bone mineral density (Ct.BMD). (L) Cortical specific bone surface (Ct.BS/BV). Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

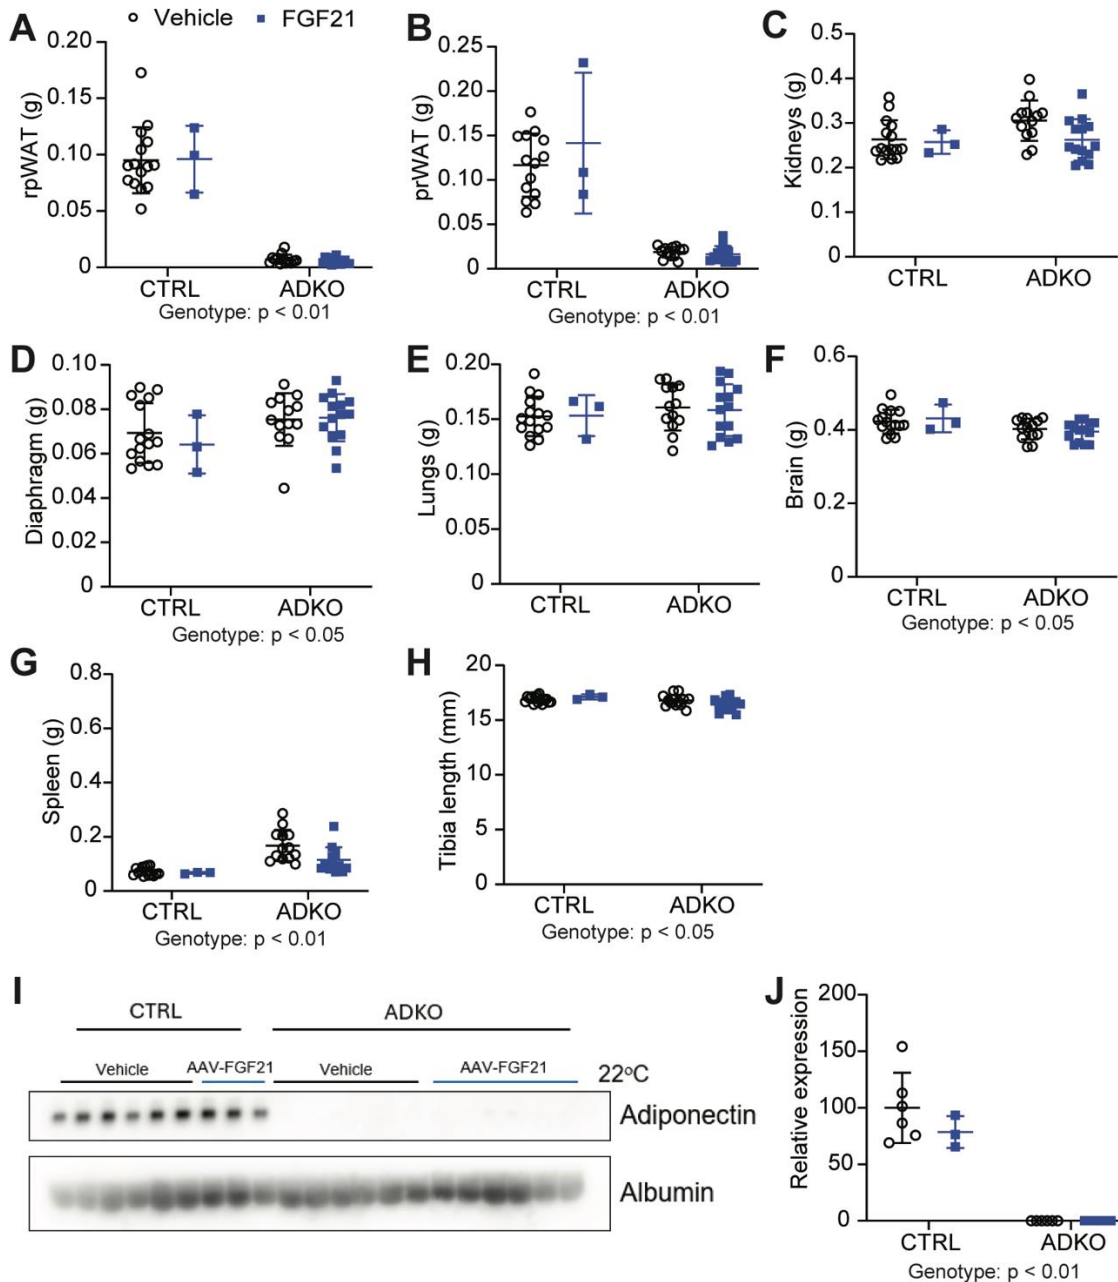

**Figure S7. FGF21 has little effect on organ weights in lipodystrophic mice housed at 22°C.** Female mice were euthanized eight weeks after FGF21 treatment ( $n = 3-15$ ). Weights of (A) rpWAT, (B) prWAT, (C) kidneys, (D) diaphragm, (E) lungs, (F) brain, (G) spleen. (H) Tibia length. (I) Plasma adiponectin immunoblot with (J) quantification. Statistical analyses were performed using two-way ANOVA, followed by Bonferroni's post-hoc test.

# Supplementary material for: Effects of FGF21, soluble TGFBR2, and environmental temperature on metabolic dysfunction in lipodystrophic mice
**Source:** JCI Insight. 2025 Jul 15;10(16):e194882. doi: 10.1172/jci.insight.194882

Unedited gel image for Figure S2I for adiponectin

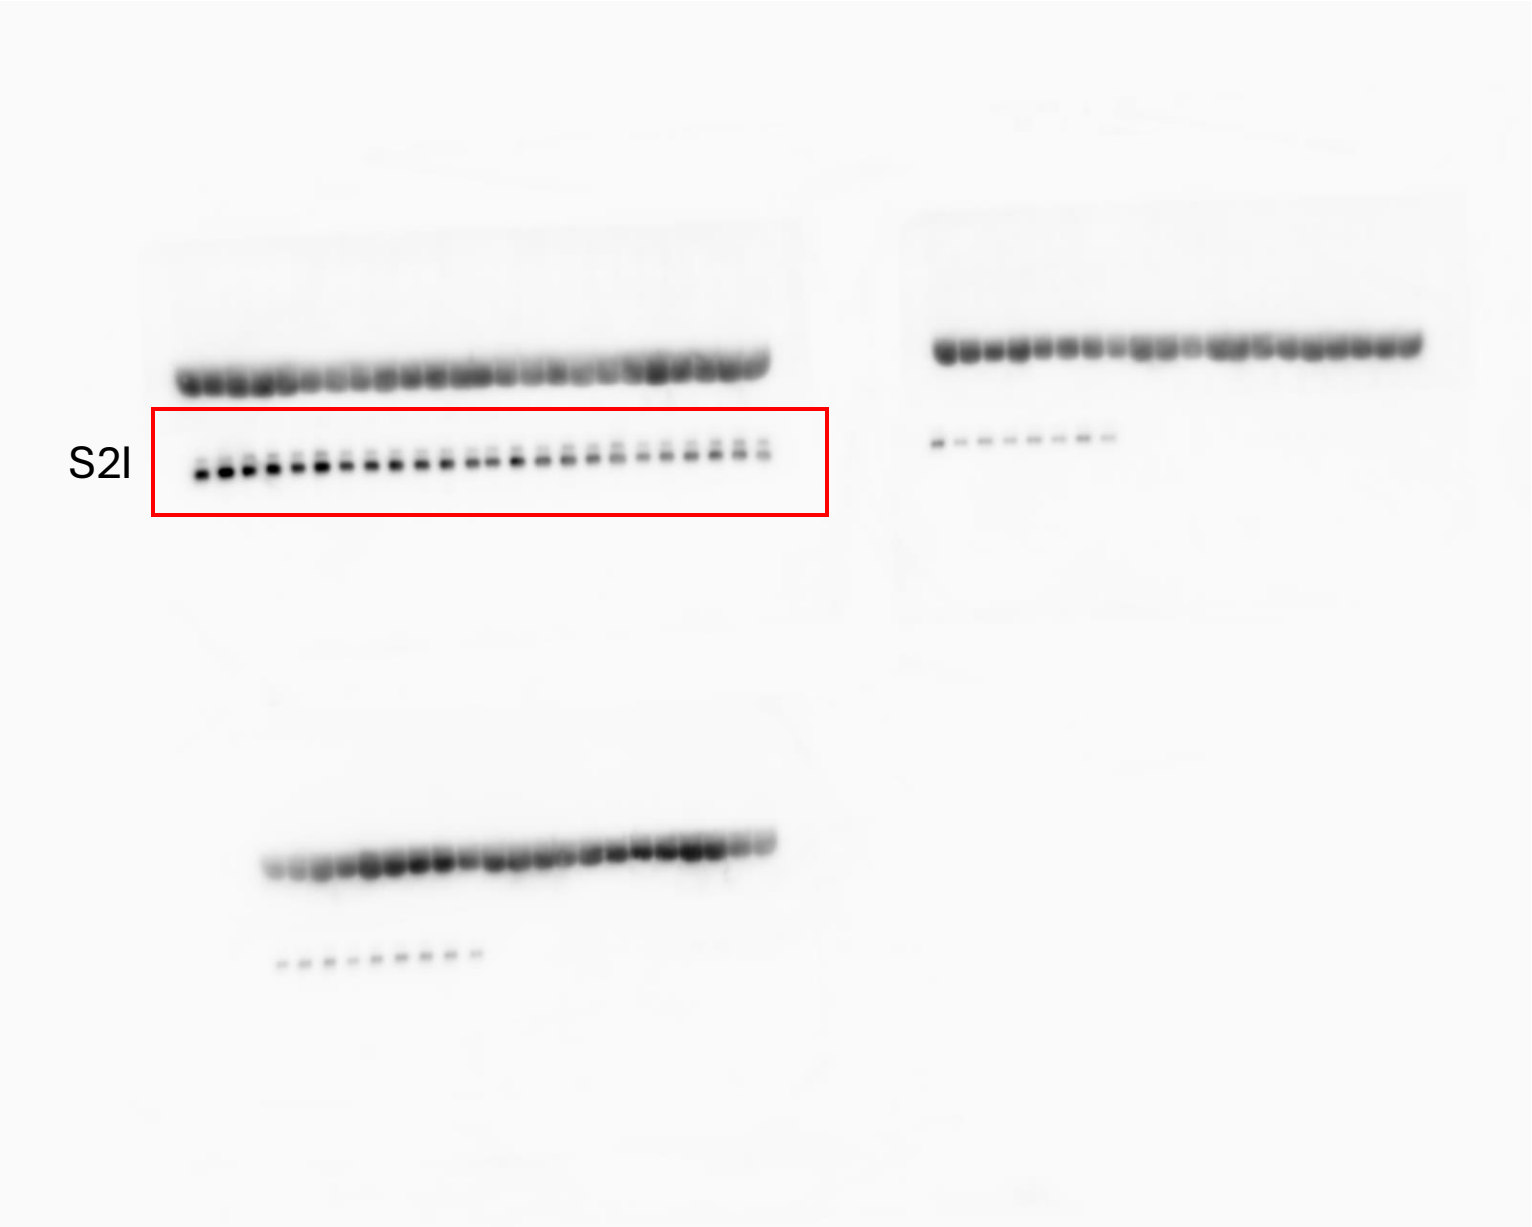

Unedited gel image for Figure S4E and S7I for adiponectin

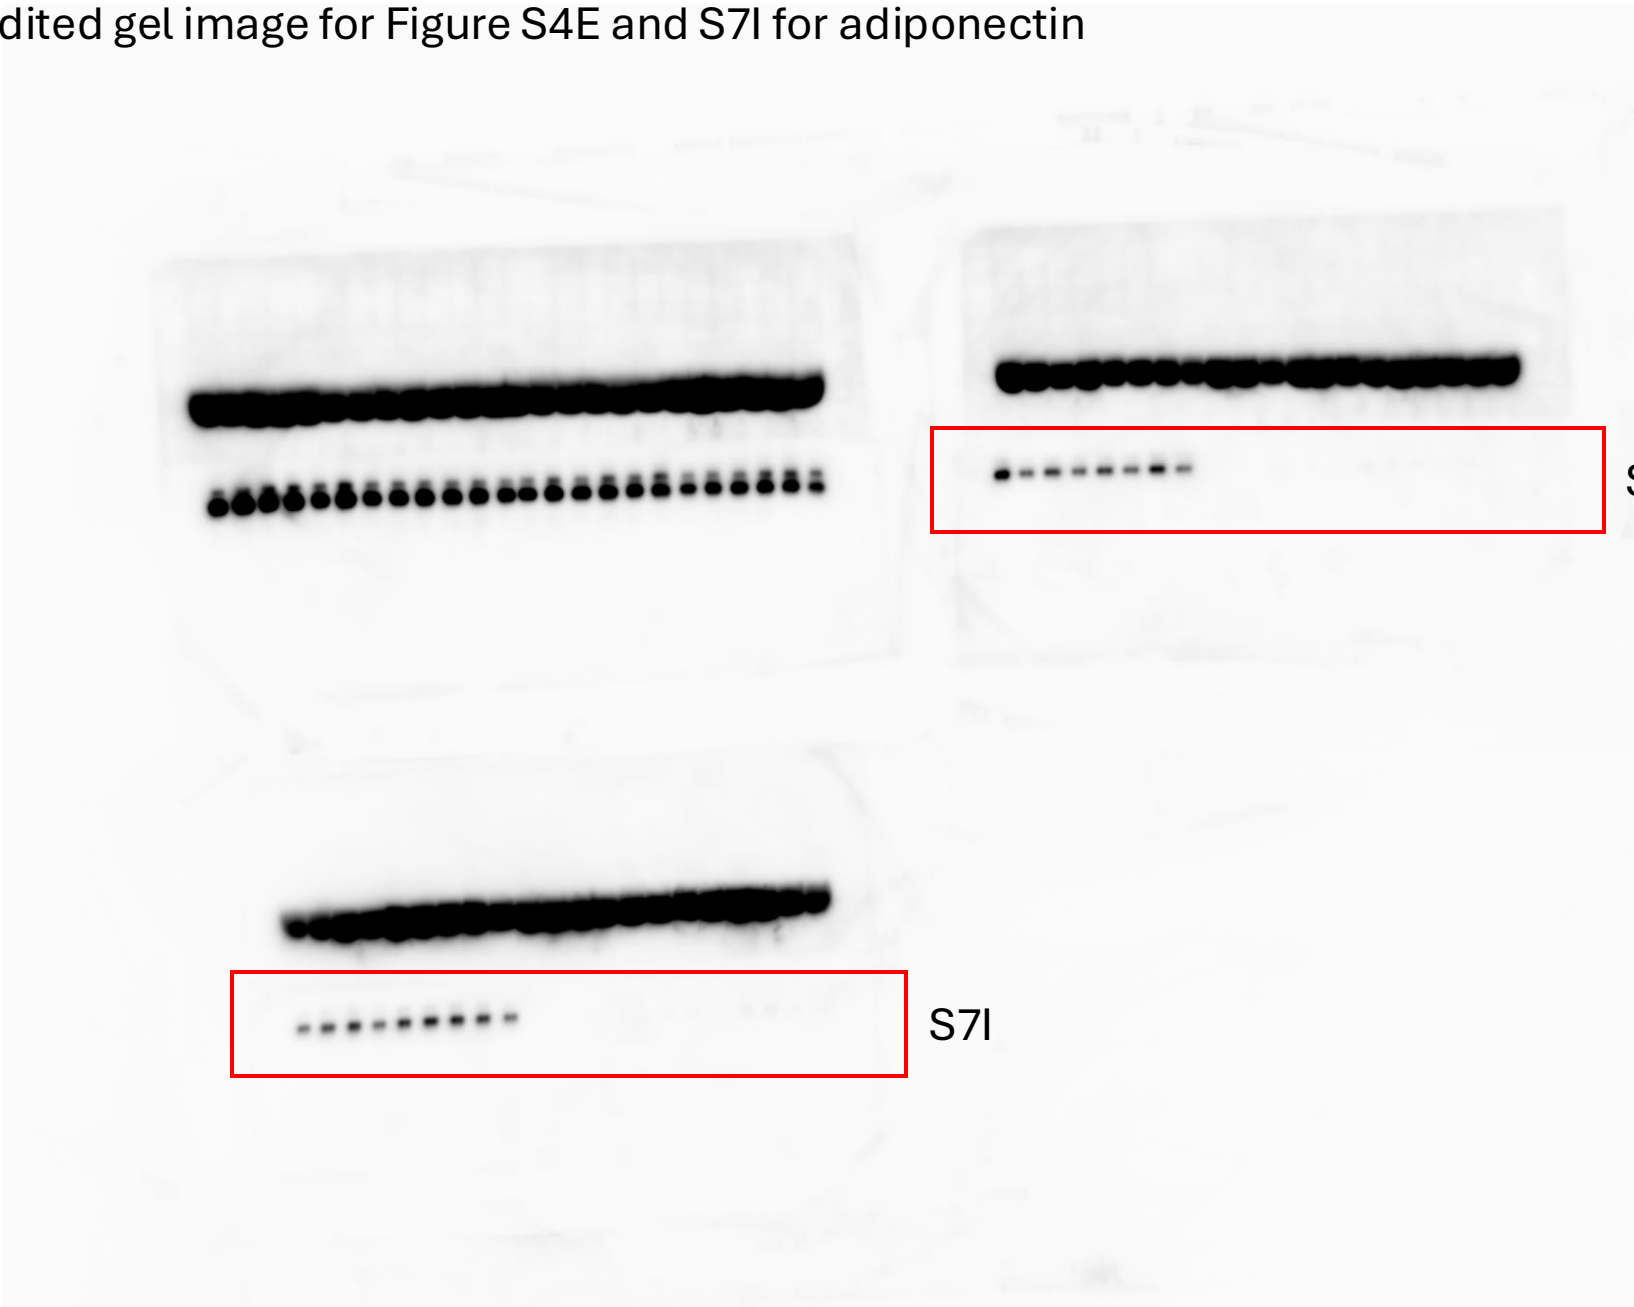

Unedited gel image for Figure S2I, S4E and S7I for albumin

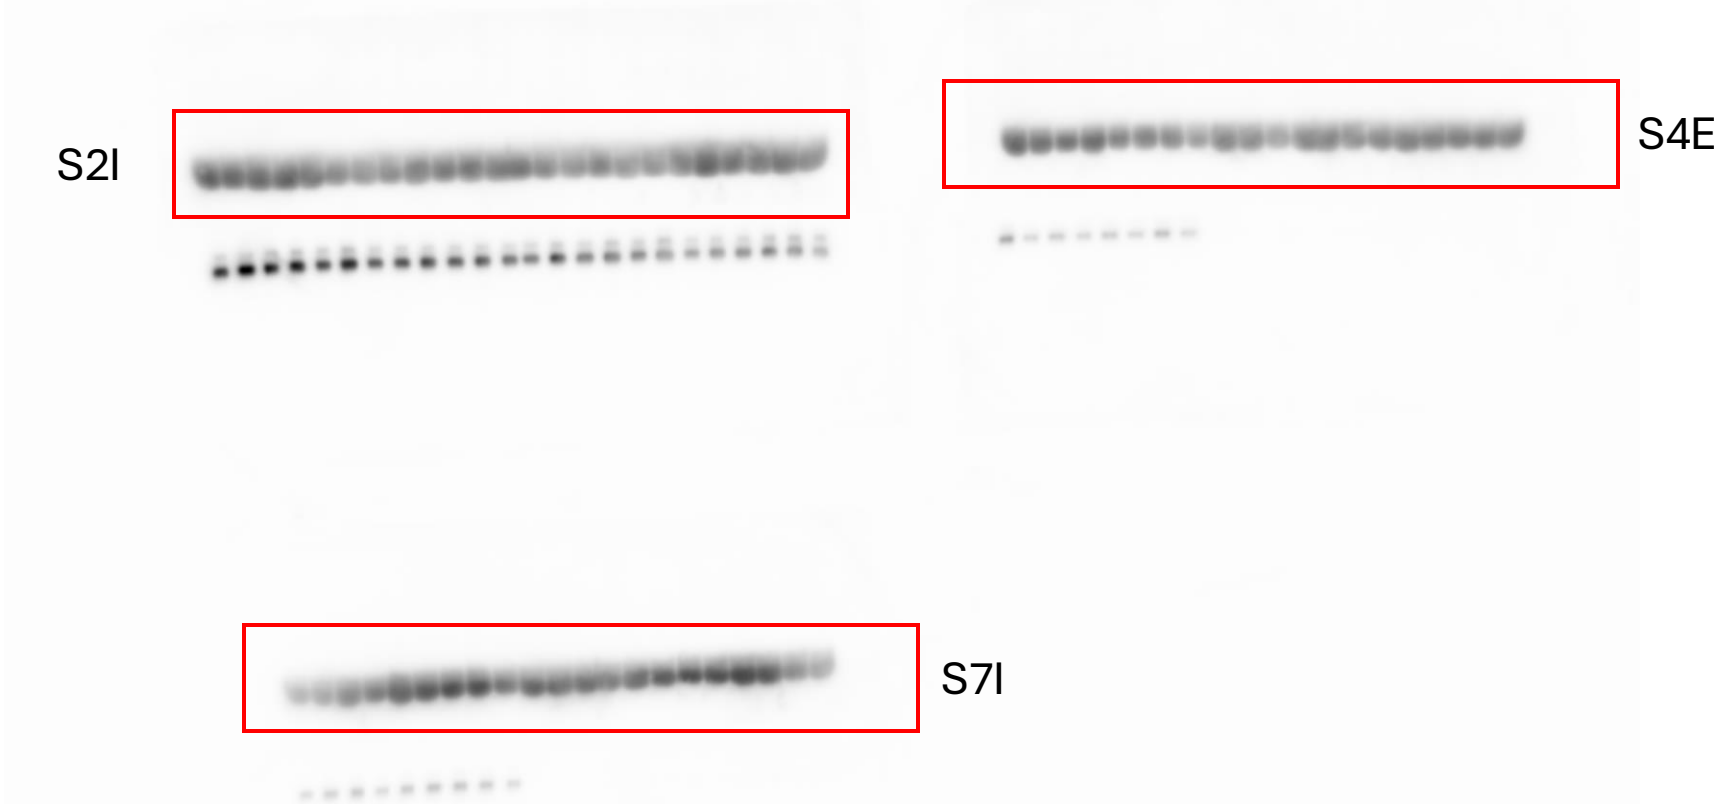

Unedited gel image for Figure S2I, S4E and S7I for albumin and adiponectin – showing gel markers

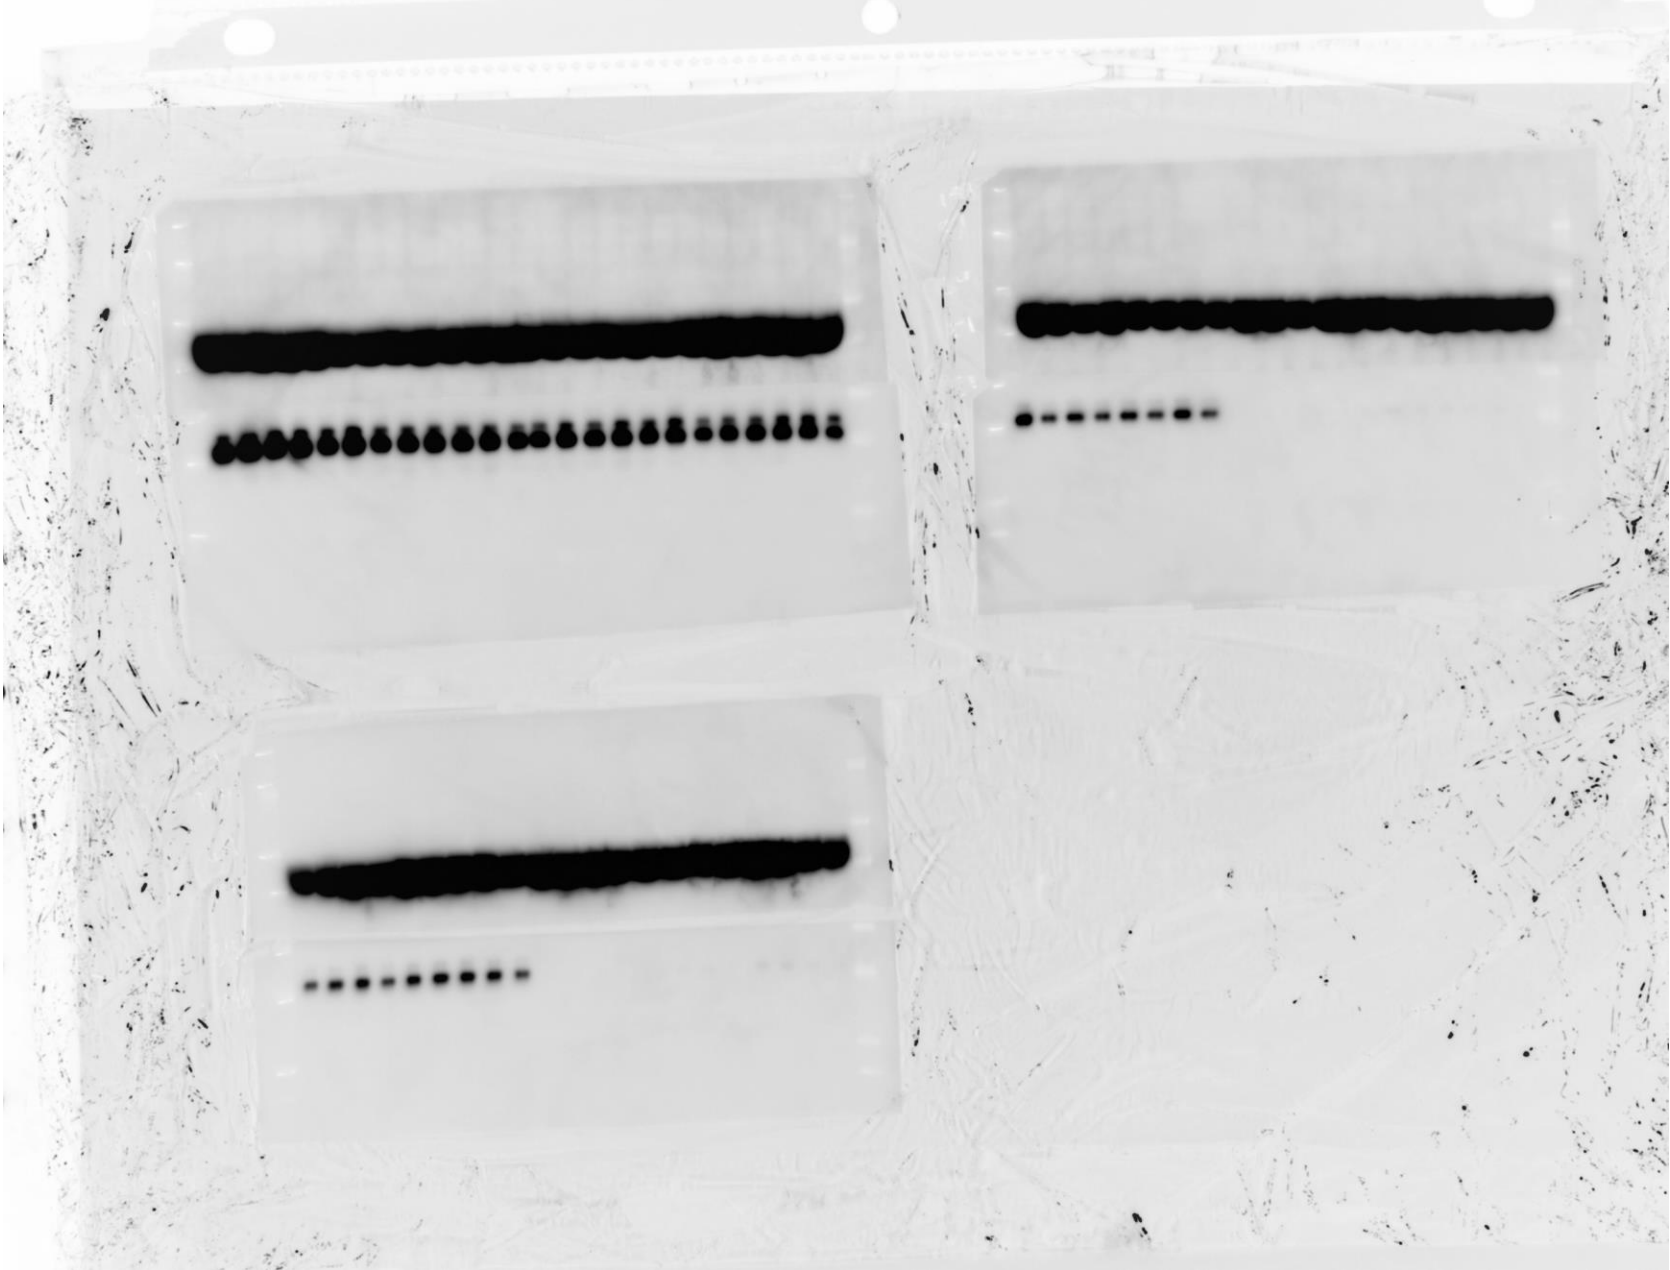

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

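Liver RNA-Seq was analysed in 24 libraries of female mice housed at 22°C, 7 from vehicle-treated controls, 3 from FGF21-treated controls, 6 from vehicle-treated *Lmna* ADKO mice, and 8 from FGF21-treated *Lmna* ADKO mice. The values are counts of reads per gene, which the authors made from polyA-selected, strand-specific libraries and deposited without normalization. By the methods, the authors used annotation data of Ensembl 102 and removed genes with a count of 0 in every sample. The smallest total of a listed gene over all libraries was 2. The aligner and the counting program are not stated in the methods. The methods give sequencing on a NovaSeq instrument at a university core, whereas the library labels name another provider and DNA nanoballs, and the values do not decide between them. The labels' treatment, a rescue, was mapped to FGF21, the treatment of the liver RNA-Seq experiment in the paper. Counts on *Fgf21* do not bear out this mapping. They are not higher in *Lmna* ADKO libraries so labelled and lie in the range of vehicle in controls. These counts cannot decide the mapping, since reads of the vector may not be counted on this gene. All 23972 genes held whole numbers in all libraries, and 0 columns of values lacked a sample. Genes were located through GENCODE M21 on GRCm38, which holds 23926 of them. Libraries are numbered in the text within each group, in ascending order of the animal numbers in their labels.

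Between 19863304 and 21510054 reads per library were counted on genes. The floor was taken as 3 counts in the library of a group with the smallest TMM library size. It corresponds to 0.146 to 0.176 CPM across the groups used. A fold change against a group at or under the floor in every library is given as a lower bound. The 67 pairs of libraries within groups were checked for duplicates with a chi-square per degree of freedom over genes with at least 20 counts in the pair, which ran from 14.1 to 196, far above sampling noise, and no library was merged or left out. The animal numbers in the labels have 3 or 4 digits. Of the vehicle-treated controls, 6 have 3 digits and 1 has 4, of the FGF21-treated controls 0 and 3, of the vehicle-treated *Lmna* ADKO mice 1 and 5, and of the FGF21-treated *Lmna* ADKO mice 4 and 4. The number series was tried as a covariate.

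The authors tested genes with DESeq2. Here, counts were scaled by TMM and tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit with robust fitting, glmQLFTest), in 1 fit of the 4 groups with no covariate over all genes. The contrasts were *Lmna* ADKO against control with vehicle, *Lmna* ADKO against control with FGF21, FGF21 against vehicle in controls, FGF21 against vehicle in *Lmna* ADKO mice, and the interaction of genotype and treatment. Adjusted p-values are by Benjamini-Hochberg over all genes, and genes were called at an adjusted p under 0.05 with a fold change above 1.5, the thresholds of the paper. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM use TMM library sizes, and log2 CPM use a prior count of 2. Exact permutation tests are two-sided and compare the mean log2 CPM, or the mean set level, of the groups over all divisions of their libraries.

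GSEA was run with fgsea 1.28.0 on genes ranked by the signed square root of the F statistic, with weight 1, 1000 permutations before the multilevel step, a smallest p of 1e-10, and a fixed seed. The 1457 mouse Reactome sets that come with the package were used, of which 1030 hold 8 to 500 tested genes, and adjusted p-values are over these. The paper names pathways of other collections, so 24 Reactome sets were listed as the nearest before the data were examined. GSEA permutes genes and takes them as independent. Therefore, the alternatives included camera from limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, and fry, and set levels per library were compared with exact tests. Entrez identifiers came from GENCODE for 16798 genes and by symbol for 3847.

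The other alternatives set before the data were examined were DESeq2 1.42.0 on all groups and on only the groups compared, DESeq2's size factors in edgeR, the genes kept by edgeR's filterByExpr, the adjusted p threshold alone, only the groups compared in edgeR, the number series as a covariate, only libraries with 4-digit numbers where both groups hold at least 3 of them, GSEA ranked by log2 fold change or by the DESeq2 Wald statistic, and leaving out each library in turn. The slope on gene length as a covariate was added after the data were examined. This slope is that of log2 CPM, relative to the genotype's median, on log2 exonic length over the 9779 protein-coding genes with a mean log2 CPM above 2.

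Genes named in the text were chosen by a rule written before the data were examined. They are the genes the paper names in connection with liver or the constructs, the 5 genes per contrast with the largest absolute log2 fold change among those called with a mean log2 CPM of at least 0 and no overlap between groups, up to 3 genes per listed set with the smallest p, every gene where a contrast calls 5 or fewer, and members of marker lists. A gene that meets this rule is not reported here. The marker lists are proliferation, fibrosis, sterol synthesis, lipogenesis, interferon-stimulated genes, amino acid catabolism, circadian clock, acute phase, sex, FGF pathway, hepatocyte, Kupffer cell and macrophage, stellate cell and fibroblast, cholangiocyte, endothelial, lymphocyte, erythroid, adipocyte, and pancreas acinar. Lists of female-biased and male-biased liver genes were written after the values had been seen. The gene and set tests were tried on simulated counts drawn from the real means and library sizes, with 200 genes changed 3-fold and a set of 40 genes changed. Between 92.5% and 95% of the changed genes were recovered with 5 to 14 false calls per contrast. The changed set was found in each contrast tried, and 0 of 100 random sets passed. The interaction was not simulated. Genes were drawn independently of each other, so the simulation cannot show how often sets of correlated genes pass by chance. Plasma and tissue measurements of the paper were not analysed here.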

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

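Apart from the counts over other splits of the libraries, the tests of explanations in this part, and the look at which libraries those splits held together, were chosen after the result was seen. Within each group of 6 to 8 libraries, the highest and the lowest library were compared with the others by the gap to the nearest library, divided by the range of the group. The 3 FGF21-treated controls are too few for this. Over 70 measures (levels of named genes, of listed sets and of marker lists, and library statistics), 209 groups were tested, and in 27 of them the gap passed Dixon's 95% critical value, where chance gives about 1 in 20, or 10.4. Many of these measures share genes or follow the same trend, so the 27 are not independent.

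Of the 27, 10 concern *Lmna* ADKO FGF21 library 7. Its gap was 0.679 of the group's range for the mitochondrial share of counts, 0.545 for the slope on gene length, 0.597 for *Gadd45b*, and 0.571 for the list of male-biased liver genes. Among listed sets, it was 0.71 for DNA Replication, 0.621 for Eukaryotic Translation Elongation, 0.632 for Mitochondrial translation, 0.591 for Respiratory electron transport, 0.595 for Respiratory electron transport with ATP synthesis, and 0.675 for Organelle biogenesis and maintenance. This library was the lowest of its group for the slope and the highest for the other 9. Control vehicle library 3 was the highest of its group for Eukaryotic Translation Elongation, with a gap of 0.689. These libraries and control FGF21 library 3 lie apart from the other 21 on principal component 2.

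In these 3 libraries, 3 of 3 slopes of expression on gene length lie below the range of the other 21, as a bias against reads of long genes would give. The correlation with GC content lies outside the range of the others in 0 of 3. It was 0.182 to 0.234 in these libraries, near the upper end of that range (-0.338 to 0.250). A bias by GC content is therefore not excluded. Library size is argued against, with a total count outside the range of the others in 1 of 3. RNA from other cells would raise the markers of some cell type in all 3, and 0 of the lists other than hepatocyte lay above the range of the others in all 3. The erythroid list was above it in *Lmna* ADKO FGF21 library 7 alone (2.20 against at most 2.14). The animal number series does not set them apart, as 2 of the 3 have 4-digit numbers. Counts taken by a few genes stay open. The share of counts in the 10 most abundant genes lies outside the range of the others in 2 of 3 (22.1% to 24.8%, against 18.8% to 23.6%), and TMM factors lie below that range in 3 of 3 (0.791 to 0.867, against 0.943 to 1.15). From 3 libraries with such close shares, this cannot be told apart from a gene length bias. A candidate explanation that stays open is therefore a gene length bias of these libraries, and RNA quality, which was not analysed here, is among its possible sources. The 3 libraries come from 3 groups, so no condition of the design sets them apart, and no biological explanation was tested.

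For *Lmna* ADKO relative to control livers with FGF21, the same libraries bear on the count of genes. In all, 5 of the 80 splits of these 11 libraries gave as many genes as the real one. The 4 other than the real split are those that put *Lmna* ADKO FGF21 library 7 and control FGF21 library 3 together in the group of 3. They gave from 1063 to 2449 genes, and the remaining 75 gave at most 9. Hence what *Lmna* ADKO FGF21 library 7 and control FGF21 library 3 share could by itself give a count of that size when both are in the group of 3. Splits with both in the larger group did not give such counts. A gene length bias is a candidate for it. In the real split the libraries fall on opposite sides, and the count was 339 without control FGF21 library 3 and 1149 without *Lmna* ADKO FGF21 library 7. With the slope on gene length as a covariate, 918 genes were called.

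The response to FGF21 differed between genotypes in the interaction of genotype and treatment for Eukaryotic Translation Elongation (NES -2.04), Mitochondrial translation (-1.70), Respiratory electron transport (-2.29), and Respiratory electron transport with ATP synthesis (-2.38). These differences rest on control FGF21 library 3, without which the values in the same order were 2.27, 2.34, 2.31, and 2.37. The interaction of Mitochondrial translation was also weaker and not past the threshold in 12 of the 24 fits that left out 1 library. The higher level of the set with ATP synthesis after FGF21 rests on single libraries too, with an NES of -2.00 in controls without control FGF21 library 3 and -1.44 in *Lmna* ADKO mice without *Lmna* ADKO FGF21 library 7. With the slope on gene length as a covariate, its NES was 0.946 in controls and -1.28 in *Lmna* ADKO mice. A gene length bias of these libraries is therefore a candidate explanation for the higher mitochondrial sets after FGF21 and for their interaction. For Eukaryotic Translation Elongation, it is a candidate only because the same libraries carry the difference. The direction of that set did not change with the slope on gene length as a covariate. A response to FGF21 in either direction stays open and could not be seen apart from what sets these libraries apart, whatever its source.

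*Rasd1* had an interaction log2 fold change of -2.81. Its counts were 94, 58, and 29 in the FGF21-treated controls and 9 to 17 in the vehicle-treated controls, and with *Lmna* ADKO they were 11 to 37 with FGF21 and 14 to 48 with vehicle. The fold change was -2.42 and not past the threshold without control FGF21 library 1. With the number series as a covariate it was -2.05 and not past the threshold, so a difference between number series cannot be told apart from FGF21 for this gene, because all 3 FGF21-treated controls and 1 of 7 vehicle-treated controls have 4-digit numbers. That 1 vehicle-treated control had 12 counts of *Rasd1*. With the slope on gene length as a covariate the fold change was -2.81. In 7 of the 80 splits, as many genes were called for the interaction as the 1 here, so chance is not excluded. A response of *Rasd1* to FGF21 that *Lmna* ADKO livers lack may explain the rest, and it is untested beyond these values.

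Cholesterol biosynthesis had an interaction NES of 1.99, a larger response to FGF21 in *Lmna* ADKO mice. It was 1.49 and not past the threshold without control FGF21 library 3, 1.70 and not past it with the number series as a covariate, and 1.89 and not past it with the slope on gene length as a covariate. For the interaction, 69 of the 80 splits gave at least the 5 listed sets past the threshold that the real one gave. The splits counted sets of any kind, so they do not show how often chance gives this set an NES of that size. Chance is not excluded, and a response to FGF21 that depends on genotype stays open.

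*Lmna* ADKO FGF21 library 3 was the highest of its group for G2 M Checkpoints (gap 0.542 of the range), E2F mediated regulation of DNA replication (0.597), the proliferation list (0.552), and the fibrosis list (0.549), and the lowest for Branched-chain amino acid catabolism (0.539) and the amino acid catabolism list (0.587). On each it lay on the side of the vehicle-treated *Lmna* ADKO libraries. When it was left out, 61 genes were called between FGF21 and vehicle in *Lmna* ADKO livers in place of 0. Counts on *Fgf21* were 241 in this library, 46 to 126 in the other 7 of its group, and 95 to 248 in the vehicle-treated *Lmna* ADKO libraries, so on this gene too it lay on the side of vehicle. A mislabelled sample was not tested and stays open, and no biological explanation was tested.

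Some gaps concern single genes near the floor. *Cidea* had 3 counts in control vehicle library 4 and 0 in the other vehicle-treated controls (gap 1), and *Cyp3a16* had 3 counts in *Lmna* ADKO vehicle library 1 and 0 in the others of its group (gap 1). *Adipoq* had 13 counts in control vehicle library 2 and 0 or 1 in the others of its group (0.794). *Cyp3a41a* had 97 counts in *Lmna* ADKO vehicle library 6 and at most 6 in the others (0.641). *Klb* was highest in *Lmna* ADKO vehicle library 4 (0.818). Among marker lists, the fibrosis list was highest in control vehicle library 4 (0.595), the interferon-stimulated list in *Lmna* ADKO vehicle library 1 (0.673), the acute phase list in control vehicle library 1 (0.689), and the lymphocyte list in *Lmna* ADKO vehicle library 1 (0.741). No explanation was tested for these.

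*Xist* had 1 count in control vehicle library 6 and from 2734 to 7545 counts in the other 23 libraries (gap 0.935 of the range of its group). A mislabelled male sample is argued against by the 16 female-biased liver genes, whose mean log2 level in this library was 2.02 above the mean of all libraries. With a single X chromosome, genes that escape inactivation would be lower. The median log2 difference of *Kdm6a*, *Eif2s3x*, *Kdm5c*, and *Ddx3x* from the other vehicle-treated controls was -0.314, with 3 of 4 lower, whereas 259 genes of the X chromosome had a median difference of 0.00763. A single X chromosome and a loss of *Xist* alone cannot be told apart from 4 genes in 1 library. No condition of the design sets this library apart, and no biological explanation was tested. Without it, 26 genes were called between FGF21 and vehicle in controls, in place of 13.

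The paper does not report on sex-biased liver genes. In female *Lmna* ADKO relative to control livers with vehicle, 16 female-biased genes, a list written after the values were seen, had a median log2 fold change of -4.49, the same with 3 genes at their bound. All 16 were lower, and 14 were called. Their mean level was lower by 3.72 in 6 of 6 *Lmna* ADKO libraries (exact permutation test, p = 0.00117; adjusted p = 0.019 over 76 comparisons of lists). With FGF21, the median was -2.10, and the level was lower by 3.28 in 8 of 8 libraries (exact permutation test, p = 0.00606; adjusted p = 0.0384). Between FGF21-treated and vehicle-treated *Lmna* ADKO livers, the median was 0.99, and the mean level was higher by 0.891 with FGF21 (exact permutation test, p = 0.0416; adjusted p = 0.151). The 18 male-biased genes, also listed after the values were seen, had a median of 0.38 with vehicle, with 11 higher and 7 lower. Of these, 5 were called higher and 1 was called lower. The 10 of them with a mean log2 CPM of at least 0 had a median of 0.273, so the rise in their mean level was not even over the genes. The mean level of these 10 was higher by 0.888 with vehicle, in 6 of 6 *Lmna* ADKO libraries above all controls (exact permutation test, p = 0.00117; adjusted p = 0.019). With FGF21 it was higher by 0.849, in 8 of 8 (exact permutation test, p = 0.00606; adjusted p = 0.0384). A general loss of hepatocyte transcripts would lower the hepatocyte list as much, and its median was -0.36. Reads shared between paralogs are argued against by the 6 genes outside the *Cyp* and *Sult* families, all lower, with a median of -3.11. Male animals in the *Lmna* ADKO groups would lack *Xist*, and the lowest count there was 2756. The median was -4.99 with the number series and -4.45 with the slope on gene length as a covariate, and it ranged from -4.83 to -4.07 when 1 library was left out. Since each technical explanation tested is argued against, a lower female-biased program in *Lmna* ADKO livers may be biological, as a hypothesis found and tested on the same data. Genetic background and estrous stage were not analysed here.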

How the results depend on the processing

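Only the slope on gene length as a covariate, among the alternatives of this part, was chosen after the result was seen. The counts over other splits followed the rule of drawing 80 splits per contrast, the real one included. No paired analysis was possible because no numbers are shared between groups. A fit within 3-digit numbers alone was not run for any contrast, nor within 4-digit numbers alone for vehicle-treated mice, for controls, or for the interaction, because a group then holds fewer than 3 libraries. Where no cause is given for a change below, the cause was not tested.

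With vehicle, 2033 genes were called between genotypes, and 1 of the 80 splits, the real one, gave as many. DESeq2 on all groups called 2152 genes, 1944 of them among the 2033, filterByExpr 1991 (1841 shared), only the compared groups 2199 (1952 shared), the slope on gene length 2381 (2025 shared), and the number series as a covariate 1604 (1425 shared), so that a difference between number series is argued against as the whole cause. With the adjusted p threshold alone, which drops the fold threshold, there were 3623. Leaving out 1 library gave from 1723 genes (without *Lmna* ADKO vehicle library 3) to 2083 (without *Lmna* ADKO vehicle library 4).

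Between genotypes with FGF21, 387 genes were called higher and 303 lower. DESeq2 on all groups called 1006, of which 653 were shared, and filterByExpr 838 (655 shared). The count was 308 among 4-digit libraries alone, which has fewer libraries, and 348 with only the compared groups in edgeR. Fits without 1 library gave from 339 (without control FGF21 library 3) to 1149 (without *Lmna* ADKO FGF21 library 7).

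In controls, 13 genes were called for FGF21 relative to vehicle, 12 higher and 1 lower, and 1 of the 80 splits, the real one, gave as many. DESeq2 called 38 genes on all groups (28 higher, 10 lower) and 40 on only the compared groups (32 higher, 8 lower), each with 12 of the 13. With the number series as a covariate there were 0 genes, with 1476 at an unadjusted p under 0.05 without the covariate. The slope on gene length gave 12 higher and 4 lower. Fits without 1 library gave from 3 genes (without control FGF21 library 2) to 26 (without control vehicle library 6).

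With *Lmna* ADKO, 0 genes were called for FGF21 relative to vehicle and 1608 had an unadjusted p under 0.05, so all 80 of the 80 splits gave as many. DESeq2 called 15 genes on all groups and 19 on only the compared groups, and 4-digit libraries alone gave 2. Leaving out 1 library gave from 0 to 61 genes (without *Lmna* ADKO FGF21 library 3). The interaction called 1 gene, and DESeq2 on all groups called 11, the slope on gene length 3, DESeq2's size factors 2, filterByExpr 2, and the number series 0. Its range over fits without 1 library was from 0 (without control FGF21 library 1) to 5 (without *Lmna* ADKO FGF21 library 7), with 1165 genes at an unadjusted p under 0.05.

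Of the 24 listed sets, 13 passed the threshold between genotypes with vehicle, where 2 of the 80 splits gave as many, and 14 with FGF21, where 13 of the 80 splits gave as many. With FGF21 relative to vehicle, 6 passed in controls and 59 of the 80 splits gave as many, and 10 passed in *Lmna* ADKO mice and 43 of the 80 splits gave as many. For the interaction, 5 passed. GSEA takes genes as independent, and other splits of the same libraries often give as many sets, so the numbers of sets past the threshold between genotypes with FGF21, for FGF21 relative to vehicle, and for the interaction are not beyond what chance gives. With genes ranked by log2 fold change, 5, 3, 4, 0, and 0 sets passed in these contrasts in that order. With camera and an estimated correlation, 0 passed in each, beside 14, 16, 8, 17, and 10 at an unadjusted p under 0.05 in GSEA. With camera at the preset correlation of 0.01, 12, 10, 5, 5, and 0 passed, whereas by fry 10, 7, 0, 0, and 0 passed. With the number series 3 passed in controls, and with the slope on gene length 1 in controls, 3 in *Lmna* ADKO mice, and 1 for the interaction. Among 4-digit libraries alone, 9 passed between genotypes with FGF21. Leaving out 1 library gave from 12 (without *Lmna* ADKO vehicle library 2) to 14 with vehicle and from 13 (without *Lmna* ADKO FGF21 library 1) to 16 with FGF21. It gave from 4 (without control vehicle library 2) to 11 (without control FGF21 library 1) in controls, from 5 (without *Lmna* ADKO FGF21 library 2) to 14 (without *Lmna* ADKO FGF21 library 3) in *Lmna* ADKO mice, and from 3 (without *Lmna* ADKO FGF21 library 1) to 9 (without *Lmna* ADKO FGF21 library 3) for the interaction.

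*Fgfr2* with vehicle had a log2 fold change of -0.355 with an adjusted p of 0.0534, and it passed 0.05 under DESeq2 on all groups (-0.357), DESeq2's size factors (-0.357), filterByExpr (-0.356), the slope on gene length (-0.356), only the compared groups in edgeR (-0.348), and DESeq2 on only the compared groups (-0.355). Its adjusted p ranged over the alternatives from 0.0165 to 0.319. Without single libraries it was from -0.403 (without *Lmna* ADKO vehicle library 1) to -0.281 (without control vehicle library 2). *Fgfr4* had -0.331 and no longer passed with the number series (-0.34, adjusted p = 0.0536, in a range from 0.000145 to 0.0536), and over fits without 1 library it was from -0.371 to -0.294. *Fgf21* ranged from -0.22 (without control FGF21 library 3) to 0.72 (without control vehicle library 4) in controls. *Ppargc1a* in *Lmna* ADKO livers was -0.0948 among 4-digit libraries alone, and ranged from -0.0921 (without *Lmna* ADKO vehicle library 6) to 0.41 (without *Lmna* ADKO vehicle library 4).

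Some listed sets changed direction. With the slope on gene length as a covariate, the NES in controls was -1.13 for Mitochondrial translation, -0.74 for Metabolism of amino acids and derivatives, 0.82 for Signaling by NOTCH, and -1.17 for Organelle biogenesis and maintenance. It was -1.08 in *Lmna* ADKO mice for Mitochondrial translation, -1.33 for Respiratory electron transport, and -1.28 for the set with ATP synthesis, and the interaction of Mitochondrial translation was 0.83. With the number series as a covariate, the amino acid set (-1.17) and the organelle set (-0.999) reversed in controls, as did the interactions of Mitochondrial translation (1.31), Respiratory electron transport (1.14), and the set with ATP synthesis (1.14). With genes ranked by log2 fold change, NOTCH in controls was 0.50, Interferon gamma signaling in *Lmna* ADKO mice -0.81, and the interaction of Eukaryotic Translation Elongation 0.78. DNA Replication in *Lmna* ADKO mice was 0.75 with filterByExpr and 1.02 among 4-digit libraries alone. Camera put the organelle set lower in controls, with an adjusted p of 0.998 at either correlation.

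When 1 library was left out, the NES in controls ranged from -1.22 to 3.91 for Eukaryotic Translation Elongation, -2.21 to 3.31 for Mitochondrial translation, -2.08 to 3.35 for Respiratory electron transport, -2.00 to 3.54 for the set with ATP synthesis, -1.45 to 0.89 for Cholesterol biosynthesis, -1.55 to 0.95 for NOTCH, and -1.48 to 1.61 for the organelle set. Ranges in *Lmna* ADKO mice were -1.25 to 2.43 for Mitochondrial translation, -1.46 to 2.25 for Respiratory electron transport, -1.44 to 2.32 for the set with ATP synthesis, and -1.33 to 0.94 for DNA Replication. Between genotypes with FGF21, Mitochondrial translation ranged from -2.84 to 1.57. Interactions ranged from -3.32 to 2.27 for Eukaryotic Translation Elongation, -2.88 to 2.34 for Mitochondrial translation, -3.08 to 2.31 for Respiratory electron transport, and -3.16 to 2.37 for the set with ATP synthesis. The end of the range that reverses the sign came without control FGF21 library 3 in controls, between genotypes with FGF21, and in the interactions, without *Lmna* ADKO FGF21 library 7 for the mitochondrial sets in *Lmna* ADKO mice and without *Lmna* ADKO FGF21 library 6 for DNA Replication.

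Of 47 results for single genes, 46 kept direction and side of the threshold under DESeq2 on all groups, 46 under DESeq2's size factors, 46 under filterByExpr, 44 with the slope on gene length, and 36 with the number series, where the other 11 were weaker. Of 46 results, 42 were the same under DESeq2 on only the compared groups (2 weaker, 2 stronger) and 40 with only the compared groups in edgeR (4 weaker, 2 stronger). Among 4-digit libraries alone, 6 of 15 were the same, 8 weaker, and 1 reversed. Among 577 fits of these without 1 library, 526 were the same, 41 weaker, 5 stronger, and 5 reversed. Of 58 results for listed sets, 58 were the same with DESeq2's size factors, 55 with filterByExpr, 55 with the Wald ranking, 46 with the number series, 45 with camera at 0.01, 38 with the slope on gene length, 31 with fry, 25 with the log2 fold change ranking, and 14 with camera and an estimated correlation. Among 4-digit libraries alone, 21 of 27 were the same, 2 weaker, 3 stronger, and 1 reversed. Among 767 fits of these without 1 library, 678 were the same, 52 weaker, 14 stronger, and 23 reversed.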

Differences from the paper's values

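No test in this part was chosen after the result was seen, apart from the slope on gene length as a covariate. For FGF21 relative to vehicle in control livers, 13 genes were differentially expressed against the paper's 42. Of the alternatives set before the data were examined, DESeq2 on all groups (38 genes) and DESeq2 on only the compared groups (40 genes) came within 1.5 times the paper's value. The adjusted p threshold alone (13), DESeq2's size factors (14), filterByExpr (13), the number series as a covariate (0), only the compared groups in edgeR (11), and each of the 10 fits without 1 library (3 to 26, without control FGF21 library 2 and control vehicle library 6) did not. At an unadjusted p under 0.05 there were 1476 genes.

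In *Lmna* ADKO livers, 0 genes were differentially expressed for FGF21 relative to vehicle against the paper's 5, with 1608 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. DESeq2 called 15 genes on all groups and 19 on only the compared groups, libraries with 4-digit numbers alone gave 2, and the adjusted p threshold alone, DESeq2's size factors, filterByExpr, the number series, and only the compared groups in edgeR gave 0. Of the 14 fits without 1 library, none came within 1.5 times the paper's value, and without *Lmna* ADKO FGF21 library 3 there were 61 genes.

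The paper reports higher macrophage migration and higher tumor necrosis factor signaling in vehicle-treated *Lmna* ADKO livers. In this part, the nearest listed Reactome sets stand in for the paper's sets, which are of other collections. A difference may therefore come from the sets compared. Chemokine receptors bind chemokines had an NES of 1.20 and TNF signaling an NES of -1.03, and neither passed the threshold in any of the fits without 1 library. The paper reports lower *Fgfr2* in *Lmna* ADKO livers. The gene was lower here but not past an adjusted p of 0.05 (0.0534 from edgeR, in a range over alternatives of 0.0165 to 0.319). It passed under DESeq2 on all groups and on only the compared groups, DESeq2's size factors, filterByExpr, edgeR on only the compared groups, the slope on gene length as a covariate, which was chosen after seeing the values, and 5 of the 13 fits without 1 library.

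After FGF21 in controls, the paper reports higher leukocyte migration and amino acid metabolism and lower Notch signaling and organelle assembly. Chemokine receptors bind chemokines (NES 1.48), Metabolism of amino acids and derivatives (1.25), Signaling by NOTCH (-1.09), and Organelle biogenesis and maintenance (1.04) did not pass the threshold here. The amino acid set passed without control FGF21 library 1 (1.85), without control vehicle library 3 (1.59), and without control vehicle library 7 (1.50), NOTCH passed without control FGF21 library 1 (-1.55), and the organelle set passed in the paper's direction without control FGF21 library 3 (-1.48) and in the opposite direction without control FGF21 library 1 (1.61) and without control FGF21 library 2 (1.50). Sterol synthesis is higher after FGF21 in the paper in control mice too, and Cholesterol biosynthesis had an NES of -0.81 in controls, not past the threshold under any alternative.

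After FGF21 in *Lmna* ADKO mice, the paper reports higher interferon pathways, and lower E2F targets and DNA replication. Interferon alpha beta signaling (NES 1.57), Interferon gamma signaling (1.43), E2F mediated regulation of DNA replication (-1.71), and DNA Replication (-0.90) did not pass here. Interferon gamma signaling passed with genes ranked by the DESeq2 Wald statistic (1.62), with filterByExpr (1.64), with 4-digit libraries alone (2.33), without *Lmna* ADKO vehicle library 1 (2.10), and without *Lmna* ADKO FGF21 library 4 (1.81). The E2F set passed with the number series as a covariate (-1.84) and in 4 of the 14 fits without 1 library. Triacylglycerol metabolism is higher after FGF21 in the paper. Here in *Lmna* ADKO mice, Triglyceride Biosynthesis (-1.55) and Fatty acid, triacylglycerol, and ketone body metabolism (-1.38) were lower and not past the threshold. In controls they were higher (1.12 and 1.11) and not past it either.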

Other observations

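The tests of explanations in this part were chosen after the result was seen. The proliferation and fibrosis lists were higher in *Lmna* ADKO livers with vehicle. A lower share of hepatocytes would raise the markers of every other cell type alike. The levels of the Kupffer cell and macrophage, stellate cell and fibroblast, cholangiocyte, endothelial, and lymphocyte lists changed by 0.27, 0.482, 0.913, 0.113, and -0.483 on the log2 scale, and 8 of their 10 pairs moved apart (exact permutation test, adjusted p under 0.05 over the pairs). A lower share of hepatocytes is therefore unlikely as the whole source, and a change in single cell types, such as cholangiocytes, stays open. The cholangiocyte list was higher in 6 of 6 *Lmna* ADKO libraries than in all controls (exact permutation test, p = 0.000583; adjusted p = 0.019), and the hepatocyte list was lower by 0.438 (exact permutation test, p = 0.0035; adjusted p = 0.0332). All 12, 10, 7, 7, and 10 genes of these lists are among the genes counted in liver, 1 gene is in both the Kupffer cell and the cholangiocyte list, and 4 genes of the fibrosis list are also in the stellate cell list.

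The *Adipoq*-Cre driver could bring copies of genes beside *Adipoq*. The 11 expressed protein-coding genes within 300000 bp of *Adipoq* had a median log2 fold change of -0.0596 with vehicle, with 5 of 11 higher, 1 called higher, and 3 called lower. These genes did not rise together. Since single genes went both ways, extra copies of some of them stay open. The window was widened after a first result was seen.

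With vehicle, the median log2 fold changes of the marker lists in *Lmna* ADKO relative to control livers follow, with the genes at an adjusted p under 0.05 over the list alone and over all genes. They were 1.24 for proliferation (26 of 26 higher, 23 and 21), 1.06 for fibrosis (19 of 20, 17 and 14), 0.87 for sterol synthesis (20 of 20, 18 and 10), 1.05 for lipogenesis (15 of 16, 11 and 9), -0.63 for interferon-stimulated genes (1 of 20, 16 and 14), -0.51 for amino acid catabolism (4 of 21, 12 and 11), and -0.30 for the FGF pathway (4 of 12, 6 and 2). The circadian clock (0.08, 9 of 15 higher), acute phase (-0.03, 5 of 10), and sex lists (0.15, 1 gene found) had 0 genes past either adjustment. Among cell type lists, medians were -0.36 for hepatocyte (2 of 7, 4 and 4), 0.01 for Kupffer cell and macrophage (6 of 12, 3 and 3), 0.50 for stellate cell and fibroblast (7 of 10, 7 and 5), 0.90 for cholangiocyte (7 of 7, 3 and 1), -0.27 for endothelial (3 of 7, 5 and 4), -0.62 for lymphocyte (0 of 10, 0 and 0), 0.50 for erythroid (6 of 6, 1 and 1), -0.47 for adipocyte (3 of 8, 4 and 2), and 0.07 for pancreas acinar genes (4 of 7, 2 and 2). Over all genes in this contrast, 6481 had an unadjusted p under 0.05.

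Between FGF21-treated and vehicle-treated *Lmna* ADKO livers, 0 genes of any list passed the adjustment over all genes, with 1608 of all genes at an unadjusted p under 0.05. Over the list alone, 6 of 21 amino acid catabolism genes (median 0.28, 20 higher), 3 of 6 erythroid genes (median 1.35, 6 higher), 3 of 7 hepatocyte genes (median 0.37), 2 of 20 interferon-stimulated genes (median 0.32, 19 higher), 2 of 16 female-biased genes (median 0.99), 2 of 18 male-biased genes (median -0.24, 1 higher and 1 lower), 1 of 10 lymphocyte genes (median 0.38), and 1 of 7 pancreas acinar genes (median -0.18) passed. In controls, the level of the endothelial list was higher by 0.238 in 3 of 3 FGF21-treated libraries than in all vehicle-treated ones (exact permutation test, p = 0.00833; adjusted p = 0.0452 over 76 comparisons of lists, of which 14 had an adjusted p under 0.05).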
